# Inherent tissue homeostasis of the juvenile metaphysis provides a foundation for osteosarcoma development

**DOI:** 10.1038/s41467-026-74929-6

**Published:** 2026-06-26

**Authors:** Masato Saito, Fumie Nakasuka, Nao Sankoda, Yihan Wang, Jumpei Taguchi, Sho Ohta, Yosuke Yamada, Manabu Ozawa, Satoko Sakurai, Atsushi Kondo, Tetsuo Ushiku, Robert Nakayama, Masaya Nakamura, Hiroshi Takayanagi, Atsushi Shibata, Takuya Yamamoto, Yasuhiro Yamada

**Keywords:** Bone cancer, Stem-cell differentiation

## Abstract

Osteosarcomas preferentially arise in the metaphysis of juvenile long bones, near the growth plate, unlike most cancers, whose incidence increases with age. Here, we show that p21, a negative regulator of the cell cycle, is induced in proliferating juvenile metaphyseal osteoblasts in response to DNA replication-associated damage. Single-cell RNA sequencing defines a differentiation hierarchy from multipotent progenitors to mature osteoblasts and identifies immature osteoblasts enriched for proliferation and replication stress responses. p21-positive metaphyseal osteoblasts associate with growth plate Indian hedgehog expression and decline after growth plate maturation or Hedgehog inhibition. *c-Myc* induction selectively promotes juvenile osteoblast proliferation despite p53 activation, but this proliferative response remains Hedgehog-dependent and ceases after growth plate maturation. By contrast, p53 inactivation enables sustained Hedgehog-independent proliferation of *c-Myc*-induced osteoblasts and lung metastasis. These findings reveal juvenile metaphyseal tissue homeostasis as a potential basis for the age of onset, anatomical specificity, and mutational profile of human osteosarcomas.

## Abstract (web summary)

Osteosarcomas often arise from juvenile metaphysis. Here, the authors show that replication stress-associated p21 expression marks proliferating juvenile osteoblasts within a Hedgehog-dependent niche, while c-Myc activation and p53 loss cooperate to drive Hedgehog-independent osteosarcoma formation.

## Introduction

The incidences of most cancers increase with age, presumably due to the stepwise accumulation of genetic aberrations that are required for cancer development^1,2^. Conversely, pediatric cancers, such as neuroblastomas, arise in early childhood, when residual progenitor cells during development transform into cancer cells based on their intrinsic immature proliferative features^3^. Osteosarcoma is a high-grade bone tumor that predominantly affects the metaphysis of long bones^4,5^. Notably, osteosarcomas often arise in juvenile individuals during the elongation of long bones. However, the underlying mechanisms governing the temporal window of onset and preferential localization of osteosarcoma development remain unclear.

Genetic aberrations in osteosarcomas are characterized by frequent mutations in the *TP53* gene and catastrophic genomic reorganization, including amplifications of oncogenes such as c-*MYC*^6–10^. Previous studies have established various mouse models for osteosarcomas by introducing loss-of-function mutations of *Trp53*^11^. Introduction of *Trp53* mutation in diverse bone lineage cells, ranging from undifferentiated multipotent cells to mature osteoblasts at various differentiation stages, results in osteosarcoma formation^12–16^. A higher incidence of osteosarcoma development has been reported when *Trp53* is disrupted in cells expressing *Osterix* (*Osx*), a marker of immature osteoblasts^12,15,17^. This suggests that *Osx*+ osteoblasts serve as the cells of origin for osteosarcoma development. However, even in these mouse models, the latency of osteosarcoma development often exceeds 1 year^12–15^. Moreover, despite the abundance of *Osx*+ osteoblasts in juvenile bones, osteosarcomas usually develop as a solitary tumor^12^, indicating that other genetic and/or epigenetic events in addition to *Trp53* mutation are required for osteosarcoma development from osteoblasts. Therefore, the sufficient conditions for osteosarcoma development remain to be determined.

In the present study, we established a *p21* reporter mouse model in which cells undergoing DNA damage can be visualized in vivo. Unexpectedly, we found that p21 is expressed in proliferating metaphyseal osteoblasts in juvenile bones as a consequence of DNA damage response (DDR). Single-cell RNA sequencing (scRNA-seq) analysis of the metaphysis at 3 weeks of age uncovered hierarchical differentiation and distinctive proliferative activity accompanied by DDR in juvenile osteoblast lineage cells, which was associated with DNA replication elicited by the unique tissue environment. By leveraging the nature of tissue homeostasis in the juvenile metaphysis, we provide a robust system to study osteosarcoma initiation and unveil a critical role of DDR in the suppression of osteosarcoma.

## Results

### Replication-associated DDR induces *p21* in osteoblasts

The cyclin-dependent kinase inhibitor p21 is activated by p53 in response to DNA damage^18–20^. To investigate *p21* expression in vivo, we first established a *p21* reporter mouse model in which *CreERT2* is introduced at the 3’UTR of *Cdkn1a*, together with an *mTmG* reporter allele at a *Rosa26* locus that expresses membrane-targeted GFP as a reporter (Fig. 1a, and Supplementary Fig. 1a). In mice at 6 weeks of age, only a small number of cells expressed mGFP in various organs after tamoxifen treatment (oral gavage, 12.5 mg/kg; Fig. 1b, and Supplementary Fig. 1b), indicating that cells expressing high levels of *p21* are rarely observed under physiological conditions in adult mice. However, 1 week after treatment with doxorubicin, a DNA damage-inducing reagent, the number of mGFP+ cells was substantially increased in many organs, including the liver and pancreas (Fig. 1b, and Supplementary Fig. 1c). Immunohistochemistry confirmed the expression of p21 protein as well as γH2AX in these organs (Supplementary Fig. 1d), indicating that the reporter mouse model successfully visualizes sustained *p21* expression upon DNA damage in vivo.

**Fig. 1:**
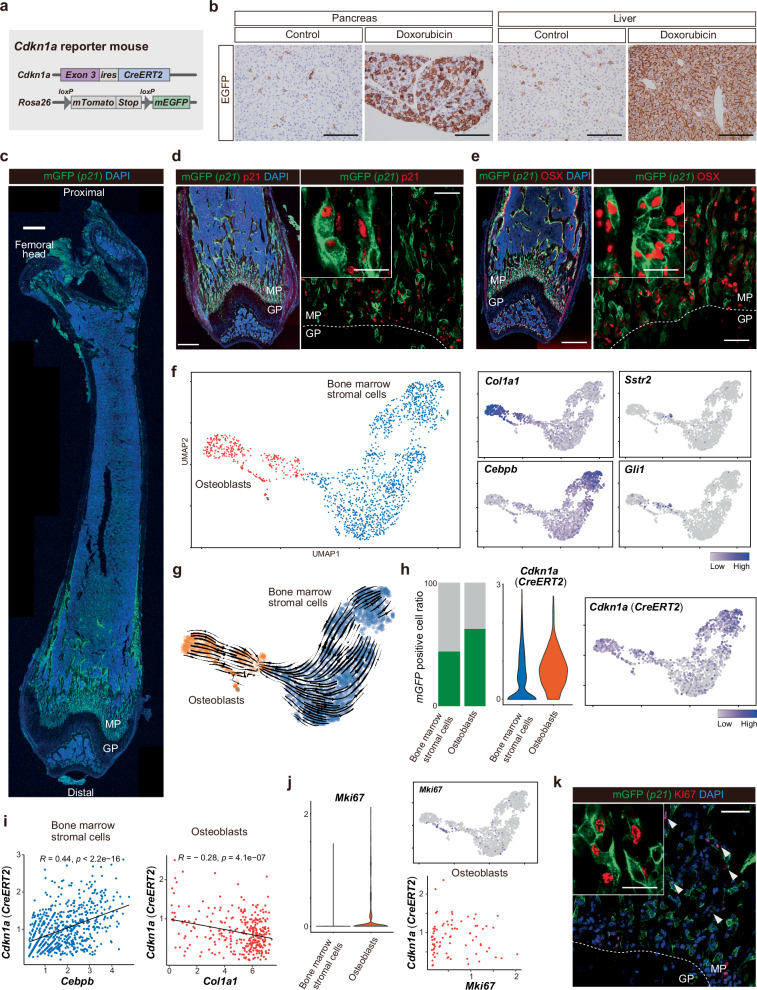
Proliferating juvenile metaphyseal osteoblasts express *p21.* **a** Schematic of the genetic construct used to visualize *p21* expression in vivo. **b** *p21* expression following induction of DNA damage in vivo. **c** mGFP (*p21*) expression in the juvenile femur. MP, metaphysis; GP, growth plate. **d** Metaphyseal cells in juvenile *p21* reporter mice express mGFP and p21 protein. **e** *p21*-mGFP+ metaphyseal cells co-express OSX, an osteoblast marker. **f** Unsupervised clustering of osteoblasts and bone marrow stromal cells from scRNA-seq data. *p21* reporter mice received a single intraperitoneal injection of tamoxifen (1 mg) 48 h before analysis. Right: Expression of canonical marker genes for metaphyseal multipotent progenitors, osteoblasts, and bone marrow stromal cells. **g** RNA velocity analysis of metaphyseal cells. The *Gli1*- or *Sstr2*-expressing cluster shows lineage trajectories toward both osteoblasts and bone marrow stromal cells, consistent with previous lineage-tracing studies identifying these cells as multipotent mesenchymal progenitors. **h** Left: Ratio of *p21*-mGFP+ cells. Middle: *p21* (*CreERT2*) expression levels. Right: UMAP visualization of *p21* (*CreERT2*) expression. **i** Single-cell analysis showing positive correlation between *p21* and *Cebpb* expression in bone marrow stromal cells and negative correlation between *p21* and *Col1a1* expression in osteoblasts. Pearson’s correlation coefficients and *P* values were calculated using the cor.test function in R (version 4.3.2). All tests were two-sided with the null hypothesis of no correlation (*ρ* = 0). **j** Expression of *Mki67* in metaphyseal cells. *p21*-expressing osteoblasts also express *Mki67*. **k** A subset of *p21*+ metaphyseal cells is positive for KI67, a marker of proliferating cells. Scale bars: **b**, 200 μm; **c**–**e**, left, 500 μm, right, 50 μm, inset, 20 μm; **k,** 50 μm; inset, 20 μm. The doxorubicin-treated sample shown in **b** was obtained from a single mouse in one experiment, whereas the control samples were obtained from at least three mice. The experiments shown in **c**–**e** and **k** were repeated independently using at least three mice with similar results.

Unexpectedly, we observed frequent mGFP signals at the metaphysis of long bones in normal juvenile mice (3–4 weeks of age) after tamoxifen treatment (i.p. injection, 100 mg/kg; Fig. 1c, Supplementary Fig. 1e, 2a). mGFP+ cells were also observed at the surface of cortical bone and in a small subset of growth plate chondrocytes in the prehypertrophic zone (Fig. 1c, Supplementary Fig. 2b). Immunofluorescence analysis confirmed the expression of p21 protein in mGFP+ cells (Fig. 1d, Supplementary Fig. 2c). Notably, mGFP+ cells frequently expressed the osteoblast marker OSX (47.4 ± 7.2 %; Fig. 1e) but showed minimal overlap with endomucin (EMCN) or integrin β3 (ITGB3), markers of endothelial and osteoclast cells, respectively (Supplementary Fig. 2d, 2e), demonstrating that mGFP+ cells contain osteoblasts in the juvenile metaphysis. To further validate *p21* expression in osteoblasts, we generated an *Osx* reporter mouse model in which *CreERT2* is inserted after the first ATG of the *Osx* gene and has a *mTmG* reporter allele (Supplementary Fig. 3a). mGFP+ metaphyseal cells in *Osx* reporter mice displayed frequent expression of p21 protein (34.4 ± 5.9 %; Supplementary Fig. 3b–3e), confirming that metaphyseal osteoblasts express *p21*.

To characterize *p21* expression at the single-cell resolution, we next performed single cell RNA-sequencing (scRNA-seq) analysis. Given that *p21*-mGFP+ metaphyseal cells often express OSX, we particularly focused on osteoblasts and bone marrow stromal cells (BMSCs), two major cell types in the metaphysis. These cell populations were isolated from *p21* reporter mice (3 weeks of age) by MACS and FACS (Supplementary Fig. 3f). In a subsequent scRNA-seq analysis, osteoblasts and BMSCs were identified by unsupervised clustering and defined by expression of canonical marker genes (Fig. 1f, and Supplementary Fig. 3g, 3h). A previous study demonstrated that *Gli1*-high metaphyseal cells residing immediately adjacent to the growth plate have multipotent differentiation ability and serve as precursors of both osteoblasts and BMSCs^21^. We successfully identified a *Gli1*-high subpopulation in the osteoblast cluster, which also expressed marker genes previously assigned to multipotent progenitor cells, including *Sstr2*^22^ (Fig. 1f). RNA velocity analysis revealed the transition of *Gli1*/*Sstr2*-high cluster cells into both osteoblasts and BMSCs (Fig. 1g) in line with previous lineage-tracing analyses. *p21*-*mGFP*+ cells were present in both osteoblast and BMSC lineages, but were enriched in osteoblasts, where *p21* expression was markedly higher than in BMSCs (Fig. 1h). BMSCs upregulated *p21* upon differentiation (Fig. 1i), consistent with previous studies linking *p21* expression to differentiation^20^. In sharp contrast, immature osteoblasts expressed higher levels of *p21* than mature osteoblasts (Fig. 1i). *Mki67*+ proliferating cells were preferentially found within osteoblast lineage cells (Fig. 1j), and strikingly, *Mki67*+ osteoblasts often co-expressed *p21* despite its role as a cyclin-dependent kinase inhibitor (Fig. 1j). Immunofluorescence confirmed that a subset of *p21*-mGFP + cells was positive for KI67 (Fig. 1k).

To further characterize *p21*-mGFP+ metaphyseal cells, we next conducted lineage-tracing analysis. *p21*-mGFP+ cells were labeled at 4 weeks of age and followed for 4 weeks (Fig. 2a). Over time, the number of labeled cells was markedly reduced in the metaphysis (Fig. 2a), indicating that *p21*-mGFP+ cells lack long-term self-renewal capacity and do not represent mesenchymal stem/progenitor cells. Conversely, the number of labeled cells was increased in the bone marrow (Fig. 2a). Immunofluorescence revealed that these cells give rise, at least in part, to differentiated cells, including osteocytes in trabecular bone and adipocytes in marrow (Fig. 2b). Indeed, 58.7 ± 14.5% of FABP4+ cells in marrow exhibited mGFP signals after the chase period, indicating that *p21*-mGFP+ cells differentiated into adipocytes. Collectively, these findings demonstrate the heterogeneous nature of *p21* expression and show that *p21* is expressed in immature, proliferating osteoblast-lineage cells.

**Fig. 2:**
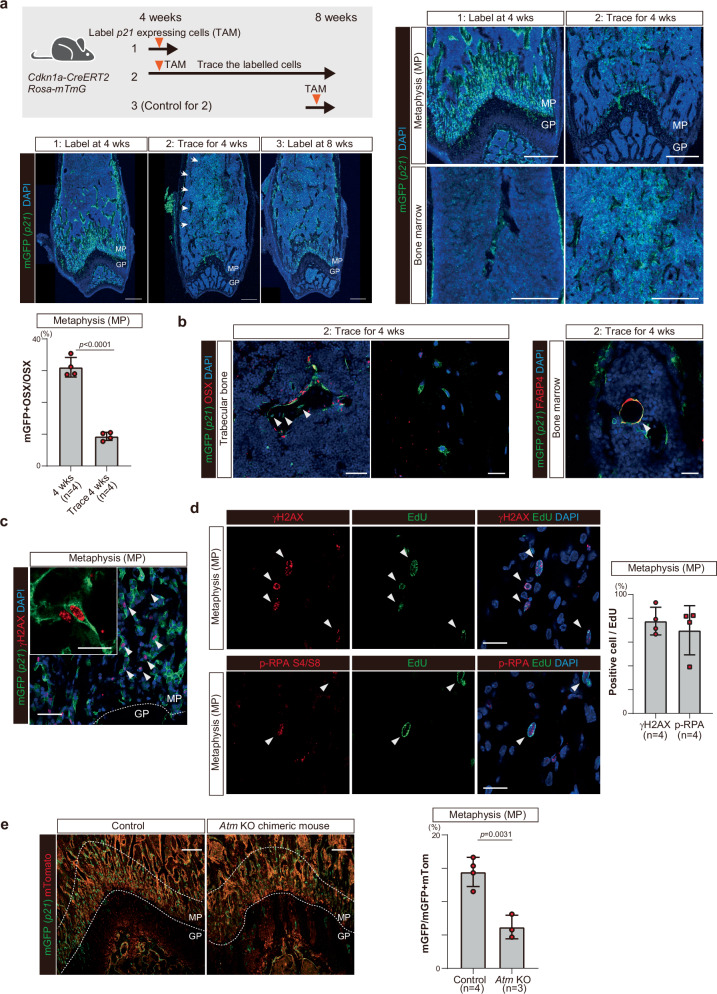
Lineage tracing and replication stress-associated DDR activation in juvenile *p21*+ metaphyseal cells. **a** Upper left: Lineage tracing of *p21*-mGFP+ cells. *p21*-expressing cells were labeled at 4 weeks of age by tamoxifen treatment [1] and traced for 4 weeks [2]. As a control, 8-week-old reporter mice were treated with tamoxifen at 8 weeks of age [3]. Middle left and right: After tracing, mGFP+ cells are reduced in the metaphysis but increased in the bone marrow (arrows). Lower left: Quantification of mGFP+ cells among OSX+ cells. **b** After tracing, a subset of mGFP+ cells gave rise to osteocytes (arrowheads, left) and adipocytes (arrowhead, right). **c** γH2AX expression is detected in a subset of *p21*+ metaphyseal cells. **d** Left: γH2AX and p-RPA expression in EdU+ nuclei. EdU was administered 3 h before sacrifice. Right: Quantification of γH2AX- and p-RPA-positive EdU+ nuclei containing multiple punctate signals. **e** Left: mGFP expression in *p21* reporter chimeric mice lacking *Atm*. Note the reduced proportion of mGFP+ cells in the metaphyseal region. Right: Quantification of mGFP+ cells among metaphyseal cells. The ratio of mGFP+ cells among reporter+ cells (mGFP+ and mTomato+ cells) is shown. Source data are provided as a Source Data file. Data are shown as mean ± SD. For all relevant panels, n indicates the number of mice analyzed. Representative images are from at least three biologically independent mice. Statistical significance was determined by a two-sided unpaired Student’s t-test. The exact *P* value is indicated in the figure. Scale bars: **a,** 500 μm; **b,** left, 50 μm, middle and right, 20 μm; **c**, 50 μm; inset, 20 μm; **d,** 20 μm; **e**, 200 μm. MP metaphysis; GP growth plate.

We noticed that a subset of *p21*+ cells expressed γH2AX, a marker of the DDR (10.6 ± 1.6 %; Fig. 2c), which raised the possibility that these cells undergo replication stress. Phosphorylated RPA at Ser4/Ser8 (p-RPA) is a marker associated with replication stress and stalled replication forks^23^. Remarkably, we observed frequent p-RPA and γH2AX positivity in EdU-incorporated S-phase nuclei of metaphyseal cells that also expressed OSX (Fig. 2d, and Supplementary Fig. 3i). These findings indicate that proliferating juvenile metaphyseal osteoblasts exhibit DDR during DNA replication^24^. DNA damage signaling is regulated by protein phosphorylation via three related kinases, ATM, ATR, and DNA-PK, which activate various biological processes, including DNA repair, cell cycle control, and apoptosis partly through p53 activation^25^. To confirm the involvement of the DDR in the induction of *p21*, we generated chimeric mice with knockout (KO) of *Atm* (Supplementary Fig. 4a). *Atm* KO chimeric mice showed significantly reduced numbers of mGFP+ cells (Fig. 2e), demonstrating that *p21* is induced, at least in part, by the DDR. Immunohistochemical analysis of human metaphyseal tissues revealed p21 protein expression in proliferating juvenile osteoblasts (*n* = 5, Supplementary Fig. 4b).

### Unique transcriptional profile of juvenile osteoblasts

Osteoblasts proliferate actively during skeletal development in embryonic and neonatal mice. To assess the DNA replication-associated DDR in proliferating osteoblasts during development, we examined *p21* and γH2AX expression in osteoblasts of E16.5 femurs from *p21* reporter mice. Despite their active proliferation, both *p21* reporter activity and γH2AX expression were scarcely detected in embryonic osteoblasts (Fig. 3a). Next, we examined *p21* expression in the metaphysis of young adult mice (8 weeks of age; hereafter referred to as adult mice), when longitudinal bone growth is nearing its endpoint. The number of *p21*-mGFP+ metaphyseal cells was substantially reduced in adult mice (Figs. 2a, 3b, c, and Supplementary Fig. 4c), accompanied by decreases in KI67+ and γH2AX+ cells (Fig. 3b, c, Supplementary Fig. 4d). Consistently, phosphorylation of p53 at S18 (equivalent to S15 in human p53), a key target of the DDR, was readily detected in juvenile osteoblasts but was scarcely observed in adult osteoblasts (Fig. 3b, c). Moreover, the frequency of p-RPA-positive cells was markedly reduced in the adult metaphysis (Fig. 3d, Supplementary Fig. 4e). In addition, treatment with the DNA damage-inducing agent doxorubicin further increased the number of p21+ cells specifically in juvenile metaphyseal cells (Supplementary Fig. 4f). Together, these results indicate that DNA replication-associated DDR and *p21* expression preferentially occur in juvenile metaphyseal osteoblasts during physiological bone growth, underscoring the unique properties of juvenile metaphyseal osteoblasts.

**Fig. 3:**
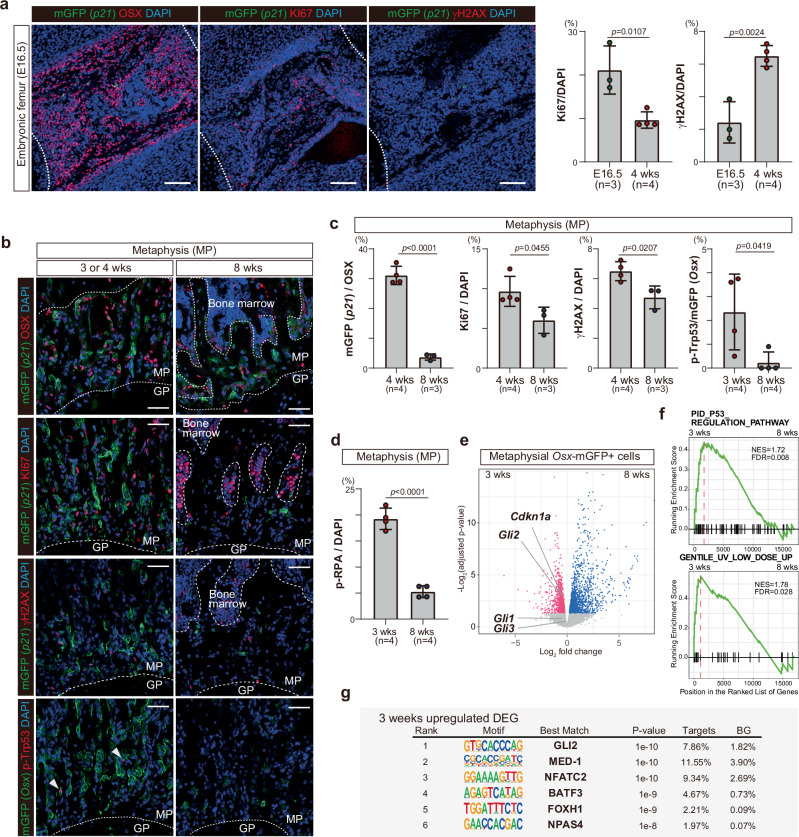
Preferential *p21* expression and a distinct transcriptional profile in juvenile metaphyseal osteoblasts. **a** Expression of mGFP (*p21*) and γH2AX in the embryonic femur (E16.5). Immunofluorescence images (left) and quantification of Ki67- and γH2AX-positive cells (right). **b** Representative immunofluorescence images of the metaphysis in juvenile and adult mice. **c** Quantification of immunofluorescence analysis. Data for Ki67 and γH2AX at 4 weeks of age are identical to those shown in Fig. 3a. **d** Quantification of p-RPA-positive metaphyseal cells. **e** Volcano plot comparing gene expression profiles of *Osx*+ osteoblasts between juvenile (3 weeks old) and adult (8 weeks old) mice. *Osx*+ metaphyseal osteoblasts were collected 2 days after the final tamoxifen treatment administered on 3 consecutive days. Genes with adjusted *p* < 0.05 are highlighted. The x-axis indicates log2 fold change and the y-axis represents significance following DESeq2 testing. **f** GSEA of DNA damage-associated gene sets, indicating enhanced DDR in juvenile osteoblasts. **g** De novo motif analysis of upregulated DEGs in juvenile *Osx*+ osteoblasts (433 genes, adjusted *p* < 0.05). Promoter regions (–400 bp to +100 bp from the transcription start site) were analyzed. The GLI2 motif, a downstream transcription factor of Hedgehog signaling, was significantly enriched. Source data are provided as a Source Data file. For all relevant panels, n indicates the number of mice analyzed. Representative images are from at least three biologically independent mice. Statistical significance was determined by a two-sided unpaired Student’s t-test. The exact *P* value is indicated in the figure. Scale bars: **a**–**c**, 50 μm. MP metaphysis; GP growth plate.

To understand the transcriptional profile of juvenile metaphyseal osteoblasts, we next conducted bulk RNA-seq analysis of juvenile (3 weeks of age) and adult (8 weeks of age) osteoblasts. mGFP+ cells in the metaphysis of *Osx* reporter mice were sorted for analysis. 

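The libraries of this comparison were made from mGFP+ cells sorted from the metaphysis of *Osx-CreERT2*; *mTmG* mice, in which tamoxifen switches the membrane fluorescent protein of *Osx*-expressing cells from tdTomato to GFP. There were 4 libraries from juvenile mice and 4 from adult mice, and each was made from the femurs and tibias of 2 pooled male mice. Cells were collected 2 days after tamoxifen had been given on 3 consecutive days, and the diaphysis was trimmed about 2 mm from the growth plate. The authors aligned the trimmed reads to mm10 with STAR, counted the uniquely mapped reads of each gene with HTSeq-count, and deposited these counts without normalization. The total count per library ranged from 10256521 to 12648874 at 3 weeks of age (median 11939396) and from 9066154 to 10823288 at 8 weeks of age (median 9843443.5). The genes *Col1a1*, *Col1a2* and *Gm26917* together took 61.1 ± 3.65% (SD, n = 4) of the counts in juvenile libraries and 48.9 ± 6.73% (SD, n = 4) in adult libraries, so the depth left for the other genes differed between the ages. The counts were normalized with the TMM method of edgeR, and expression is given as normalized CPM. Of the 32288 genes and transgenes in the table, 11345 had enough counts to be tested with edgeR's quasi-likelihood F test and Benjamini-Hochberg adjustment. Fold changes are juvenile over adult, and their standard error (SE) was taken as the log2 fold change divided by the square root of the F statistic. In the juvenile library with the lowest normalized depth, 3 counts correspond to 0.345 CPM, and only levels above 3 counts were taken as detected. The legend of Supplementary Fig. 4h gives 3 biological replicates per cohort, whereas 4 libraries per age were mapped, so the value of each library is given for the genes of that panel.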

We identified differentially expressed genes (DEGs) in juvenile *Osx*+ osteoblasts (433 upregulated DEGs and 814 downregulated DEGs, *p* < 0.05) compared with adult *Osx*+ osteoblasts, which included *p21* (*Cdkn1a*) among upregulated DEGs (Fig. 3e, Supplementary Fig. 4g). 

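With edgeR's quasi-likelihood test, 214 genes were higher and 367 genes were lower in juvenile than in adult *Osx*+ osteoblasts at an adjusted p below 0.05. DESeq2's Wald test called 311 genes higher and 612 lower. When each library was left out in turn, edgeR called from 85 to 344 genes higher and from 199 to 541 lower. The largest increase of these counts came with DESeq2 on all 12 libraries (599 higher and 919 lower), and the largest decrease with a score of cartilage marker genes as a covariate (17 higher and 58 lower), both chosen after seeing the data. This score nearly separated the ages, so a fit that holds it has little information left on age. With library totals in place of TMM factors, also chosen after seeing the data, only 6.26% of the called genes were higher at 3 weeks of age, compared with 36.8% with TMM.

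*Cdkn1a*, which encodes p21, is listed as ENSMUSG00000023067 and lies on chromosome 17 of mm10 from 29090976 to 29100727. Its expression was 158 ± 16.0 CPM (SD, n = 4) in juvenile libraries and 112 ± 20.8 CPM (SD, n = 4) in adult libraries. The juvenile libraries, replicates 1 to 4, had 135, 166, 172 and 157 CPM, and the adult libraries had 91.0, 112, 141 and 106 CPM, so the lowest juvenile library lay below the highest adult library. The log2 fold change of *Cdkn1a* was 0.49 (SE 0.14, adjusted p = 0.0476 from edgeR's quasi-likelihood test). It stayed between 0.40 and 0.62 across the 8 fits that each left out a library, and the adjusted p was below the threshold in 11 of 20 alternative fits (range 0.00423 to 0.559).

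Among the genes that were called, were separate between the ages and averaged at least 10 normalized counts, the largest increases besides *Igf2* were those of *Zfp446* (log2 fold change 2.32, SE 0.53, adjusted p = 0.0177 from the same edgeR test) and *Gm17092* (2.23, SE 0.47, adjusted p = 0.0112). The largest decreases were those of *Alb*, *Thsd7b* and *Agtr2*, which had no count in any juvenile library. Set against 3 counts, *Alb* was at least 16.7-fold lower, *Thsd7b* at least 9.74-fold lower and *Agtr2* at least 8.28-fold lower at 3 weeks of age.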

In agreement with the immunofluorescence analysis, gene set enrichment analysis (GSEA) suggested that the DDR was increased in juvenile osteoblasts (Fig. 3f). 

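The gene sets of Fig. 3f were not used here, and the DDR was examined with gene lists written by hand. The lists were tested with camera from limma, with Benjamini-Hochberg adjustment over 9 functional lists, and the median log2 fold change of juvenile over adult osteoblasts is given for each. The DDR list had 45 tested genes, of which 25 were higher and 20 lower at 3 weeks of age, and its median log2 fold change was 0.014 (camera adjusted p = 0.871). This median lay above those of 76.6% of 10000 random lists of the same size and mean expression. None of its 45 genes passed the adjusted threshold in edgeR's quasi-likelihood test. The list of p53 targets had 36 tested genes, of which 17 were higher and 19 lower, with a median log2 fold change of -0.015 (camera adjusted p = 0.864). Of these targets, 3 were called higher and 1 was called lower by edgeR. In preranked GSEA on the log2 fold changes, the normalized enrichment score was -0.66 (adjusted p = 0.934 from fgsea's permutations) for the DDR list and 1.30 (adjusted p = 0.434 from fgsea's permutations) for the p53 targets. With the cartilage marker score as a covariate, the median of the DDR list was 0.37 (camera adjusted p = 0.02), and with library totals, which moved the median of all genes to -0.24, it was -0.20 (camera adjusted p = 0.408). Neither list kept its direction in every alternative. For the lists of DNA replication genes and mitosis genes, the medians were -0.0078 and -0.093, with the same camera adjusted p of 0.871.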

To investigate key transcription factors that characterize the transcriptional profile of juvenile osteoblasts, we next performed motif analysis of DEGs. This identified overrepresentation of the motif for GLI2, a downstream transcription factor in the Hedgehog signaling pathway^26,27^, in the upstream region of upregulated DEGs [−400 bp to +100 bp relative to the transcription start site (TSS)] (Fig. 3g). Furthermore, expression of *Gli2* was significantly elevated in juvenile osteoblasts (Fig. 3e, and Supplementary Fig. 4g, 4h), suggesting that GLI2 establishes unique transcriptional signatures in juvenile metaphyseal osteoblasts. 

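*Gli2* is listed as ENSMUSG00000048402 and lies on chromosome 1 of mm10 from 118834132 to 119053619. Its expression was 29.9 ± 5.48 CPM (SD, n = 4) in juvenile libraries and 17.3 ± 5.19 CPM (SD, n = 4) in adult libraries. The juvenile libraries, replicates 1 to 4, had 28.1, 24.8, 37.6 and 29.3 CPM, and every adult library was lower, at 12.5, 17.4, 24.5 and 14.7 CPM. The log2 fold change of *Gli2* was 0.79 (SE 0.20, adjusted p = 0.0308 from edgeR's quasi-likelihood test). Leaving out each library in turn kept it between 0.67 and 1.01, and the adjusted p was below the threshold in 13 of 20 alternative fits (range 0.00237 to 0.6). *Gli1* had a log2 fold change of 0.47 (SE 0.31, adjusted p = 0.463) and *Gli3* of 0.15 (SE 0.13, adjusted p = 0.598) in the same edgeR test, so neither difference was larger than the spread between libraries. The list of Hedgehog targets, with 11 tested genes, had a median log2 fold change of 0.021 (camera adjusted p = 0.864), and 7 of its genes were higher at 3 weeks of age. The direction of this list changed with the processing, for example to -0.11 without a filter on low counts, and with the cartilage marker score as a covariate its median was 0.40 (camera adjusted p = 0.00458). From the elevated *Gli2* and the GLI2 motif upstream of upregulated DEGs, the paper proposes that GLI2 sets up the transcriptional signature of juvenile metaphyseal osteoblasts.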

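*Igf2* encodes a growth factor, is listed as ENSMUSG00000048583 and lies on chromosome 7 of mm10 from 142650766 to 142666816, where the annotation also places the antisense gene *Igf2os* and a further gene on the same strand. Its expression was 35.1 ± 20.8 CPM (SD, n = 4) in juvenile libraries and 8.00 ± 2.46 CPM (SD, n = 4) in adult libraries. The juvenile libraries, replicates 1 to 4, had 60.0, 44.4, 18.4 and 17.4 CPM, and the adult libraries had 10.7, 5.65, 6.20 and 9.51 CPM. The groups did not overlap, although the juvenile libraries differed more among themselves than the adult ones. The log2 fold change of *Igf2* was 2.13 (SE 0.45, adjusted p = 0.0344 from edgeR's quasi-likelihood test), and it stayed between 1.74 and 2.36 when each library was left out in turn. The adjusted p was below the threshold in 13 of 20 alternative fits (range 2.6e-07 to 0.0914).

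**Figure D1:**
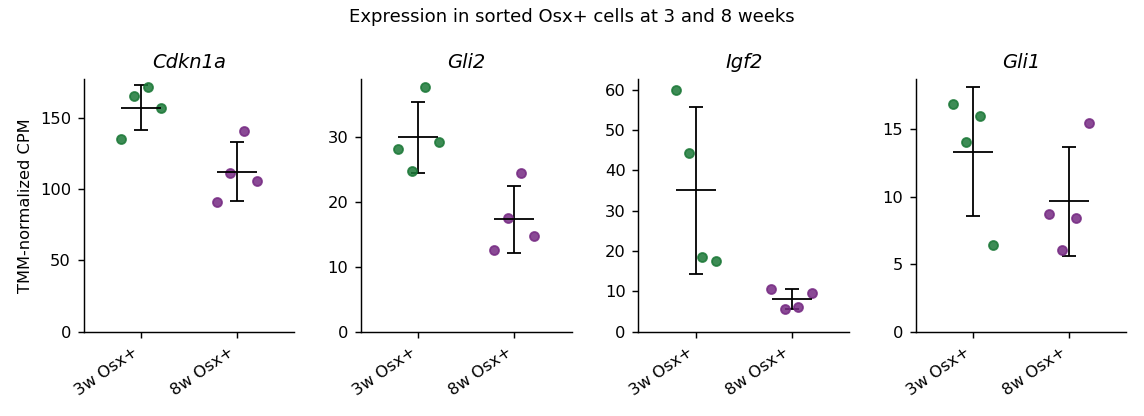
Expression of *Cdkn1a*, *Gli2*, *Igf2* and *Gli1* as TMM-normalized CPM (vertical axes) in sorted *Osx*+ cells at 3 and 8 weeks of age (horizontal axes). Each point is a library, and the bars show the mean and SD of 4 libraries. The ages are separate for *Gli2* and *Igf2* and overlap for *Cdkn1a* and *Gli1*.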

Consistently, *Igf2*, which is reportedly a target of Hedgehog signaling in osteoblasts^28^, was significantly upregulated in juvenile osteoblasts (Supplementary Fig. 4h).

### scRNA-seq reveals osteoblast differentiation hierarchy

We next compared the transcriptional profiles of juvenile and adult metaphyseal cells at single-cell resolution (Supplementary Fig. 5a–c). Guided by the increased expression of *Gli2* and the enrichment of GLI2 motifs among upregulated DEGs in bulk RNA-seq, we first focused on the Hedgehog signaling pathway. Of the three Hedgehog ligands, only *Indian hedgehog* (*Ihh*) was detected, and its expression was restricted to the chondrocyte cluster (Supplementary Fig. 5d). By contrast, expression of *Gli1*, *Gli2*, and *Gli3* was observed primarily in the osteoblast and chondrocyte clusters (Supplementary Fig. 5d).

Subclustering of the osteoblast cluster revealed distinct cell types, including *Gli1*-high multipotent progenitors, BMSC-like cells, and osteoblasts, which were further divided into proliferating, immature, and mature osteoblasts (Fig. 4a, and Supplementary Fig. 6a). Expression of canonical osteoblast markers indicated a differentiation trajectory from multipotent progenitors through proliferating osteoblasts to immature and finally mature osteoblasts (Fig. 4a). Notably, juvenile osteoblasts contained a higher proportion of immature osteoblasts, while adult osteoblasts exhibited a substantially increased proportion of mature osteoblasts (Fig. 4b, and Supplementary Fig. 6b). *Mki67*-expressing cells were more frequently observed in the immature proliferating osteoblast clusters than in the multipotent progenitor population (Supplementary Fig. 6c), suggesting a higher proliferative activity in osteoblasts. Consistently, cell cycle analysis based on phase-specific gene expression revealed that the vast majority of S- and G2/M-phase cells were present among the proliferating osteoblast cluster (Fig. 4c). Of particular note, the proportion of G2/M-phase cells was higher among juvenile osteoblasts than among adult osteoblasts (Fig. 4c), indicating a prolonged G2/M phase in the juvenile population, consistent with p53 activation. Gene Ontology (GO) analysis further indicated that DNA replication was increased and DDR pathways were activated in juvenile proliferating osteoblasts (Supplementary Fig. 6d). Taken together, these findings suggest the presence of DNA replication-associated DDR primarily in juvenile osteoblasts.

**Fig. 4:**
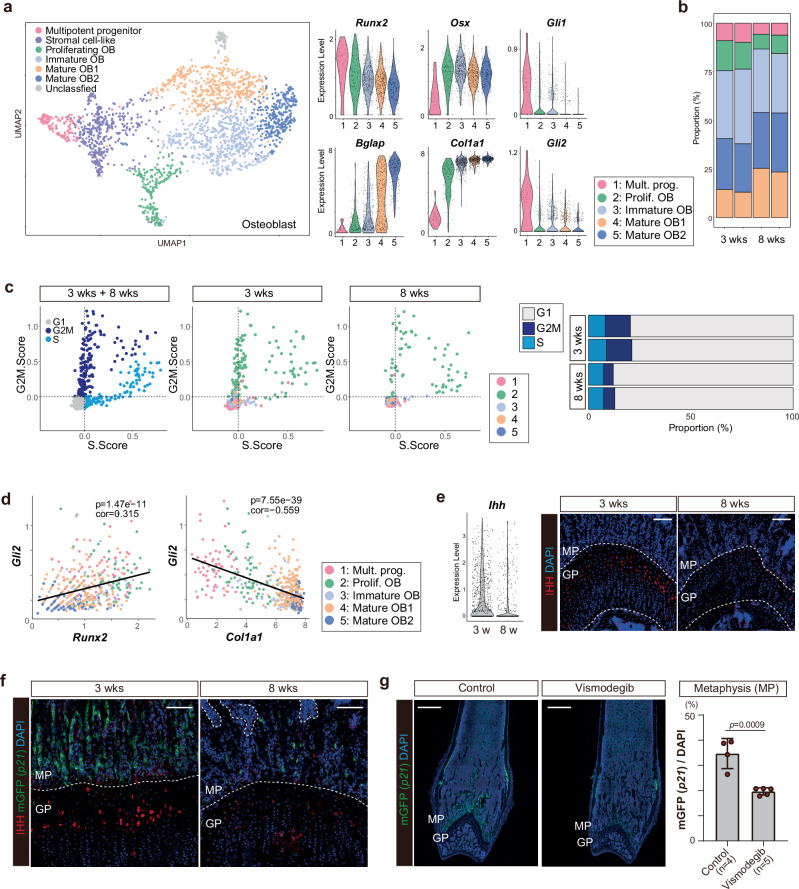
Tissue homeostasis in the juvenile metaphysis revealed by scRNA-seq analysis. **a** Subclustering of osteoblast-lineage cells. Expression of lineage marker genes indicates a differentiation trajectory from multipotent progenitors to mature osteoblasts. **b** Proportions of each osteoblast-lineage cluster in juvenile and adult mice. Clusters of proliferating and immature osteoblasts, as well as multipotent progenitors, are reduced in adults, whereas mature osteoblast clusters are increased. **c** Cell cycle scoring of osteoblast-lineage cells. A high proportion of proliferating osteoblasts are in S and G2/M phases. Right: Distribution of osteoblast-lineage cells across cell cycle phases. Juvenile osteoblasts exhibit an increased proportion of G2/M-phase cells, suggesting prolonged G2/M progression. **d** Single-cell analysis showing a negative correlation between *Gli2* and *Col1a1* expression and positive correlation between *Gli2* and *Runx2* expression. Pearson’s correlation coefficients and *P* values were calculated using the cor.test function in R (version 4.3.2). All tests were two-sided with the null hypothesis of no correlation (*ρ* = 0). **e** Left: *Ihh* expression in juvenile and adult chondrocyte-lineage cells. Right: Immunofluorescence analysis of IHH expression in the metaphysis. In juvenile mice, IHH is predominantly expressed in prehypertrophic chondrocytes of the growth plate, whereas IHH expression is markedly reduced in adult chondrocyte-lineage cells. **f** Immunofluorescence analysis of IHH and mGFP in *p21* reporter mice. The emergence of *p21*+ metaphyseal cells coincides with IHH expression in the growth plate. **g** Vismodegib treatment, a Hedgehog signaling inhibitor, significantly reduces the number of *p21*+ cells. Right: Quantification of *p21*+ cells. Juvenile mice (3 weeks old) were treated with vismodegib (100 mg/kg body weight) five times per week and analyzed on day 7. Statistical significance was determined by a two-sided unpaired Student’s t-test. Source data are provided as a Source Data file. For all relevant panels, *n* indicates the number of mice analyzed. Representative images are from at least three biologically independent mice. The exact *P* value is indicated in the figure. Scale bars: **e,** 100 μm; **f**, 50 μm; **g,** 500 μm. MP metaphysis; GP growth plate.

Remarkably, *Gli2* expression was highest in *Gli1*-high multipotent progenitors and progressively decreased upon differentiation into osteoblasts (Fig. 4a). Moreover, the *Gli2* expression level was positively correlated with the expression level of *Runx2*, a marker of immature metaphyseal cells, and negatively correlated with the expression level of *Col1a1*, a marker of mature osteoblasts, at the single-cell level (Fig. 4d, and Supplementary Fig. 6e). Considering that RUNX2 expression decreased while COL1A1 expression increased in metaphyseal cells with increasing distance from the growth plate (Supplementary Fig. 6f), our results also indicate that the *Gli1*/*Gli2* expression levels are negatively correlated with the distance from the growth plate.

Subclustering of the chondrocyte cluster revealed that *Ihh* expression is considerably reduced in adult chondrocytes (Fig. 4e, and Supplementary Fig. 7a, 7b). Immunofluorescence analysis confirmed that IHH was expressed at the layer containing prehypertrophic chondrocytes, predominantly in the juvenile growth plate (Fig. 4e, and Supplementary Fig. 7c). Remarkably, elevated IHH expression was associated with the emergence of *p21*+ metaphyseal cells near the growth plate (Fig. 4f). Furthermore, the number of *p21*+ metaphyseal cells was significantly reduced by treatment with vismodegib, an inhibitor of Hedgehog signaling^29^ (Fig. 4g). Together with the progressive reduction of *Gli2* expression in osteoblasts with increasing distance from IHH-expressing cells, our results suggest that Hedgehog signaling in response to chondrocyte-derived IHH at the growth plate maintains the proliferative immature state of metaphyseal osteoblasts.

### *c-Myc* induces transient osteoblast proliferation

We found that juvenile *Osx*+ metaphyseal osteoblasts exhibit distinctive transcriptional features and express *p21* through the DDR. Given that osteosarcomas often arise in the metaphysis of juvenile individuals^30^, we anticipated that juvenile *p21*+ osteoblasts would be the progenitor cells of osteosarcomas. To test this hypothesis, we introduced a dominant-negative mutation of *Trp53* into juvenile *p21*+ cells^31^ (Supplementary Fig. 8a, 8b). After 1 year, a subset of mice developed bone tumors (Supplementary Fig. 8c, 8d). The developed tumors were osteogenic osteosarcomas exhibiting formation of extracellular osteoid (Supplementary Fig. 8e), demonstrating that juvenile *p21*+ cells can transform into osteosarcomas. However, the majority of *Trp53* mutant mice did not develop osteosarcomas even after aging. Moreover, osteosarcomas always arose as a solitary tumor, and the metaphysis exhibited normal histology in most bones, indicating that *Trp53* mutation alone is not sufficient for initiation of *p21*+ cell proliferation.

To delineate the conditions for osteosarcoma initiation, we reviewed genetic aberrations reported in human osteosarcomas. Among them, we focused on *c-Myc* amplification because *c-Myc* induces DNA replication^32^ and is frequently amplified in human osteosarcomas^8^, which could contribute to the initiation of osteoblast proliferation. Remarkably, *c-Myc* induction in juvenile *p21*+ cells resulted in the rapid, selective expansion of OSX+ osteoblasts in the *Cdkn1a-CreERT2* model (Fig. 5a–c, and Supplementary Fig. 9a)^33,34^, indicating that *p21*+ juvenile osteoblasts are permissive for replication signal driven by *c-Myc*. Consistent with this, *c-Myc* induction in *Osx*+ cells phenocopied the rapid proliferation of osteoblasts in the *Osx-CreERT2* model, with kinetics comparable to the *Cdkn1a-CreERT2* model (Fig. 5d, and Supplementary Fig. 9b, c). Active proliferation was initially evident at metaphyseal osteoblasts in the marrow and periosteum, and extended toward the diaphyseal region in 2 weeks (5 weeks of age) (Supplementary Fig. 9b, c). Remarkably, along with active proliferation, expression of DDR-related proteins, such as γH2AX, p21, phospho-p53, and cleaved caspase 3, was augmented in *c-Myc*-induced juvenile osteoblasts (Fig. 5e). Moreover, the increased frequency of p-RPA-positive cells in juvenile osteoblasts was further enhanced after *c-Myc* induction, supporting the notion that *c-Myc* exacerbates replication stress in proliferating juvenile osteoblasts (Fig. 5f, and Supplementary Fig. 9d). 

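The effect of *c-Myc* on transcription was measured by bulk RNA-seq of mGFP+ metaphyseal cells from mice that carry a tetracycline-controlled *c-Myc* transgene, which tamoxifen switches on in *Osx*+ cells. There were 2 libraries of *c-Myc*-induced osteoblasts, with total counts of 15684412 and 13779052, and they were compared with the 4 juvenile *Osx*+ libraries. The induced mice received tamoxifen at 3 weeks of age on 2 consecutive days and were analyzed 7 days later. For the dissection the methods call them 5 weeks old and give a trim of about 5 mm, compared with 2 mm for the control mice. The paper states that only male mice were used for RNA-seq, and its cell preparation section states that the induced mice were of both sexes. *Xist*, which is expressed from the inactive X chromosome, was at 243 CPM in the *c-Myc* library of replicate 2 and at 0.0472 CPM in that of replicate 1. The deposited values were the authors' counts per gene, as for the juvenile and adult libraries. The juvenile, *c-Myc* and *c-Myc* + *R172H* libraries were fitted together with edgeR, since 2 libraries per group give little information on the spread, and 12588 genes were tested. DEGs were genes with an adjusted p below 0.05 and an absolute log2 fold change of at least 1. *Gm26917* took 28.8 ± 0.886% (SD, n = 2) of the counts in *c-Myc* libraries and 7.83 ± 0.517% (SD, n = 4) in juvenile libraries, whereas *Col1a1* took 10.2 ± 1.49% (SD, n = 2) and 36.5 ± 2.48% (SD, n = 4). With TMM, 2320 genes were higher and 2010 lower in *c-Myc*-induced osteoblasts. The setting that moved these counts most, library totals without a composition factor, was chosen after seeing the data and gave 5234 higher and 700 lower genes, 88.2% against 53.6% of the called genes, with the median of all tested genes shifted to a log2 fold change of 0.87.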

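*Myc* itself was at 665 ± 28.7 CPM (SD, n = 2) in *c-Myc*-induced osteoblasts and at 48.3 ± 5.59 CPM (SD, n = 4) in juvenile *Osx*+ osteoblasts, a log2 fold change of 3.78 (SE 0.11, adjusted p = 2.07e-09 from edgeR's quasi-likelihood test). *Mki67*, a proliferation marker on chromosome 7 of mm10 from 135689784 to 135716361, was at 173 ± 3.57 CPM (SD, n = 2) with *c-Myc* and at 36.2 ± 10.6 CPM (SD, n = 4) without it. Its log2 fold change was 2.25 (SE 0.18, adjusted p = 7.31e-07 from the same edgeR test). *Pcna*, on chromosome 2 from 132249162 to 132253314, rose from 21.7 ± 3.33 to 80.9 ± 8.39 CPM, a log2 fold change of 1.91 (SE 0.14, adjusted p = 2.9e-07). *Atr*, a kinase of the DDR on chromosome 9 from 95857597 to 95951781, rose from 9.63 ± 1.82 to 39.4 ± 4.19 CPM, a log2 fold change of 2.03 (SE 0.19, adjusted p = 1.89e-06). Its juvenile library of replicate 4 was at 6.90 CPM while the others were between 10.3 and 10.7 CPM. *Bax*, on chromosome 7 from 45461697 to 45466898, rose from 17.5 ± 2.77 to 57.0 ± 3.49 CPM, a log2 fold change of 1.71 (SE 0.14, adjusted p = 8.66e-07). *Atm* and *Trp53* had log2 fold changes of 1.85 (SE 0.21) and 1.37 (SE 0.13). For these genes the lowest value with *c-Myc* was above the highest juvenile value, and all of them passed the threshold in every alternative fit. *Cdkn1a* did not pass the threshold, with a log2 fold change of 0.010 (SE 0.10, adjusted p = 0.939), and its direction changed between settings, from -0.065 with upper-quartile normalization to 0.85 with library totals, about the shift of all tested genes in that setting.

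The largest changes among the separate, called genes included *Hmga1b*, *Wnt10a* and *Ptger3*, which had no count in any juvenile library. Against 3 counts they were at least 49.98-fold, 21.8-fold and 16.8-fold higher with *c-Myc*. *Hmga1b* is nearly identical to *Hmga1*, so the counts of this pair are uncertain. *Gjc3*, *Gdf5* and *Foxa2* had no count in either *c-Myc* library and were at least 18.9-fold, 12.7-fold and 12.1-fold lower.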

Consistently, RNA-seq analyses of *Osx*+ metaphyseal osteoblasts revealed active proliferation and an enhanced DDR in *c-Myc*-induced osteoblasts at Day 7, as shown by increased expression of *Mki67*, *Pcna*, *Atr*, and *Bax* (Fig. 5g). 

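Gene lists written by hand were tested in the same comparison, since the gene sets of the paper were not used here. All but 1 of the 53 genes of the DNA replication list were higher in *c-Myc*-induced osteoblasts, with a median log2 fold change of 2.196 (camera adjusted p = 1.98e-19 over 9 lists). All 40 genes of the mitosis list were higher, with a median of 2.34 (camera adjusted p = 9.46e-18). In the DDR list, 49 of 51 genes were higher, with a median of 1.39 (camera adjusted p = 7.12e-08). Of them, 37 had an adjusted p below 0.05 in edgeR's test, counted without the limit on the fold change. When the correlation between the genes was estimated for each list in place of the value of 0.01, the DDR list no longer passed (camera adjusted p = 0.0601), whereas the DNA replication list did (camera adjusted p = 0.0241). In preranked GSEA, the normalized enrichment score was 2.59 for the DNA replication list (adjusted p = 1.26e-12 from fgsea's permutations) and 2.39 for the DDR list (adjusted p = 1.48e-09 from fgsea's permutations). The p53 targets had a median log2 fold change of 0.79 (camera adjusted p = 0.0244), with 29 of 39 genes higher. They did not pass with an estimated correlation (camera adjusted p = 0.0601), with at least 10 counts required in every library (0.0685) or in preranked GSEA (0.0757). The list of apoptosis effectors, with 17 of 28 genes higher, had a median of 0.17 (camera adjusted p = 0.302).

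**Figure D2:**
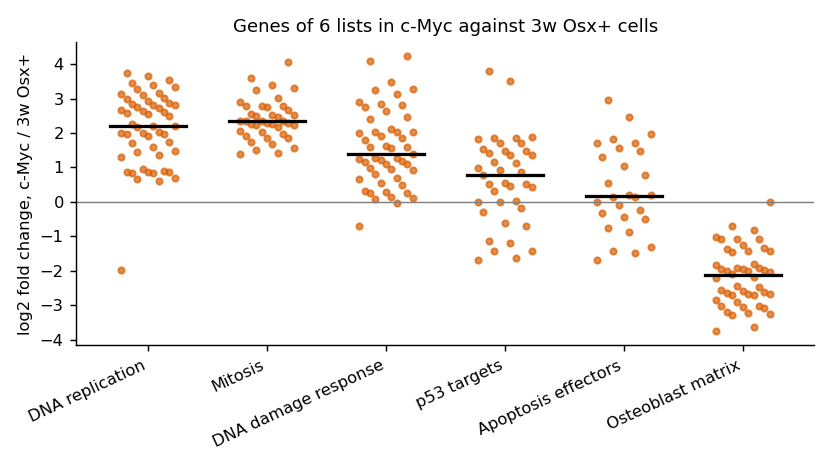
Log2 fold changes (vertical axis) of *c-Myc*-induced over juvenile *Osx*+ osteoblasts for the genes of 6 lists (horizontal axis). Each point is a gene and each black line the median of its list. The DNA replication, mitosis and DDR lists lie mostly above 0, and the osteoblast matrix list lies below it.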

GO analyses and GSEA also suggested that DNA replication and an activated DDR were increased in *c-Myc*-induced osteoblasts (Fig. 5g, and Supplementary Fig. 10a). By contrast, genes associated with osteoblast differentiation, including *Col1a1* and *Bglap*, were downregulated in *c-Myc*-induced osteoblasts (Fig. 5g, and Supplementary Fig. 10a). 

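*Col1a1*, on chromosome 11 of mm10 from 94936224 to 94953042, was at 79662 ± 16942 CPM (SD, n = 2) in *c-Myc*-induced osteoblasts and at 510891 ± 82939 CPM (SD, n = 4) in juvenile *Osx*+ osteoblasts. Its log2 fold change was -2.68 (SE 0.18, adjusted p = 1.76e-07 from edgeR's quasi-likelihood test). *Bglap*, which encodes osteocalcin and lies on chromosome 3 from 88383501 to 88384464, was at 41.6 ± 18.5 CPM (SD, n = 2) with *c-Myc* and at 405 ± 99.7 CPM (SD, n = 4) without it. Its log2 fold change was -3.29 (SE 0.35, adjusted p = 5.91e-05 from the same edgeR test). *Bglap* has near-identical neighbours such as *Bglap2*, and uniquely mapped reads leave the split between them uncertain. In fits that each left out a library, the log2 fold change of *Col1a1* ranged from -2.91 to -2.48 and that of *Bglap* from -3.82 to -2.89. All 48 tested genes of a hand-written list of osteoblast matrix genes were lower with *c-Myc*. Of these, 47 had an adjusted p below 0.05 in edgeR's test, counted without the limit on the fold change. The median was -2.12 (camera adjusted p = 5.32e-38, and 0.00516 with the inter-gene correlation estimated). With library totals the median of this list was -1.30. *Col6a1*, *Col11a1*, *Col5a1*, *Col4a1* and *Col15a1* were lower by the same test, with log2 fold changes from -3.76 to -1.93. *Col2a1*, a cartilage collagen, had a log2 fold change of -5.46 (SE 0.58, adjusted p = 0.000271), and 16 of 17 chondrocyte marker genes were lower with *c-Myc*. The paper takes the increased *Mki67*, *Pcna*, *Atr* and *Bax* as signs that proliferation was active and the DDR enhanced. It gives these genes beside immunofluorescence of DDR-related proteins, the frequency of p-RPA-positive cells, GO analysis and GSEA. The fall of the differentiation genes is reported there as a contrast.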

In sharp contrast, *c-Myc* induction in adult *Osx*+ osteoblasts did not cause active proliferation and induced only modest activation of the DDR (Fig. 5e, and Supplementary Fig. 10b, c), demonstrating that the response to *c-Myc* transduction substantially differs between juvenile and adult metaphyseal osteoblasts, and that *c-Myc* induction is not sufficient to induce proliferation of adult osteoblasts.

**Fig. 5:**
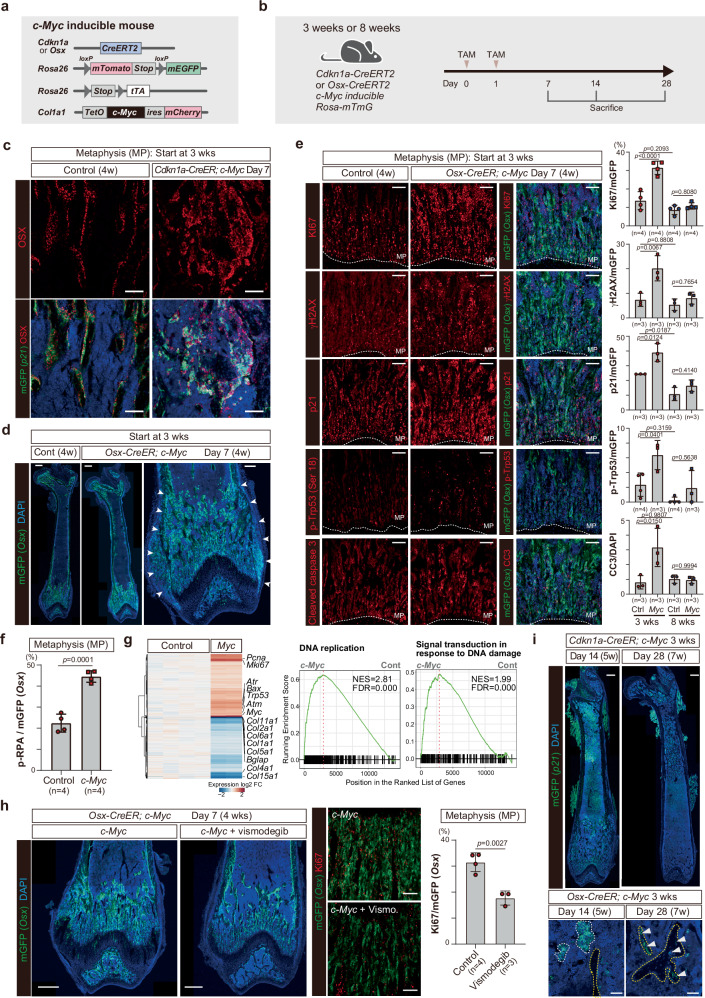
*c-Myc* promotes active proliferation of juvenile osteoblasts but enhances DDR. **a** Schematic of the genetic construct used for spatiotemporal induction of *c-Myc* in osteoblasts. **b** Experimental protocol for ectopic *c-Myc* induction. **c** OSX+ cells are selectively expanded following *c-Myc* induction in the *Cdkn1a-CreERT2* model. **d** Effects of *c-Myc* transduction in the *Osx-CreERT2* model. *c-Myc* induces robust expansion of osteoblasts in juvenile mice with kinetics similar to those observed in the *Cdkn1a-CreERT2* model. Arrows indicate expanded *Osx*+ osteoblasts. **e** Immunofluorescence analysis of *c-Myc*-induced osteoblasts in juvenile mice analyzed 7 days after induction. Right: Quantification of the results. **f** Quantification of p-RPA-positive cells among *Osx*-mGFP+ cells following *c-Myc* induction. Cells containing multiple punctate nuclear p-RPA signals were scored as positive. **g** Left: Heatmap of differentially expressed genes in osteoblasts following *c-Myc* transduction (|log2 fold change | ≥ 1, adjusted *p* < 0.05). *Osx*-mGFP+ metaphyseal cells were collected 7 days after two consecutive tamoxifen treatments. Genes associated with proliferation, DNA damage, and apoptosis are upregulated, whereas differentiation-associated genes are downregulated. Expression values are shown as log2 fold changes relative to controls. Right: GSEA of gene sets associated with DNA replication and DDR. **h** Vismodegib treatment inhibits expansion of *Osx*+ osteoblasts. Left: KI67+ cells are significantly reduced following treatment. Right: Quantification of the results. **i** Upper: Expanded mGFP+ cells are markedly reduced by day 28 in the *Cdkn1a-CreERT2* model. Lower: GFP signal is detected within trabecular bone at day 28, but not day 14, in the *Osx-CreERT2* model. Yellow dashed lines indicate trabecular bone structures. White dashed lines at day 14 outline the area of osteoblast expansion. Source data are provided as a Source Data file. Data are shown as mean ± SD. For all relevant panels, *n* indicates the number of mice analyzed. Representative images are from at least three biologically independent mice. For comparisons between two groups, statistical significance was determined by two-sided unpaired Student’s t-test. For multiple pairwise comparisons among more than two groups, statistical significance was determined by two-sided one-way ANOVA with Tukey’s adjustment for multiple comparisons. Exact *P* values are indicated in the figure. Scale bars: **c**, **e** and **h**, right, 50 μm; **d**, left and middle and **h**, left, 500 μm; **d,** right, 200 μm; **i**, upper, 500 μm **i**, lower, 50 μm.

Remarkably, inhibition of Hedgehog signaling almost blocked the enhanced proliferation of *c-Myc*-induced juvenile osteoblasts (Fig. 5h), indicating that, as in normal metaphyseal osteoblasts, the Hedgehog signaling pathway is responsible for active proliferation of *c-Myc*-induced juvenile osteoblasts. This is also supported by the fact that, in both *Cdkn1a-* and *Osx*-*CreERT2* models, *c-Myc*-induced proliferation was not sustained and cells ceased proliferating at a similar time as that of normal osteoblasts (7 weeks of age), which was concurrent with maturation of the growth plate when IHH expression is diminished (Fig. 5i, and Supplementary Fig. 9a, c). Notably, at Day 28, although abnormal expansion of mGFP+ cells was not evident, the mGFP signal was detected in cells within the trabecular bone (Fig. 5i), suggesting that the expanded cells differentiate, at least in part, into osteocytes to generate trabecular bone. Our findings demonstrate that proliferation of *c-Myc*-induced metaphyseal osteoblasts depends on Hedgehog signaling, yet *c-Myc* activation alone is insufficient for sustained proliferation in *p21*+ juvenile osteoblasts to drive osteosarcoma development.

### p53 inactivation sustains *c-Myc*-induced growth

Finally, given that the enhanced DDR and p53 activation were observed in *c-Myc*-induced juvenile osteoblasts (*c-Myc* osteoblasts), we introduced a dominant-negative mutation of the *Trp53* gene^31^ into *c-Myc*-induced metaphyseal cells using both the *Cdkn1a-CreERT2* and *Osx-CreERT2* models (Fig. 6a, b). Introduction of the *Trp53 R172H* mutation together with *c-Myc* induction (*c-Myc* + *R172H*) led to rapid osteoblast expansion with similar kinetics in both models (Fig. 6c, d, and Supplementary Fig. 11a). Notably, the abnormal proliferation of osteoblasts was sustained in adult mice (7 weeks of age), resulting in tumor development in all long bones with 100% penetrance (*n* = 10, Fig. 6d, e, and Supplementary Fig. 11b). Histological analyses revealed that the developed tumors were osteogenic osteosarcomas (Fig. 6e). Moreover, *c-Myc* + *R172H* osteoblasts metastasized to distant organs, including the lungs, the predominant site of metastasis in human osteosarcoma (Fig. 6f, and Supplementary Fig. 11c). RNA-seq analyses at Day 7 revealed that *p21* expression was reduced in *c-Myc* + *R172H* osteoblasts, consistent with *p21* being a transcriptional target of p53^18^ (Fig. 6g, and Supplementary Fig. 12a). By contrast, *Arf* expression was elevated in *c-Myc* osteoblasts and further augmented in *c-Myc* + *R172H* osteoblasts, presumably reflecting an adaptive response to abnormal cell-cycle progression (Fig. 6g, and Supplementary Fig. 12a). However, *p16* expression was not evident even in *c-Myc* osteoblasts (Supplementary Fig. 12a), suggesting that typical senescence is not involved in the growth arrest of *c-Myc*-induced cells^35^. *c-Myc* + *R172H* osteoblasts exhibited reduced expression of differentiation-related genes compared with *c-Myc* osteoblasts (Fig. 6g). 

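RNA-seq of *c-Myc* + *R172H* osteoblasts was done on 2 libraries, with total counts of 13745901 and 12823338. These mice carry the *c-Myc* transgene together with a *Trp53* allele from which tamoxifen induces the dominant-negative R172H protein, and their cells were prepared and counted like those of *c-Myc* osteoblasts. The contrast was *c-Myc* + *R172H* over *c-Myc*, in the edgeR fit that also held the 4 juvenile libraries, with an adjusted p below 0.05 and no limit on the fold change. In this contrast 1 gene was higher, *Spon1* (log2 fold change 0.79, SE 0.12, adjusted p = 0.0149), and 58 genes were lower. The largest decreases among the separate, called genes were those of *Gask1b* (-2.23, SE 0.43, adjusted p = 0.045 from edgeR's quasi-likelihood test), *Mid1* (-2.12, SE 0.31, adjusted p = 0.0113) and *Mdga1* (-1.86, SE 0.30, adjusted p = 0.0174). *Gask1b* passed the threshold in 6 of 13 alternative fits. At an unadjusted p below 0.05, 78 genes were higher and 511 lower. The setting that moved these counts most, chosen after seeing the data, was a replicate block in a fit of the *c-Myc* and *c-Myc* + *R172H* libraries alone, with 360 genes higher and 612 lower, where a prior df of 127 stood against 1 residual df, so that each gene's own spread hardly counted. Same-numbered libraries of these groups deviated together with a correlation of 0.157 across genes, which was 0.0262 with the genes of the X and Y chromosomes left out. With the replicate number as a block in the fit with the juvenile libraries, 30 genes were higher and 296 lower. *Xist* was at 0.192 CPM in *c-Myc* + *R172H* replicate 1 and at 226 CPM in replicate 2, so the libraries of each pair matched in the expression of this gene.

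*Myc* and *Trp53* were similar in both groups, with log2 fold changes of 0.14 (SE 0.13, adjusted p = 1) and 0.080 (SE 0.14, adjusted p = 1). *Cdkn1a* was at 144 and 151 CPM in the *c-Myc* + *R172H* libraries and at 198 and 206 CPM in the *c-Myc* libraries. Its log2 fold change was -0.45 (SE 0.12, adjusted p = 0.171 from edgeR's quasi-likelihood test), and with the replicate block it was -0.45 (adjusted p = 0.00442). DESeq2 with the same libraries gave -0.47 (adjusted p = 0.0132). The adjusted p was below the threshold in 3 of 14 alternative fits (range 1.97e-05 to 0.895), and the log2 fold change stayed between -0.51 and -0.45 when each library was left out in turn. The paper relates the reduced *p21* to its being a transcriptional target of p53.

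**Figure D3:**
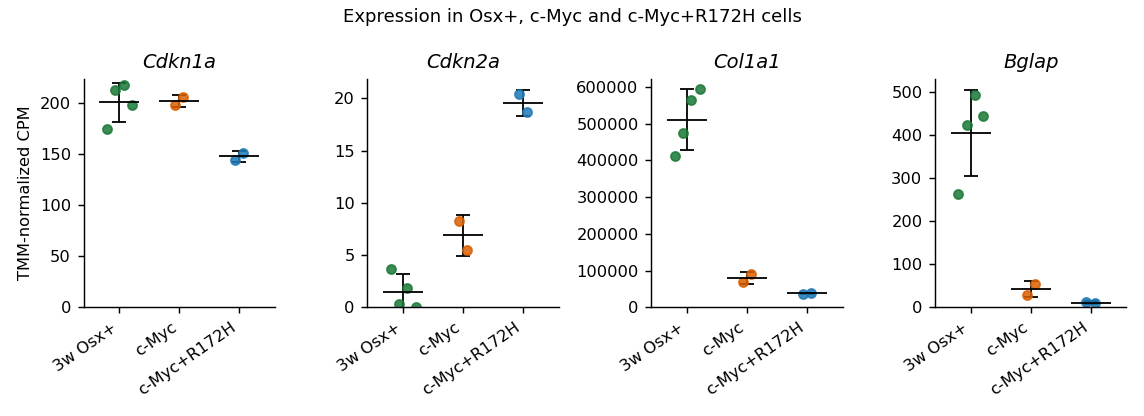
Expression of *Cdkn1a*, *Cdkn2a*, *Col1a1* and *Bglap* as TMM-normalized CPM (vertical axes) in juvenile *Osx*+, *c-Myc* and *c-Myc* + *R172H* cells (horizontal axes). Each point is a library, and the bars show the mean and SD of 4, 2 and 2 libraries. *Cdkn1a* is lower and *Cdkn2a* higher in both *c-Myc* + *R172H* libraries than in both *c-Myc* libraries.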

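*Arf* and *p16* are transcripts of the gene *Cdkn2a*, which lies on chromosome 4 of mm10 from 89274471 to 89294653, and the counts were deposited per gene, so they do not separate the transcripts. *Cdkn2a* was at 1.48 ± 1.70 CPM (SD, n = 4) in juvenile *Osx*+ osteoblasts, where single libraries had from 0 to 38 counts. It was at 6.88 ± 1.95 CPM (SD, n = 2) in *c-Myc* osteoblasts, a log2 fold change of 2.16 (SE 0.68, adjusted p = 0.0185 from edgeR's quasi-likelihood test). This call was made in 14 of 16 alternative fits (adjusted p from 0.00194 to 0.276), and DESeq2's Wald test was not among them (adjusted p = 0.182). With each library left out in turn, the log2 fold change of *c-Myc* over juvenile osteoblasts ranged from 1.77 to 3.31, so its size depended on single libraries. *Cdkn2a* was at 19.6 ± 1.22 CPM (SD, n = 2) in *c-Myc* + *R172H* osteoblasts, with 425 and 353 counts per library, compared with 175 and 93 counts in the *c-Myc* libraries. The log2 fold change of *c-Myc* + *R172H* over *c-Myc* was 1.50 (SE 0.70, unadjusted p = 0.055 and adjusted p = 1 from edgeR's quasi-likelihood test). With the replicate block it was 1.55 (adjusted p = 0.12), where the correlation of same-numbered libraries was 0.157 with and 0.0262 without the genes of the X and Y chromosomes. The adjusted p was below the threshold in 1 of 13 alternative fits (range 2.7e-08 to 1), which was DESeq2 with only these 2 groups and was chosen after seeing the data. It was also below the threshold in 3 fits whose prior df was over 10 times the residual df. These included edgeR's fit of only the 2 groups (adjusted p = 1.3e-07, prior df 32.6 against 2 residual df). The main edgeR test also took its spread from the juvenile libraries, where counts ran from 0 to 38. It therefore does not measure the spread among the *c-Myc* and *c-Myc* + *R172H* libraries alone. How far the juvenile libraries raised its p-value was not tested.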

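The 10 differentiation-related genes of Fig. 6g were all lower in *c-Myc* + *R172H* than in *c-Myc* osteoblasts, and both libraries of the former were below both libraries of the latter for each of them. The legend describes that figure as a heatmap of DEGs between these groups, so the genes were picked from the same data. Their common direction was therefore fixed in advance and is no independent support. With edgeR's quasi-likelihood test, 6 of them passed the threshold. *Col11a1* was at 254 ± 7.28 CPM (SD, n = 2) with *c-Myc* + *R172H* and at 738 ± 121 CPM (SD, n = 2) with *c-Myc*, a log2 fold change of -1.54 (SE 0.13, adjusted p = 0.000897). *Col6a1* had a log2 fold change of -0.99 (SE 0.10, adjusted p = 0.00152), *Col16a1* of -0.84 (SE 0.12, adjusted p = 0.0103) and *Col4a1* of -1.25 (SE 0.19, adjusted p = 0.012). *Col1a1* was at 38355 ± 1805 CPM (SD, n = 2), a log2 fold change of -1.05 (SE 0.19, adjusted p = 0.0307), and *Col5a1* fell by 0.62 (SE 0.11, adjusted p = 0.0315). The other 4 did not pass in this test. *Bglap* was at 11.1 ± 2.70 CPM (SD, n = 2), with a log2 fold change of -1.90 (SE 0.38, adjusted p = 0.103), and its paralog *Bglap2* had a log2 fold change of -1.55 (SE 0.32, adjusted p = 0.0711). *Col15a1* and *Col2a1* had log2 fold changes of -1.78 and -1.48, with adjusted p = 0.174 and 0.786 from the same edgeR test.

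With the replicate number as a block (correlation of same-numbered libraries 0.157, and 0.0262 without the genes of the X and Y chromosomes), *Col1a1* had an adjusted p of 8.14e-06, *Bglap2* of 0.000252 and *Col15a1* of 4.8e-05 in edgeR's test, whereas *Col4a1* (0.155), *Bglap* (0.521) and *Col2a1* (0.431) were not below the threshold. DESeq2's Wald test called *Bglap* (adjusted p = 0.00119), *Bglap2* (0.0161) and *Col15a1* (0.00077). Counts of *Bglap* and *Bglap2* are uncertain because the copies share sequence, and *Col4a1* overlaps *Col4a2* on the opposite strand.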

Consistently, GO analysis and GSEA suggested that cell cycle progression was increased, apoptosis was suppressed, and differentiation was inhibited in *c-Myc* + *R172H* osteoblasts (Supplementary Fig. 12b, Table S1). 

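In the hand-written list of osteoblast matrix genes, 44 of 48 genes were lower in *c-Myc* + *R172H* than in *c-Myc* osteoblasts, 13 of them past the threshold of edgeR's test. The median log2 fold change of this list was -0.68 (camera adjusted p = 1.17e-77 over 9 lists), and with the replicate block it was -0.68 (camera adjusted p = 2.44e-61). These p-values rest on the fixed inter-gene correlation of 0.01. With the correlation estimated, the list still passed, at a camera adjusted p of 0.00296. Of the p53 targets, 32 of 39 were lower, with a median of -0.19 (camera adjusted p = 8.18e-05) without the block and -0.20 (camera adjusted p = 7.41e-06) with it. In preranked GSEA the p53 targets had a normalized enrichment score of -1.47 (adjusted p = 0.112 from fgsea's permutations), and with library totals, which raised the median of all genes to 0.21, their median was 0.023 and they still passed as lower than other genes (camera adjusted p = 0.000988). The cell cycle lists moved little. The mitosis list had a median of 0.068 (camera adjusted p = 0.175), with 27 of 40 genes higher, and the DNA replication list a median of 0.053 (camera adjusted p = 0.072), with 33 of 53 genes higher. With the replicate block these medians were 0.073 (camera adjusted p = 0.0788) and 0.053 (camera adjusted p = 0.0418). Without *c-Myc* replicate 2 they were -0.066 and -0.037, so their direction rested on single libraries, and they were also below 0 without *c-Myc* + *R172H* replicate 1. The DDR list had a median of 0.12 (camera adjusted p = 0.0198), and 0.12 (camera adjusted p = 0.0119) with the block, but did not pass with an estimated inter-gene correlation (camera adjusted p = 0.742) or with library totals (camera adjusted p = 0.084). Its direction changed, to -0.019, without *c-Myc* + *R172H* replicate 1. The apoptosis effectors, with 20 of 28 genes lower, had a median of -0.092 (camera adjusted p = 0.505), and -0.090 (camera adjusted p = 0.529) with the block. With library totals their median was 0.11, still below that of all genes. The correlation of same-numbered libraries behind this block was 0.157, and 0.0262 without the genes of the X and Y chromosomes.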

Withdrawal of *c-Myc* expression after expansion of *c-Myc* + *R172H* osteoblasts abolished abnormal cells (Supplementary Fig. 12c), demonstrating that *c-Myc* is required for neoplastic proliferation of *c-Myc* + *R172H* osteoblasts. Expression of γH2AX was similarly observed in proliferating *c-Myc* + *R172H* osteoblasts and *c-Myc* osteoblasts (Fig. 6h), indicating a persistent DDR even after p53 inactivation. Remarkably, despite its potent inhibitory effect on proliferation of *c-Myc* osteoblasts, vismodegib almost failed to suppress proliferation of *c-Myc* + *R172H* osteoblasts in vivo (Fig. 6i), suggesting that the mitogenic signal was altered after p53 inactivation. Moreover, *c-Myc* induction in the presence of *Trp53 R172H* mutation led to osteosarcoma development even in adult mice (starting at 8 weeks of age) (Supplementary Fig. 12d), further supporting the notion that p53 inactivation elicits the Hedgehog-independent growth ability of *c-Myc*-induced osteoblasts.

**Fig. 6:**
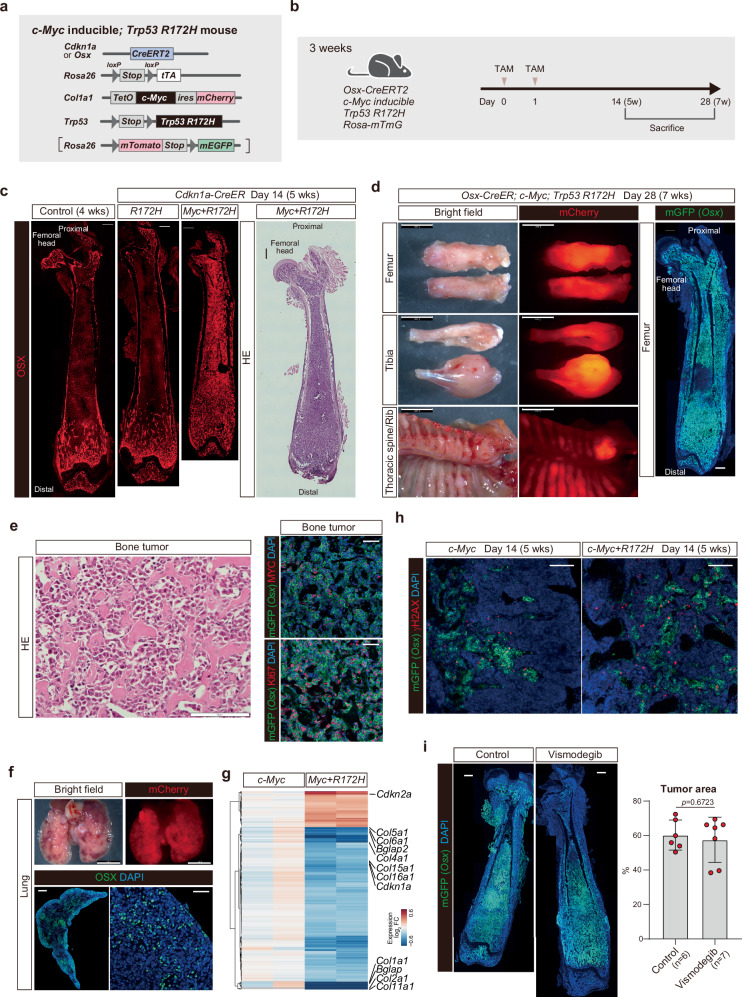
Inactivation of p53 confers sustained growth capacity in *c-Myc*-induced osteoblasts. **a** Schematic of the genetic construct used for simultaneous induction of p53 inactivation and *c-Myc* expression in osteoblasts. **b** Experimental protocol for combined induction of p53 inactivation and *c-Myc* expression. **c** Left: Immunofluorescence analysis of OSX expression in femurs from the *Cdkn1a-CreERT2* model. Combined induction of *c-Myc* and *Trp53R172H*, but not *Trp53R172H* alone, in *p21*+ cells results in selective expansion of OSX+ cells. Right: HE staining of femurs showing extensive expansion of abnormal osteoblasts throughout the femur by day 14. **d** Macroscopic images of long bones following co-induction of p53 inactivation and *c-Myc* expression in the *Osx-CreERT2* model. All long bones exhibit tumor formation. **e** Histological analysis of bone tumors from *c-Myc*; *Trp53R172H* mice in the *Osx-CreERT2* model. HE staining reveals expansion of dysplastic osteoblasts with frequent mitotic figures and osteoid formation, consistent with osteogenic osteosarcoma. Right: Active proliferation of the expanded osteoblast population. **f** Lung metastases derived from *Osx*+ osteoblasts. OSX+ cells are broadly disseminated throughout the lungs 28 days after co-induction of p53 inactivation and *c-Myc* expression. **g** Heatmap of differentially expressed genes in *c-Myc*-induced osteoblasts with p53 inactivation (adjusted *p* < 0.05). *Osx*-mGFP+ metaphyseal cells were collected 7 days after two consecutive tamoxifen treatments. Differentiation-associated genes are downregulated. Expression values are shown as log2 fold changes relative to the *c-Myc* alone group. **h** γH2AX expression is similarly detected in both *c-Myc* and *c-Myc*+*Trp53R172H* osteoblasts. **i** Left: Vismodegib treatment fails to suppress aberrant proliferation of *c-Myc*+*Trp53R172H* osteoblasts. Right: Quantification of tumor area. *n* indicates the number of mice analyzed. Source data are provided as a Source Data file. Data are shown as mean ± SD. Representative images are from at least three biologically independent mice. Statistical significance was determined by a two-sided unpaired Student’s t-test. The exact *P* value is indicated in the figure. Scale bars: **c** and **i**, 500 μm; **d**, left, 5 mm, right, 500 μm; **e**, left, 500 μm, right, 50 μm; **f**, upper, 5 mm, lower left, 500 μm, lower right, 50 μm; **h**, 50 μm.

## Discussion

IHH, one of the ligands of the Hedgehog signaling pathway, is expressed in cartilage tissue during embryonic development and postnatal growth^36–38^. It plays a crucial role in osteogenesis, especially in the formation of trabecular bones through endochondral ossification^38–43^. Extensive studies in embryonic and neonatal mouse models have shown that IHH expression in prehypertrophic chondrocytes, together with PTHrP expression in resting-zone chondrocytes, coordinates chondrocyte proliferation and differentiation, thereby regulating longitudinal bone growth^36,44–48^. However, our understanding of metaphyseal cells at the juvenile stage—, when osteosarcomas typically arise—, remains limited. This is partly because most metaphyseal phenotypes in mutant mouse models already manifest at the neonatal stage and partly due to the lack of markers for the juvenile stage, which hinders analyses at this stage^39–43^. Therefore, the proliferative dynamics and underlying molecular mechanisms of juvenile metaphyseal cells implicated in osteosarcoma development are yet to be fully elucidated.

Here, we demonstrate that Hedgehog signaling drives the proliferation of juvenile metaphyseal osteoblasts. scRNA-seq and immunofluorescence analyses revealed a spatiotemporal association between IHH expression in prehypertrophic chondrocytes at the growth plate and the emergence of *p21*+ osteoblasts in the metaphysis. Given their anatomical proximity and temporal correlation, our findings suggest that chondrocyte-derived IHH activates Hedgehog signaling and supports the proliferative capacity of juvenile metaphyseal osteoblasts. We also found that the *Gli1*-high multipotent progenitor cluster exhibited the highest *Gli2* expression, which is consistent with previous evidence that Hedgehog signaling maintains multipotent progenitors^21^. Notably, *Gli2* expression progressively decreased upon osteoblast specification and differentiation. Moreover, although *Gli2* expression was highest in multipotent progenitors, proliferative activity peaked in specified osteoblasts, resembling other tissues in which stem/progenitor cells divide infrequently while committed progenitors proliferate robustly before terminal differentiation^49^. These findings suggest that Hedgehog activity exerts context-dependent functions in the juvenile metaphyseal cells. Collectively, our findings delineate the sequential progression of osteoblast differentiation with distinct proliferative kinetics and support a model in which transient, spatially restricted IHH expression maintains metaphyseal homeostasis by regulating proliferation and differentiation of not only multipotent progenitors^21^ and chondrocytes^45^ but also osteoblast-lineage cells residing close to the growth plate. The observed negative correlation between *Gli1*/*Gli2* expression levels and the distance from IHH-expressing cells further highlights the role of IHH in orchestrating juvenile metaphyseal homeostasis. Although this study primarily focuses on metaphyseal osteoblasts, our data indicate that *c-Myc*-induced osteoblast proliferation in the diaphysis also depends on Hedgehog signaling. Considering the distance from the growth plate, it is unlikely that growth plate-derived IHH directly regulates this proliferation. Notably, scRNA sequencing identifying *Fgfr3*+ endosteal stem cells at the diaphysis^16^ showed that *Ihh*, but not *Shh* or *Dhh*, is expressed in *Fgfr3+* non-chondrocytes. Although *Ihh* expression levels in the diaphysis are substantially lower than in the metaphysis (Supplementary Fig. 12e), it is possible that IHH produced by these cells contributes to proliferation of *c-Myc*-induced juvenile osteoblasts at sites distant from the growth plate. Further studies, including genetic approaches targeting Hedgehog signaling in specific cell populations, will be required to clarify the precise cellular source and functional contribution of IHH in this context.

Importantly, we propose that this intrinsic regulation of juvenile osteoblast proliferation underlies the characteristic features of osteosarcoma development in the metaphysis at the juvenile stage. *c-Myc* expression induced robust proliferation only at a juvenile stage in a Hedgehog-dependent manner, but this effect was not sustained after growth plate maturation. In contrast, p53 inactivation enabled Hedgehog-independent proliferation and conferred metastatic potential in both juvenile and adult *c-Myc*-expressing osteoblasts. Given that *c-Myc* amplification is often an initiating event in osteosarcoma development, which could precede *TP53* mutations^50^, an activated proliferation, caused by *c-MYC* amplification, may predispose juvenile osteoblasts to acquire *TP53* mutations and progress toward osteosarcoma.

We show that immature osteoblasts exhibit DNA replication-associated DDR, leading to *p21* expression. Although DDR-related genes, especially *TP53* and to a lesser extent *ATM* and *BRCA2* are mutated in osteosarcomas^51^, the mechanistic link between DNA damage and tumor initiation remains to be fully elucidated. Using a unique mouse model, we demonstrated that *c-Myc*, a well-established inducer of replication stress^32^, enhances the DDR and triggers p53 activation in juvenile osteoblasts through their intrinsic features. Remarkably, *c-Myc*-expressing osteosarcomas that developed following p53 inactivation retained robust γH2AX expression, indicating that DDR persists even after malignant transformation. These findings suggest that p53-mediated checkpoint activation functions as a protective mechanism that limits the propagation of stressed proliferating osteoblasts, whereas loss of p53 permits continued proliferation under replication stress-associated conditions, thereby promoting osteosarcoma development. These results further suggest that activation of p53, rather than the DDR per se, plays a central role in tumor suppression. Of note, although *Rb* loss markedly accelerates osteosarcoma development in the *Trp53*-deficient mice, it is insufficient on its own^12,13^. We propose that aberrant cell-cycle progression caused by RB inactivation amplifies replication stress, leading to p53 activation and thereby phenocopying the effects of *c-Myc* induction. These mechanisms may also explain why the vast majority of human osteosarcomas harbor *TP53* mutations in combination with genetic alterations that promote cell-cycle progression, such as *c-MYC* amplification and *RB* loss.

Given the widespread occurrence of enhanced proliferation and *TP53* mutations across many cancer types, our findings may extend beyond osteosarcoma and offer critical insights into the causal relationship between early tumorigenesis and DNA damage-induced p53 activation. Based on our results, we propose that early proliferative lesions experience sustained replication stress, which in turn triggers p53 activation to suppress malignant transformation. Supporting this concept, the acute p53 response to radiation is not essential for lymphoma suppression, whereas delayed activation of p53 provides protective effects^52–54^.

In conclusion, we propose that intrinsic DDR to replication-associated stress, together with the spatiotemporal restriction of mitogenic signals, safeguards against oncogenic transformation in metaphyseal osteoblasts. In juvenile osteoblasts, DNA replication-associated stress responses and restricted IHH expression may limit the persistence of aberrantly proliferating cells, thereby underscoring the requirement for aberrant cell-cycle progression and p53 inactivation in osteosarcoma development. These mechanisms may underlie the juvenile onset, metaphyseal localization, and characteristic genetic alterations of human osteosarcomas.

## Methods

### Ethics statement

All experiments complied with all relevant ethical regulations. All animal experiments were approved by the Animal Experiment Committees of the Institute of Medical Science and the Graduate School of Medicine, The University of Tokyo, and were conducted in accordance with institutional guidelines. The use of human tissue samples was approved by the Ethics Committee of the Graduate School of Medicine and Faculty of Medicine, The University of Tokyo, and informed consent was obtained from participants or their legal guardians.

### Vector construction

#### Osx-CreERT2 vector

A cDNA fragment encoding *CreERT2-pA-PGK-Bsd-pA* (3.8 kb) flanked by 70-bp (5′) and 90-bp (3′) homology arms was generated using KAPA HiFi HotStart ReadyMix (KAPA Biosystems). This fragment was recombined at the first ATG in exon 1 of the *Osx* BAC (BACPAC Resources Center) using the Red/ET BAC recombination system. The resulting *Osx-CreERT2-pA-PGK-Bsd-pA* cassette, with 1.0-kb (5′) and 1.5-kb (3′) homology arms, was retrieved and used as a targeting vector.

#### p21-IRES-CreERT2 vector

A cDNA fragment encoding *IRES-CreERT2-pA-PGK-Bsd-pA* (4.3 kb), flanked by 20-bp homology arms, was generated using KAPA HiFi HotStart ReadyMix (KAPA Biosystems). This fragment was recombined between the stop codon of exon 3 and the 3′ UTR of the *Cdkn1a* BAC (BACPAC Resources Center) using the Red/ET BAC recombination system. The resulting *p21-IRES-CreERT2-pA-PGK-Bsd-pA* cassette, with 1.0-kb (5′) and 1.6-kb (3′) homology arms, was retrieved and used as a targeting vector.

### *Osx-CreERT2* knock-in using CRISPR/Cas9

A guide RNA (gRNA) targeting the *Osx* locus was designed using CRISPRdirect (http://crispr.dbcls.jp/). The gRNA sequence was: CCCGGTCCCCAGCTCGAGGA. The gRNA oligonucleotide was cloned into the pX330-U6-Chimeric_BB-CBh-hSpCas9 plasmid (Addgene, #42230).

### Homologous recombination in embryonic stem cells (ESCs)

V6.5 mouse ESCs were used for the generation of genetically modified mouse lines. The targeted ESC clones were validated by PCR-based genotyping and sequencing of the targeted genomic loci before blastocyst injection. ESC cultures were confirmed to be negative for mycoplasma contamination.

Twenty micrograms of each targeting vector were linearized using restriction enzymes (ZraI for the *Osx-CreERT2* vector and MfeI-HF for the *p21-IRES-CreERT2* vector). All enzymes were purchased from New England Biolabs. Following overnight digestion at 37 °C, the DNA was purified by ethanol precipitation, and the resulting pellets were resuspended in 100 μL of 25 mM HEPES buffer (Gibco).

V6.5 ESCs were dissociated using 0.25% trypsin (Nacalai Tesque) and resuspended in 500 μL of high-glucose DMEM (Nacalai Tesque) supplemented with 25 mM HEPES^55^. For *Osx-CreERT2* targeting, the linearized vector and 5 μg of a Cas9/gRNA complex, which comprised the *Osx*-targeting gRNA and the pX330-U6-Chimeric_BB-CBh-hSpCas9 plasmid, were mixed with 4.0 × 10^6^ ESCs. The mixture was transferred to a Gene Pulser cuvette (Bio-Rad) and electroporated using the Gene Pulser Xcell system (Bio-Rad) under the following conditions: 550 V for 600 ms, twice.

For *p21-IRES-CreERT2* targeting, the linearized vector alone was mixed with 4.0 × 10^6^ ESCs and electroporated under the same conditions. After electroporation, 2.0 × 10^6^ cells were plated onto mitotically inactivated mouse embryonic fibroblasts in each of two 6-cm culture dishes and maintained at 37 °C in 5% CO_2_ in ESC culture medium [KnockOut DMEM (Gibco) supplemented with 2 mM L-glutamine (Nacalai Tesque), 1× non-essential amino acids (Nacalai Tesque), 100 U/mL penicillin, 100 μg/mL streptomycin (Nacalai Tesque), 15% fetal bovine serum (Gibco), 0.11 mM 2-mercaptoethanol (Gibco), and 1000 U/mL human leukemia inhibitory factor (Wako)].

Twenty-four h after electroporation, antibiotic selection was initiated with 15 μg/mL blasticidin S (Funakoshi). After 1 week of selection, surviving ESC colonies were picked and expanded to establish ESC lines.

### Mice experiments

All animal care and procedures, including those involving tumor-bearing mice, were conducted in accordance with institutional guidelines. All animal experiments were performed with efforts to minimize suffering. In vivo experiments were ended according to the planned experimental schedule unless mice reached humane endpoints earlier. Humane endpoints included rapid body weight loss (>20% within a few days), severe respiratory distress, marked deterioration in general condition, or reduced mobility. In tumor-bearing mice, bleeding from tumors or excessive tumor growth, defined as tumor burden exceeding approximately 10% of body weight, was also used as a humane endpoint. Mice reaching any of these criteria were euthanized immediately. 

### Blastocyst collection and microinjection

For blastocyst preparation, 8-week-old ICR female mice (Japan SLC) were intraperitoneally injected with 7.5 U of serotropin (ASKA Animal Health). Forty-eight h later, they received an additional intraperitoneal injection of 7.5 U of gonadotropin (ASKA Pharmaceutical) and were subsequently mated with ICR male mice (Japan SLC). Vaginal plugs were checked the following morning. Two days post-coitum, two-cell-stage embryos were collected via oviduct perfusion using M2 medium (Sigma) and cultured in KSOM medium to allow development to the blastocyst stage.

For microinjection, ESCs were dissociated into single cells by trypsinization, followed by 15 cycles of pipetting. The resulting cell suspension was plated onto a gelatin-coated 10-cm dish containing 10 mL of ESC medium and incubated for 30 min to allow selective attachment of mouse embryonic fibroblasts. Subsequently, 3 mL of the supernatant containing ESCs was collected. Three to five ESCs were injected into each ICR blastocyst using an OLYMPUS IX71 microscope. A total of 20–25 injected blastocysts were transferred into the uterus of each pseudopregnant ICR female mouse (Japan SLC).

### Generation of *p21*-reporter *Atm* knockout chimeras

An *mTmG* reporter allele (Addgene #17787) was introduced into the *Rosa26* locus of the established ESC lines to generate *p21-IRES-CreERT2*; *Rosa26-mTmG* ESCs. Subsequently, CRISPR/Cas9-mediated genome editing was performed of these ESC lines to generate *p21-IRES-CreERT2*; *Rosa26-mTmG*; *Atm* KO ESCs^56^. Two gRNAs flanking exon 5, which contains the protein-coding region, were designed using CRISPOR2^57^. *Atm*-targeting Cas9 ribonucleoprotein complexes, which comprised two gRNAs targeting the *Atm* locus (IDT) and Alt-R S.p. Cas9 Nuclease V3 (IDT) were electroporated into *p21-IRES-CreERT2*; *Rosa26-mTmG* ESCs using the Neon Transfection System (Thermo Fisher). The sequences of the gRNAs targeting the *Atm* locus were as follows: gRNA1, GATGTATTCTATTAAACTCA and gRNA2, TGGTACAATATGAAACCAAG. After electroporation, the ESCs were passaged once and then picked and expanded to establish ESC lines. To confirm genome editing, the *Atm* genomic locus was amplified by PCR using a primer set flanking exon 5, and the amplicons were sequenced using the PCR enzyme KOD FX Neo (TOYOBO). The following primers were used for genotyping: Forward, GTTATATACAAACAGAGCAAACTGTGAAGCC and Reverse, CCTCAGACCCTTGTGTCACTATCTC. The established *Atm* KO ESC line was then used for blastocyst injection to generate chimeric mice.

### Mouse strains and husbandry

*Col1a1::TetO-cMyc-IRES-mCherry* knock-in, *Trp53-LSL-R172H* knock-in, and *Rosa26-LSL-tTA* knock-in mice have been described previously^31,33,34,58^. All mice used in this study were maintained on a mixed C57BL/6–129×1/Sv genetic background, unless otherwise indicated. The number and age of animals used in each experiment are indicated in the figure legends and Source Data file. Male mice were used for RNA-seq and scRNA-seq experiments. For other experiments, both male and female mice were used, but sex was not considered as a biological variable in the study design or statistical analyses. For germline transmission, 8-week-old male chimeric mice were crossed with 8-week-old C57BL/6 female mice (Japan SLC) to generate transgenic offspring. Wild-type bone samples were collected from C57BL/6 J mice at the indicated ages. *Rosa26-mTmG* reporter mice were obtained from The Jackson Laboratory. All mice were housed under specific pathogen-free conditions in a room with a 12-hour light/dark cycle, at 20–24 °C and 45–65% humidity, with ad libitum access to food and water.

### Mice genotyping

Tail tips were collected from 3-week-old mice and lysed in 100 μL of DNA lysis buffer (100 mM Tris-HCl, 5 mM EDTA, 0.2% SDS, 200 mM NaCl, and 1% proteinase K) at 65 °C. After incubation, 50 μL of saturated NaCl solution was added, thoroughly mixed, and centrifuged at 14,000 × *g* for 15 min at 4 °C. Then, 100 μL of the resulting supernatant was transferred to 100 μL of 100% ethanol and mixed to precipitate genomic DNA. The sample was centrifuged again at 14,000 × *g* for 15 min at 4 °C. After discarding the supernatant, the DNA pellet was air-dried completely and resuspended in 100 μL of Tris-EDTA buffer. Genotyping was performed by PCR using GoTaq Master Mix (Promega). Primer sequences used for genotyping are listed in Table S2.

### Tamoxifen treatment

Tamoxifen (Sigma) was dissolved in corn oil (Wako) at a concentration of 20 mg/mL. *p21* reporter, *Osx* reporter, and *Atm* KO mice received intraperitoneal injections of tamoxifen at a dose of 100 mg/kg body weight at the indicated time points. For the analysis of embryonic femurs, pregnant p21 reporter mice received a single intraperitoneal injection of tamoxifen (50 mg/kg body weight) at embryonic day 13.5 (E13.5). To induce *Trp53-R172H* in *p21*+ cells, 4-week-old mice were injected intraperitoneally with tamoxifen at a dose of 100 or 200 mg/kg body weight. For the induction of *c-Myc*, or combined induction of *c-Myc* and *Trp53-R172H*, *p21* and *Osx* reporter mice harboring Tet-OFF inducible transgenes received intraperitoneal tamoxifen at 1 mg/mouse at 3 weeks of age and 2 mg/mouse at 8 weeks of age.

### Doxycycline and tetracycline administration

To prevent leaky transgene expression, tet-OFF inducible mice or pregnant females were administered doxycycline hyclate (0.5 mg/mL; Sigma) or tetracycline hydrochloride (2–4 mg/mL; Wako) in drinking water supplemented with 10–20 mg/mL sucrose (Nacalai Tesque) until 2 weeks (doxycycline) or 1 week (tetracycline) prior to analysis, respectively^34^.

### EdU labeling

To label proliferating cells, mice were intraperitoneally injected with 500 μg of EdU (Invitrogen) and euthanized 3 h later. Bones were immediately harvested and processed as described below. Frozen bone sections were stained for EdU using a Click-iT EdU Imaging Kit (Invitrogen), following the manufacturer’s instructions.

### Doxorubicin treatment

Six-week-old *p21* reporter mice received intraperitoneal injections of doxorubicin (10 mg/kg) at the indicated time points. To evaluate age-dependent responses to DNA damage, three- and eight-week-old C57BL/6 J wild-type mice received intraperitoneal injections of doxorubicin (5 mg/kg) and euthanized 48 h later. Bones were immediately harvested and processed as described below.

### Vismodegib administration

Vismodegib (SelleckChem, Cat. No. S1082) was formulated in 0.5% (w/v) methylcellulose (Wako) and 0.2% (v/v) Tween- 80 (SelleckChem) for oral administration^29^. Briefly, 50 mg of vismodegib was dissolved in 5 mL of vehicle to prepare a 10 mg/mL stock solution. Mice received daily oral gavage of vismodegib suspension or vehicle at a dose of 100 mg/kg body weight.

### Preparation of frozen tissue sections

Freshly isolated long bones (femurs or tibias), lungs, and livers were collected and fixed in 4% paraformaldehyde (Wako) at 4 °C for 16–24 h with gentle rocking on a horizontal shaker. Bone samples were decalcified in 0.5 M EDTA (pH 8.0; Nacalai Tesque) at 4 °C for 48 h to 7 days with gentle rocking. Following decalcification, tissues were cryoprotected in 30% sucrose at 4 °C for 2 days under the same conditions. Samples were then embedded in optimal cutting temperature compound (Sakura Finetek) and cryosectioned using a Leica CM2050 or CM1850 cryostat.

Bone sections were cut at 60 μm thickness for immunofluorescence staining and at 15–20 μm thickness for hematoxylin and eosin (HE) staining. Visceral organs were sectioned at 4 μm thickness for immunofluorescence. Sections were prepared using low-profile tungsten carbide blades (16 cm; Cat. No. 14021604206, Leica Biosystems).

### Immunofluorescence staining of frozen sections

Frozen sections were air-dried at room temperature, rehydrated in phosphate-buffered saline (PBS), and permeabilized with 0.3% Triton X-100 prepared in PBS for 30 min. Sections were then blocked with Protein Block Serum-Free Ready-To-Use (Dako) at room temperature for 30 min. Primary antibodies were diluted in IMMUNO SHOT (Cosmo Bio) and applied to the sections, which were incubated overnight at 4 °C in a humidified, light-protected chamber. The following primary antibodies were used: rabbit anti-p-RPA (pS4/S8) (1:400; ab87277, Abcam), rat anti-EMCN (1:200; SC-65495, Santa Cruz), rabbit anti-OSX (1:500–1:750; ab209484, Abcam), rabbit anti-p21 (1:500–1:750; ab188224, Abcam), rabbit anti-KI67 (1:200; ab16667, Abcam), rabbit anti-c-MYC (1:200; ab32072, Abcam), rabbit anti-RUNX2 (1:500–1:750; ab192256, Abcam), rabbit anti-IHH (1:500–1:1000; ab39634, Abcam), rabbit anti-Fabp4 (1:200; ab13979, Abcam), rabbit anti-phospho-Histone H2A.X (Ser139) (1:500–1:750; 9718, Cell Signaling), rabbit anti-cleaved caspase-3 (Asp175) (1:200; 9661, Cell Signaling), rabbit anti-phospho-p53 (Ser15) (1:200–1:500; 9284, Cell Signaling), rabbit anti-integrin β3 (1:200; 4702, Cell Signaling), and rabbit anti-COL1A1 (1:200; CL50151AP, Cedarlene). After washing three times with PBS, sections were incubated overnight at 4 °C with secondary antibodies diluted 1:500 in PBS in the same chamber. The following secondary antibodies were used: Alexa Fluor 647-conjugated donkey anti-rabbit IgG (A31573, Invitrogen), Alexa Fluor 488-conjugated goat anti-rabbit IgG (A11034, Invitrogen), and Alexa Fluor 647-conjugated goat anti-rat IgG (A21247, Invitrogen). After incubation, sections were washed three times with PBS and mounted using ProLong Gold Antifade Reagent (P36930, Invitrogen). Nuclei were counterstained with DAPI (340-07971, DOJINDO). For immunostaining with rabbit anti-p-RPA (pS4/S8), Tris-buffered saline (TBS) was used instead of PBS. In addition, Halt™ Protease and Phosphatase Inhibitor Cocktail, EDTA-free (100×) (78440, Thermo Fisher), was added at a 1:100 dilution throughout the permeabilization, blocking, and antibody incubation steps. Tumor areas were evaluated in DAPI-stained bone sections using Fiji (ImageJ, NIH). We took advantage of the characteristic that hematopoietic cells in the bone marrow exhibit strong DAPI fluorescence, whereas tumor cells display relatively weaker staining. To quantify tumor burden, we subtracted the area of strong DAPI signals from the total DAPI-positive area within the bone, with the resulting value considered as the tumor area.

### Confocal microscopy

Fluorescent images were acquired using a confocal laser scanning microscope (LSM900, Zeiss). Image acquisition and basic processing were performed using ZEN 3 (Blue Edition) software (Zeiss), and final adjustments were made using Adobe^33,34^ trator (v30.5.1, Adobe Systems). Representative images are shown in the figures. Cells of interest were quantified with Fiji (ImageJ, NIH) in high-resolution images.

### Preparation of paraffin-embedded tissue sections

Dissected tissue samples were fixed in 4% paraformaldehyde (Wako) overnight at room temperature. The following day, visceral organs were processed, whereas bones were decalcified for approximately 1 month in 0.5 M EDTA (pH 8.0; Nacalai Tesque) at 4 °C with gentle rocking on a horizontal shaker. After decalcification, tissues were dehydrated in 70% ethanol for several days and then embedded in paraffin using a HistoCore PEARL tissue processor (Leica Biosystems). Paraffin-embedded blocks were sectioned at a thickness of 4–6 μm.

### HE staining

For paraffin-embedded tissue sections, slides were baked at 65 °C for 1 h and then deparaffinized by immersion in xylene (three times for 5 min). For frozen sections, slides were rehydrated in PBS. Both types of sections were then immersed in 100% ethanol (three times for 1.5–2 min, total of 5 min) to achieve hydrophilization. After washing with distilled water for several minutes, sections were stained with hematoxylin for 8 min followed by eosin for 5 min. Slides were then dehydrated in 100% ethanol (three times), cleared in xylene (three times), and mounted with coverslips. HE-stained sections were imaged using a BX41 microscope (Olympus). For the merged image, sections were photographed using a BZ-X710 fluorescence microscope (KEYENCE).

### Immunohistochemistry of paraffin-embedded tissue sections

Paraffin sections were baked at 65 °C for 1 h, deparaffinized by immersion in xylene (three times for 5 min), and rehydrated in 100% ethanol (three times for 1.5–2 min, total of 5 min). After rinsing in distilled water for several min, antigen retrieval was performed by immersing sections in epitope retrieval buffer (DAKO) and autoclaving at 105 °C for 10 min. Sections were then rinsed in 1× PBS and incubated overnight at 4 °C with 100 μL of a primary antibody diluted in IMMUNO SHOT (Cosmo Bio). The following primary antibodies were used: rabbit anti-phospho-Histone H2A.X (Ser139) (1:500–1:750; Cell Signaling, 9718) and rabbit anti-p21 (1:500–1:750; Abcam, ab188224). For human samples, mouse anti-p21 (1:200; Santa Cruz, sc-6246), rabbit anti-KI67 (1:200; ab16667, Abcam), and rabbit anti-OSX (1:500; ab209484, Abcam) were used. After washing twice with PBS (5 min each), sections were incubated for 30 min at room temperature with horseradish peroxidase-conjugated secondary antibodies (Histofine, Nichirei), followed by development with DAB (Nichirei). Slides were washed again with PBS (two times for 5 min), counterstained with Mayer’s hematoxylin for 10–30 seconds, and rinsed in water for 10 min. Finally, sections were dehydrated in 100% ethanol (three times), cleared in xylene (three times), and mounted with MOUNT-QUICK (DAIDO SANGYO, Japan). Images were acquired using a BX41 microscope (Olympus).

### Paraffin-embedded human tissue samples

Paraffin-embedded human distal femur tissue samples from five participants were used with the approval of the Research Ethics Committee of the Graduate School of Medicine and Faculty of Medicine, The University of Tokyo. Informed consent was obtained from each participant or their legal guardian. The samples were obtained from juvenile participants, and the age range and sex distribution are provided in the Source Data file. Participants received no compensation. Sex was determined from clinical records. Sex and gender were not considered as biological variables in the study design or statistical analyses because the human samples were used only to confirm p21 expression in juvenile metaphyseal osteoblasts by immunohistochemistry, and no sex- or gender-based comparison was performed.

### Cell preparation for RNA-seq of mGFP+ osteoblasts

mGFP+ osteoblasts were isolated from 3- and 8-week-old *Osx-CreERT2*; *mTmG* mice for RNA-seq analysis. Two femurs and two tibias were dissected from each mouse, and surrounding soft tissues were carefully removed. For control samples, femurs and tibias from two male mice were pooled per replicate. For *c-Myc*-induced and *c-Myc* + *Trp53-R172H* osteoblasts, mGFP+ cells were isolated from *Osx-CreERT*2; *mTmG*; *LSL-tTA*; *Col1a1*::*TetO–c-Myc* and *Osx-CreERT2*; *mTmG*; *LSL-tTA*; *Col1a1*::*TetO–c-Myc*; *Trp53-LSL-R172H* mice, respectively (both male and female), 7 days after tamoxifen administration.

### Bone dissociation to collect mGFP+ osteoblasts

To isolate cells specifically from the metaphyseal region, the epiphysis was carefully removed at the midpoint of the growth plate using forceps. Residual chondrocytes from the growth plate were thoroughly removed under a stereomicroscope. The diaphysis was then trimmed approximately 2 mm (for 3- and 8-week-old *Osx-CreERT2*; *mTmG* mice) or 5 mm (for 5-week-old *Osx-CreERT2*; *mTmG*; *LSL-tTA*; *Col1a1*::*TetO–c-Myc* and *Osx-CreERT2*; *mTmG*; *LSL-tTA*; *Col1a1*::*TetO–c-Myc*; *Trp53-LSL-R172H* mice) distal to the growth plate.

The harvested metaphyseal regions from distal femurs and proximal tibias were transferred to digestion buffer comprising M199 with Hanks’ salts (Gibco) containing 250 U/mL type I collagenase (Worthington), 250 U/mL type II collagenase (Worthington), 100 U/mL DNase I (1 mg/mL; Roche), 1 mg/mL poloxamer 188 (Sigma), 1 mg/mL BSA (Fujifilm), and 20 mM HEPES (Nacalai Tesque). The bones were placed in a mortar with 1 mL of digestion buffer and crushed using a pestle for at least 1 min. The supernatant was collected in a 15 mL conical tube. This process was repeated until the bones appeared completely white (typically three times or more).

The remaining bone fragments were pooled into the same tube and supplemented with digestion buffer to a final volume of 5 mL per sample. Samples were incubated at 37 °C for 30 min at 210 rpm. Following digestion, the supernatant was filtered through a 70 μm cell strainer into a 50 mL tube containing 5–10 mL of ice-cold cell suspension buffer [Ca^2+^/Mg^2+^-free PBS (Nacalai Tesque) containing 2% fetal bovine serum, 1 mg/mL poloxamer 188, and 100 U/mL penicillin/streptomycin (Gibco)].

Bone fragments were further digested with 3–5 mL of prewarmed digestion buffer, and the crushing–filtration process was repeated 4–5 times. Red blood cells were lysed using ACK lysis buffer (Gibco). Bone chips were removed, and single-cell suspensions were obtained by filtering through a 40 μm strainer for subsequent magnetic-activated cell sorting (MACS) preparation.

### MACS and fluorescence-activated cell sorting (FACS)

MACS was performed using LD columns (Miltenyi Biotec, Cat. No. 130-042-901) to deplete hematopoietic and erythroid cells with CD45 microbeads (Cat. No. 130-052-301) and TER119 microbeads (Cat. No. 130-049-901), following the manufacturer’s instructions. Following MACS, single-cell suspensions were incubated on ice and in the dark for 30 min with the following fluorophore-conjugated antibodies (1:200 dilution; Invitrogen/eBioscience), prepared in cell suspension buffer: eFluor450-conjugated anti-CD31 (clone 390; Cat. No. 48-0311-82), eFluor450-conjugated anti-CD45 (clone 30F-11; Cat. No. 48-0451-82), and eFluor450-conjugated anti-TER119 (clone TER119; Cat. No. 48-5921-82).

FACS was performed using the FACS Melody system (BD Biosciences). mGFP+ cells were isolated from the CD31⁻CD45⁻TER119⁻ fraction after dead cells were excluded using 7-AAD (1:200; BioLegend, Cat. No. 420403). Sorted cells were immediately collected in Buffer RLT Plus (Qiagen) and stored at −80 °C until RNA extraction.

### Library preparation for RNA-seq

Total RNA was extracted using an RNeasy Plus Micro Kit (Qiagen) according to the manufacturer’s protocol. RNA concentration and purity were assessed using a NanoDrop 2000c spectrophotometer (Thermo Fisher), and RNA quantity was further confirmed using a Qubit fluorometer (Thermo Fisher). Samples with an RNA integrity number (RIN) ≥ 8, as determined by the Bioanalyzer (Agilent Technologies), were used for library preparation. RNA-seq libraries were generated from 200 ng of high-quality RNA using an NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (New England Biolabs). The number of PCR amplification cycles was minimized to prevent amplification bias. Libraries were sequenced on a NextSeq 550 platform (Illumina) using 86-bp single-end reads.

### RNA-seq data analyses

The sequenced reads were mapped to the mm10 mouse reference genome using STAR v. 2.7.11a^59^ with the GENCODE vM25 annotation gtf file after trimming adaptor sequences and low-quality bases using cutadapt-4.6^60^. Uniquely mapped reads were summarized at the gene level using HTSeq-count v. 2.0.5^61^, with the GENCODE vM23 annotation file and differentially expressed genes (DEGs) were identified by calculating fold changes and adjusted-pvalues using DESeq2 v. 1.42.0^62^. Motif analyses were performed using HOMER version 4.11^63^ with the option -start −400 and -end 100. The Integrative Genomics Viewer (IGV, v2.6.2)^64^ was used to visualize sequencing reads.

### Cell preparation for scRNA-seq

For scRNA-seq, 3-week-old *p21* reporter mice and 3- or 8-week-old C57BL/6 J wild-type mice were used. *p21* reporter mice received a single intraperitoneal injection of tamoxifen (1 mg/mouse) 48 h prior to analysis. The diaphysis was trimmed approximately 2 mm distal to the growth plate, and metaphyseal regions of distal femurs and proximal tibias were collected in digestion buffer. Following bone dissociation as described above, FACS was performed using the FACS Melody system (BD Biosciences). CD31/CD45/TER119-negative cells were sorted after dead cells were excluded using 7-AAD (1:200; BioLegend, 420403). Sorted cells were immediately collected in ice-cold cell suspension buffer and loaded onto a Chromium Controller (10X Genomics). Single-cell libraries were prepared using Chromium Next GEM Single Cell 3′ Reagent Kits v3.1 (10X Genomics) and sequenced on a NovaSeq 6000 system (Illumina) using paired-end sequencing.

### Analysis of scRNA-seq data

The sequenced reads for scRNA-seq data were mapped and quantified using Cell Ranger pipelines (v. 7.2.0., 10X Genomics) against the reference genome (mm10), with --include-introns = false option. The raw unique molecular identifier counts data were imported into the Seurat package (v. 5.0.1)^65^. Cells with nfeature >1,500, nCount between 5,000 and 75,000, and low mitochondrial gene expression (<20%) were further analysed. A putative doublet cluster was removed by Doublet Finder (v2.0.4)^66^. The Seurat package SCTransform function was used to normalized the data. Each subset of data was integrated with the Seurat package IntegrateLayers function with anchor-based CCA integration. Uniform manifold approximation and projection (UMAP) analysis and clustering were performed using the Seurat RunUMAP function with the parameter dims = 1:50, and the FindClusters function with resolution values of 0.03 for Supplementary Fig. 5, 0.04 for Fig. 1f-j, 0.4 for Fig. 4e, Supplementary Fig. 7a-b and 0.5 for Fig. 4a-d, Supplementary Fig. 6. The UMAP analysis and clustering were performed using the Seurat RunUMAP function. The cell type was defined according to expression of selected markers. To determine the cell cycle phases, cell cycle scores were calculated based on the scoring strategy as described previously^67^. RNA velocity was analyzed using the Python package scVelo (v0.3.0. 2). The bam files generated with CellRanger were preprocessed with Velocyto (v0.17.17), and the RNA velocity estimated with scVelo dynamical model was visualized on UMAP embedding from the Seurat object.

### RNA extraction from tissues

Femurs (*n* = 2 per mouse) and tibiae (*n* = 2 per mouse) were harvested from 3- and 8-week-old C57BL/6 J mice. After removal of the articular cartilage, the metaphyseal regions (MP) of the distal femur and proximal tibia were rapidly dissected, collected into 1.5 mL tubes, and immediately snap-frozen in liquid nitrogen. For diaphyseal samples, bone marrow was flushed out with PBS, and the remaining cortical bone was collected into 1.5 mL tubes and immediately snap-frozen in liquid nitrogen. Frozen samples were pulverized using a mortar and pestle under liquid nitrogen. Subsequently, the powdered tissues were transferred into 1 mL of Sepazol (Nacalai Tesque) and homogenized using a sonicator (Qsonica) for a total of 30 seconds on ice. After homogenization, the samples were incubated at room temperature for 5 min. Subsequently, 200 μL of chloroform (Wako) was added, followed by vigorous mixing by inversion and vortexing. The mixtures were then incubated at room temperature for 3 min and centrifuged at 4 °C and 12,000 × *g* for 15 min. The aqueous phase (500 μL) was carefully collected and mixed with an equal volume (500 μL) of 70% ethanol. The mixtures were applied to an RNeasy MinElute spin column (Qiagen), and RNA was purified according to the manufacturer’s instructions.

### cDNA synthesis and quantitative PCR (qPCR) analysis

Total RNA was isolated using the RNeasy Micro (Qiagen). Five-hundred nanograms of RNA was reverse-transcribed into cDNA by using the PrimeScript RT Reagent Kit (Takara Bio). The quantitative real-time PCR analysis was performed using the GoTaq qPCR Master Mix and CXR Reference Dye (Promega) on a StepOnePlus Real-Time PCR system (Thermo Fisher Scientific). Transcript levels were normalized against the corresponding level of Gapdh. Experiments were performed in biological triplicate. The primers used are shown in Table S2.

### Western blot analysis

Cultured *p21-IRES-CreERT2*; *Rosa26-mTmG*; *Atm* KO ESCs were harvested in 500 μL of RIPA lysis buffer [10 mM Tris-HCl (pH 8.0), 150 mM NaCl, 1% Triton X-100, 1% sodium deoxycholate, and 0.1% SDS] supplemented with 0.5% protease inhibitor cocktail, 1% DTT, and 1× phosphatase inhibitor (Nacalai Tesque) on ice. Twenty micrograms of denatured protein was loaded per lane on Any kD™ Mini-PROTEAN® TGX™ Precast Protein Gels (Bio-Rad, Cat# 4569033). After electrophoresis, proteins were transferred to GeneScreen Plus membranes (Revvity). Membranes were incubated overnight at 4 °C with primary antibodies diluted in blocking buffer (2% skim milk prepared in TBST). The following primary antibodies were used: mouse monoclonal anti-ATM [GeneTex (2C1), Cat# GTX70103, 1:1000] and mouse monoclonal anti-GAPDH (Invitrogen, Cat# AM4300, 1:1000). After washing with TBST, membranes were incubated with secondary antibodies in blocking buffer for 1 h at room temperature. The secondary antibody used was horseradish peroxidase-conjugated sheep anti-mouse IgG (Cytiva, Cat# NA931, 1:1000). Detection was performed using Pierce ECL Plus Western Blotting Substrate (Thermo Scientific), and signals were visualized using an Amersham Imager 680 (Cytiva).

### Quantification of immunofluorescence staining

Quantification of immunofluorescence-positive cells was performed using Fiji software (v1.54). For each condition, at least three mice were analyzed, and at least three randomly selected fields per mouse were quantified. Values from multiple fields were averaged to generate a single biological replicate value for each mouse. Positive cells were identified by threshold-based image analysis in Fiji. Data are presented as mean ± SD.

### Statistics and reproducibility

All statistical parameters, including sample size, statistical tests and exact *p*-values, are described in the figures, figure legends or Source Data file. No statistical method was used to predetermine sample size. Sample sizes were chosen based on previous studies and standard practice in the field. No data were excluded from the analyses, except for cells excluded from scRNA-seq analyses according to the quality-control criteria described above. Statistical analyses were performed using Prism 8 software (GraphPad). For scRNA-seq analyses, Pearson’s correlation coefficients and P values were calculated using the cor.test function in R (version 4.3.2). Data are presented as the mean ± standard deviation (SD), unless otherwise stated. Mice were randomly assigned to experimental groups whenever applicable. The investigators were not blinded to allocation during experiments or outcome assessment. The reproducibility of representative images was confirmed in a minimum of three biologically independent samples, unless otherwise stated in the figure legends.

### Schematic illustrations

Schematic illustrations in Figs. 2a, 5b, 6b and Supplementary Figs. 1b, e, 3b and 8b were created by the authors using Adobe Illustrator.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Transparent Peer Review file

## Source data

Source Data file

## Data Availability

RNA-seq and scRNA-seq data have been deposited in the Gene Expression Omnibus under accession codes GSE297565 and GSE333438. Source data are provided with this paper. All other data supporting the findings of this study are available within the article, Supplementary Information and Source Data files. Source data are provided with this paper.

# Supplementary material for: Inherent tissue homeostasis of the juvenile metaphysis provides a foundation for osteosarcoma development
**Source:** Nat Commun. 2026 Jun 26;17:6241. doi: 10.1038/s41467-026-74929-6
**Supplement:** Supplementary file 1 — Supplementary Information

## **Inventory of Supplementary Information**

### **Inherent tissue homeostasis of the juvenile metaphysis provides a foundation for osteosarcoma development**

Saito et al.

This file contains:

#### **Supplementary Figures**

Supplementary Fig. 1  
Supplementary Fig. 2  
Supplementary Fig. 3  
Supplementary Fig. 4  
Supplementary Fig. 5  
Supplementary Fig. 6  
Supplementary Fig. 7  
Supplementary Fig. 8  
Supplementary Fig. 9  
Supplementary Fig. 10  
Supplementary Fig. 11  
Supplementary Fig. 12

#### **Supplementary Tables**

Supplementary Table S1  
Supplementary Table S2

a

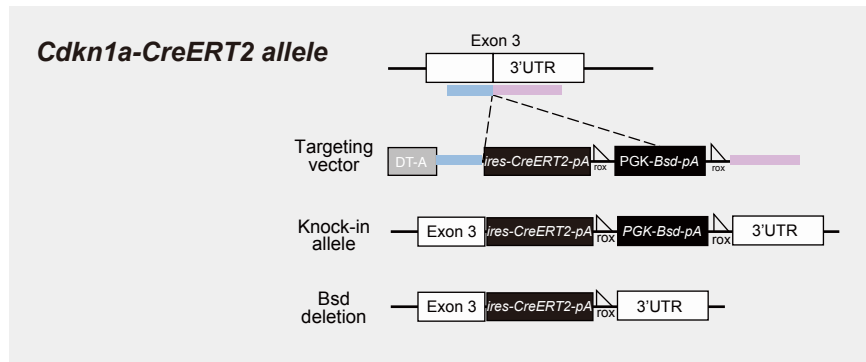

b

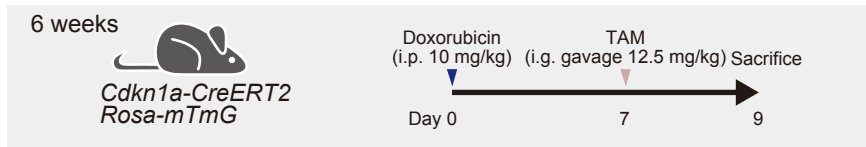

c

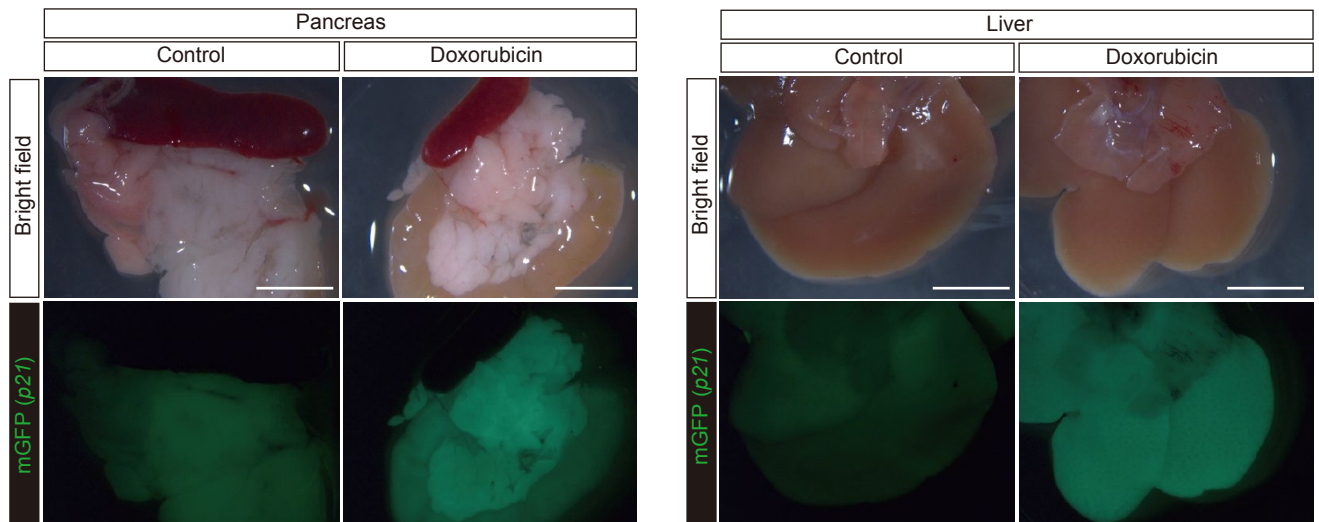

d

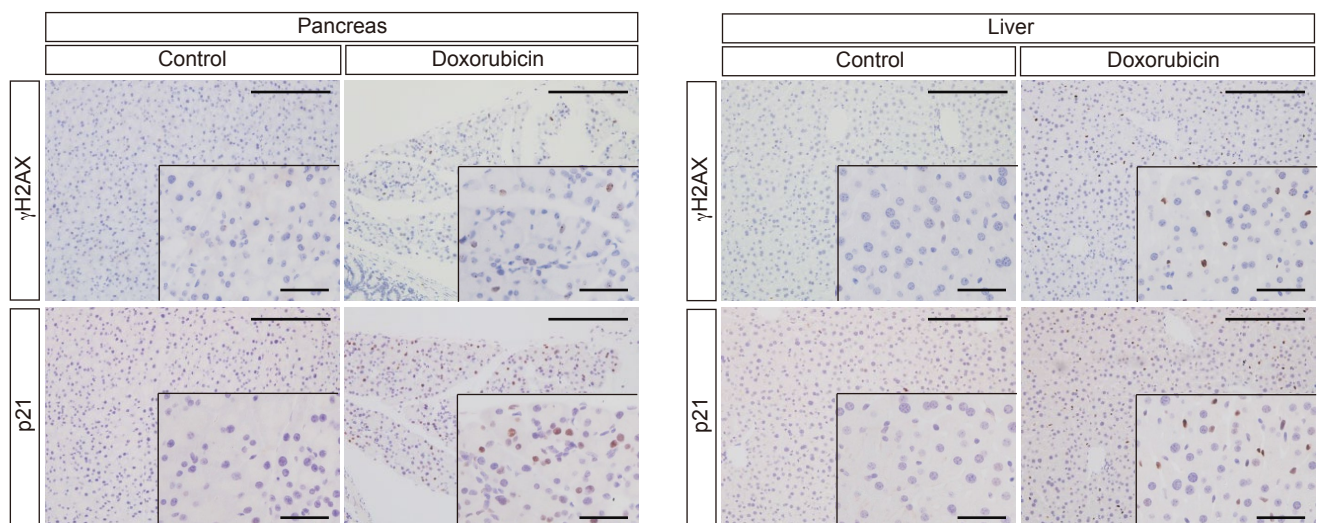

e

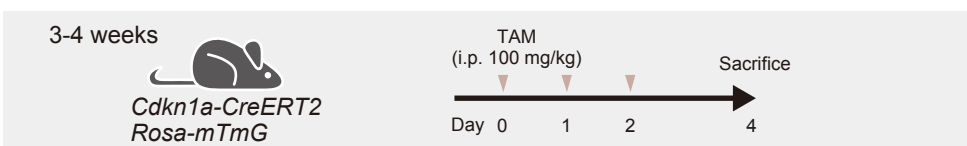

## Supplementary Figure 1

### Establishment of a *p21* reporter mouse model to visualize the DDR

- a:** Schematic representation of the genetic construct used to generate the *Cdkn1a* (*p21*)-*CreERT2* allele.
- b:** Experimental protocol for induction of DNA damage and visualization of sustained *p21* expression.
- c:** Macroscopic images showing mGFP expression in the pancreas and liver following DNA damage induction.
- d:** Immunohistochemical analysis of  $\gamma$ H2AX and p21 expression. Doxorubicin treatment induces  $\gamma$ H2AX and p21 expression.
- e:** Experimental protocol for visualization of *p21* expression in normal juvenile mice.

The doxorubicin-treated sample shown in b was obtained from a single mouse in one experiment, whereas the control samples were obtained from at least three mice. Scale bars: c, 5 mm; d, 200  $\mu$ m; inset, 50  $\mu$ m.

**a**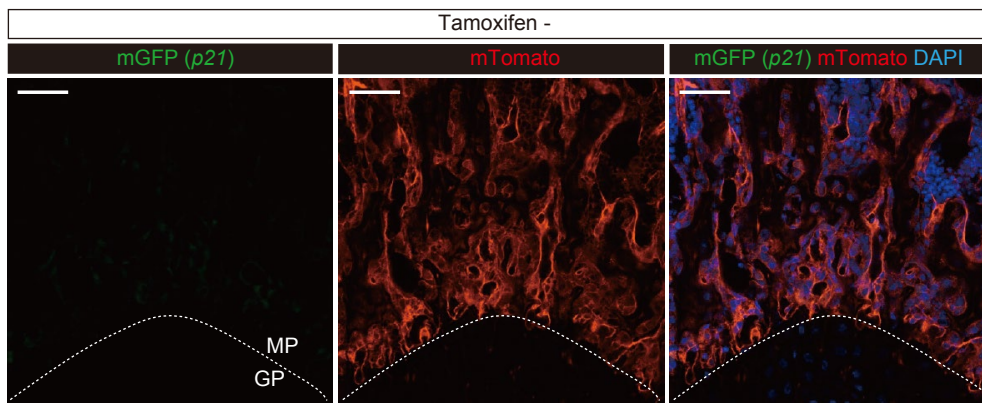**b**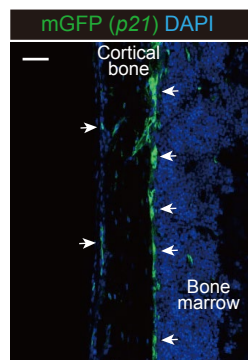**c**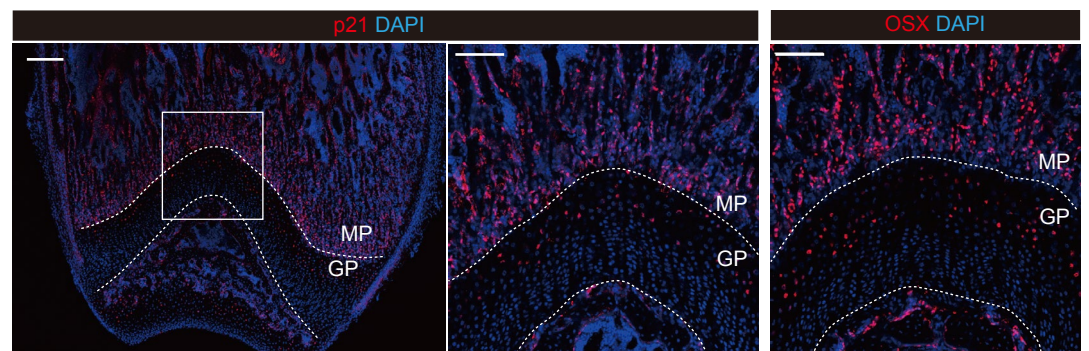**d**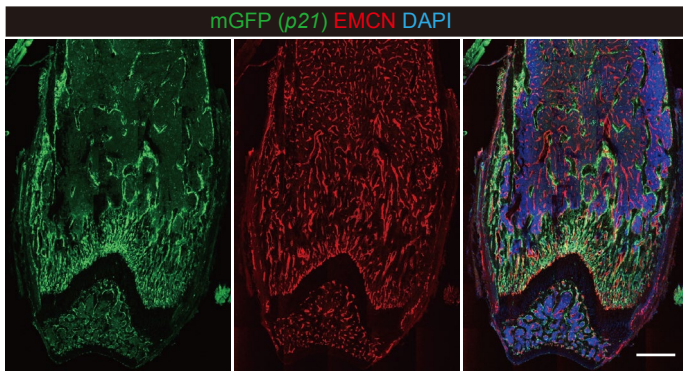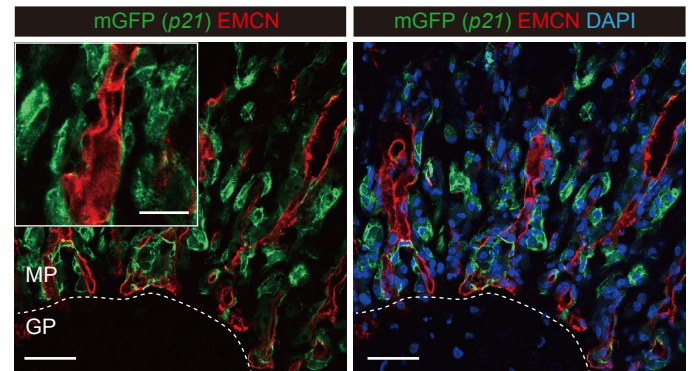**e**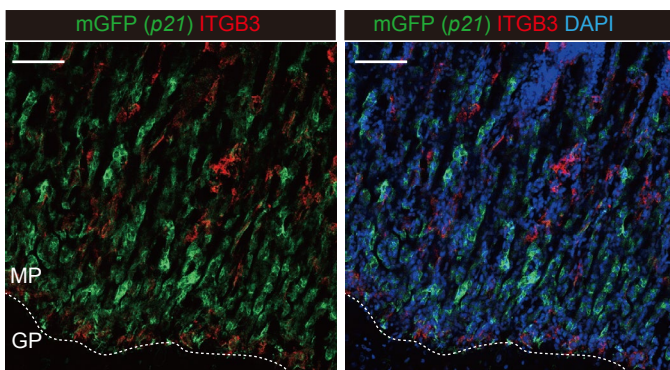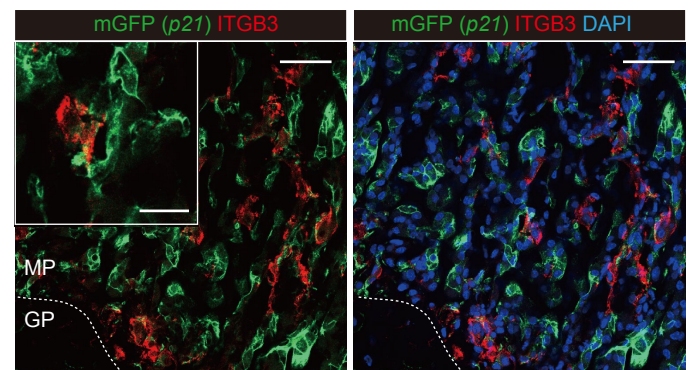

## Supplementary Figure 2

### ***p21* expression in metaphyseal cells of juvenile mice**

**a:** Absence of mGFP<sup>+</sup> cells in the metaphysis without tamoxifen administration. *p21* reporter mice received corn oil injections following the same regimen as the tamoxifen-treated group. Only mTomato<sup>+</sup> cells are detected in the control metaphysis.

**b:** *p21*-mGFP expression is detectable in cells located on the cortical bone surface.

**c:** Immunofluorescence analysis of p21 and OSX expression. p21 protein is predominantly expressed in metaphyseal cells, including frequent OSX<sup>+</sup> osteoblasts.

**d:** Immunofluorescence analysis of EMCN, an endothelial cell marker, in mGFP<sup>+</sup> cells. *p21*-mGFP<sup>+</sup> cells do not express EMCN.

**e:** Immunofluorescence analysis of ITGB3, an osteoclast marker, in mGFP<sup>+</sup> cells. *p21*-mGFP<sup>+</sup> cells do not express ITGB3.

Representative images are from at least three biologically independent mice. Scale bars: a and b, 50  $\mu$ m; c, left, 200  $\mu$ m, middle and right, 100  $\mu$ m; d, left, 500  $\mu$ m, right, 50  $\mu$ m, inset, 20  $\mu$ m; e, left, 100  $\mu$ m, e, right, 50  $\mu$ m; e inset, 20  $\mu$ m. MP, metaphysis; GP, growth plate.

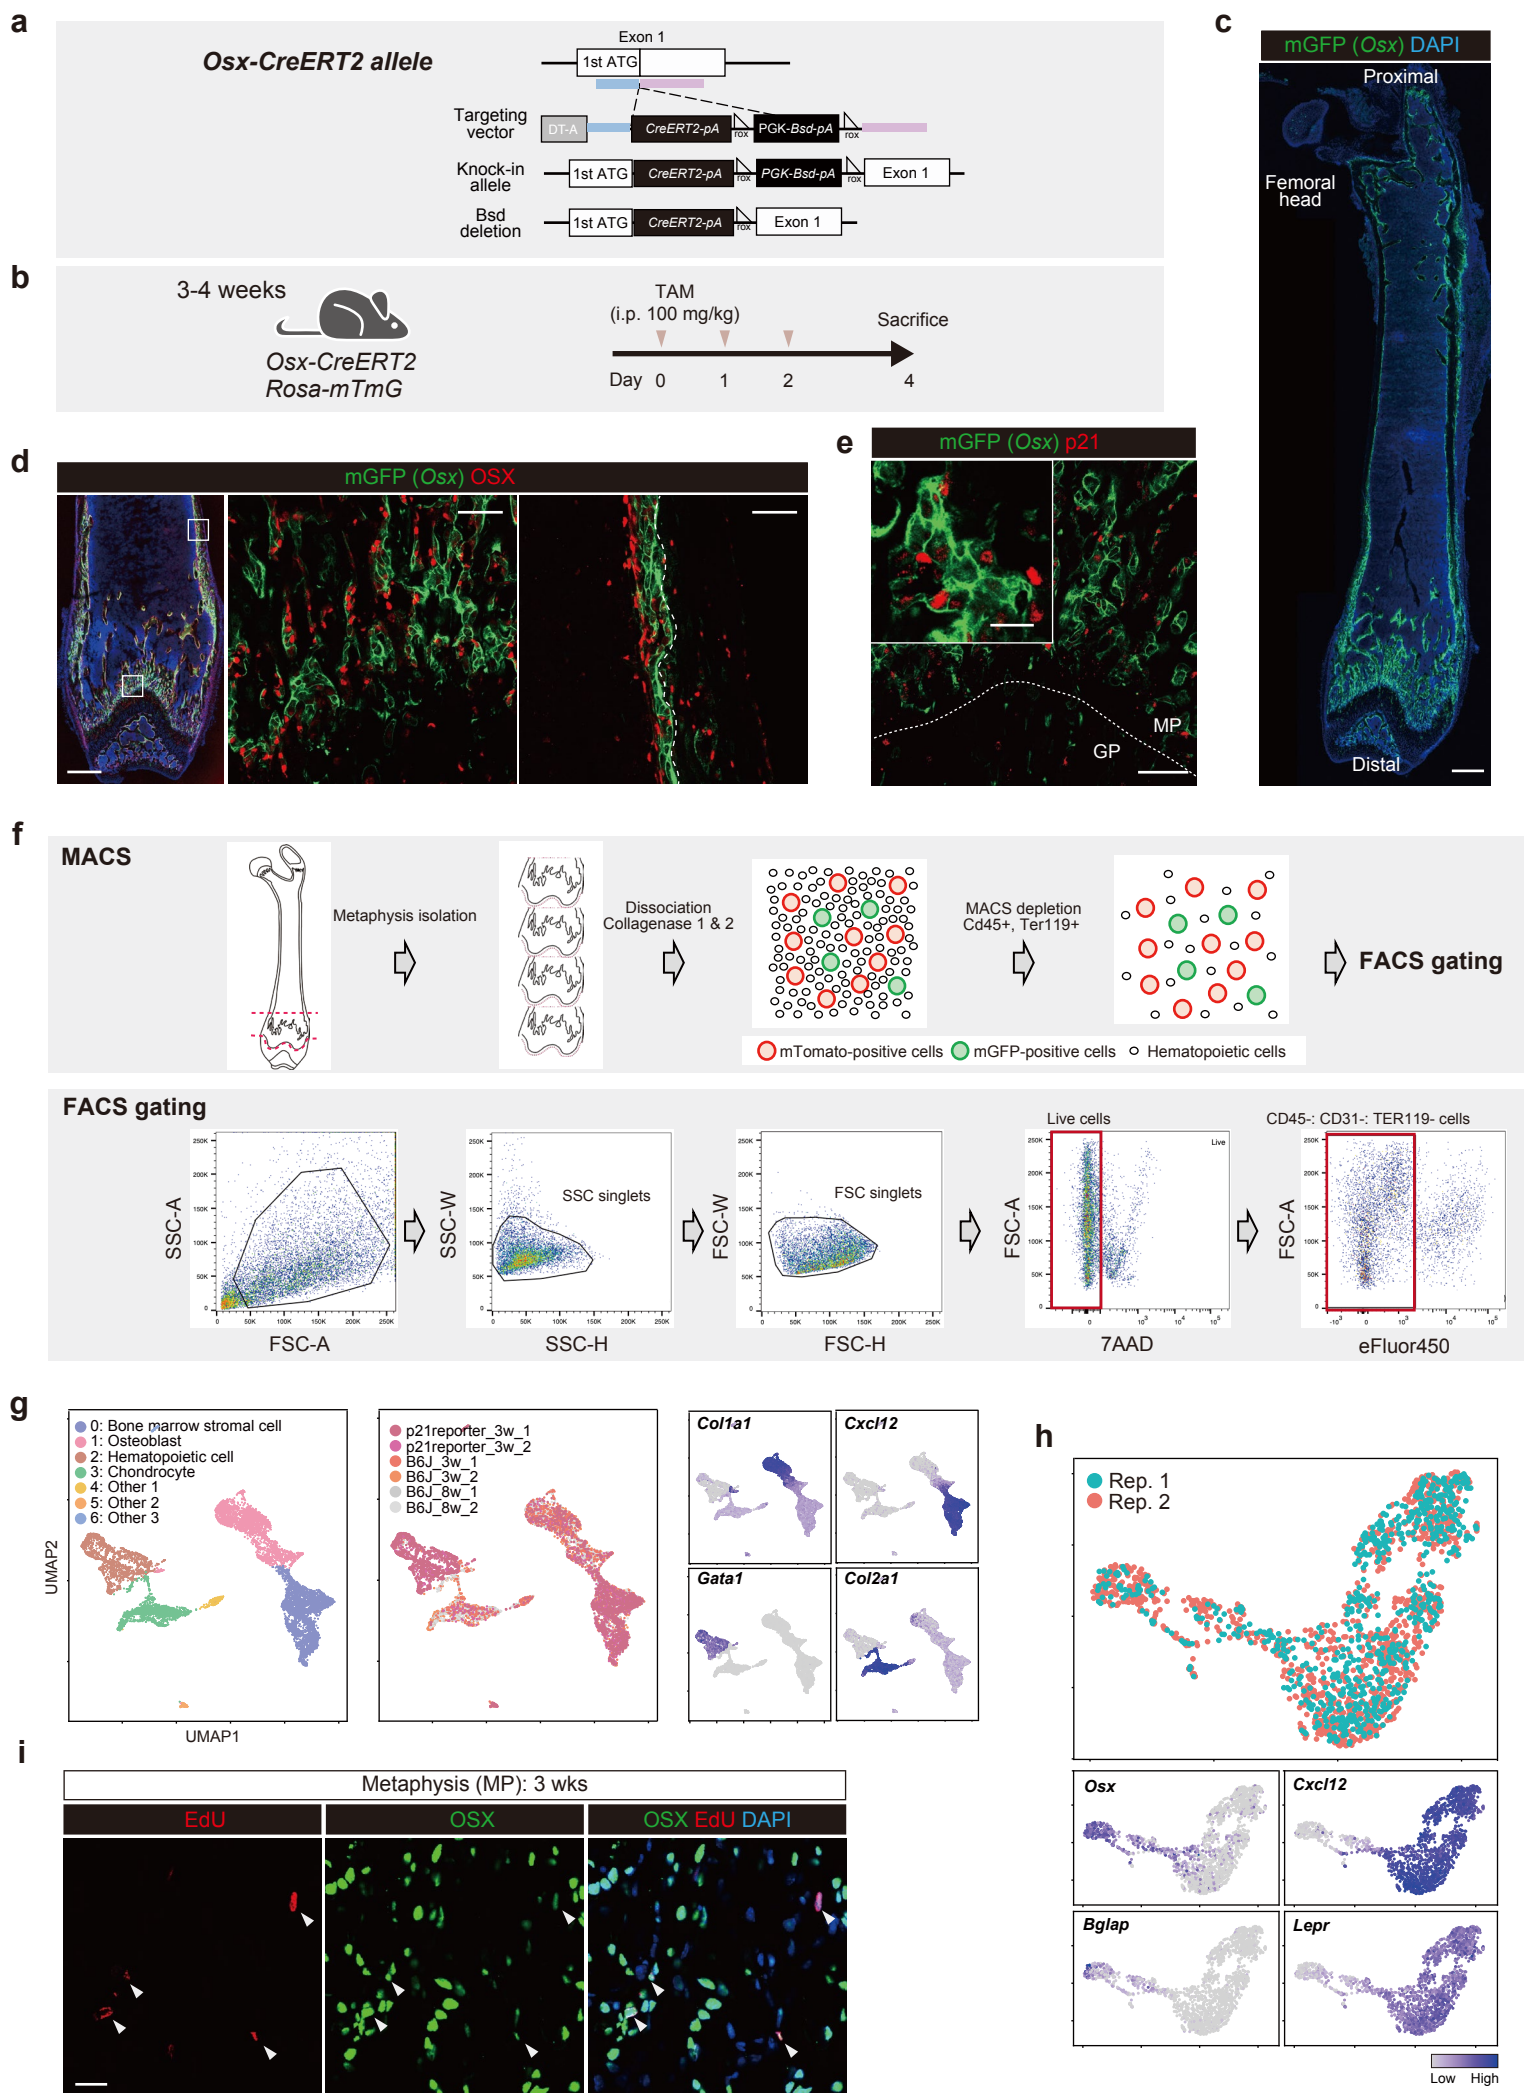

### Supplementary Figure 3

#### Characterization of juvenile metaphyseal osteoblasts expressing *p21*

- a:** Schematic representation of the genetic construct used to generate the *Osx-CreERT2* allele.
- b:** Experimental protocol for visualization of *Osx* expression in normal juvenile mice.
- c:** mGFP expression in long bones of juvenile *Osx*-reporter mice.
- d:** Immunofluorescence analysis of OSX expression in the metaphysis of juvenile *Osx*-reporter mice. OSX is predominantly detected in *Osx*-mGFP<sup>+</sup> cells in the metaphysis and on the cortical bone surface.
- e:** *Osx*-mGFP<sup>+</sup> cells express p21 protein. MP, metaphysis; GP, growth plate.
- f:** Schematic overview of metaphyseal cell isolation and FACS gating strategy for all RNA-seq and scRNA-seq analyses in this study. Metaphyseal regions were isolated from long bones, enzymatically dissociated using collagenase I and II, and subjected to MACS depletion of CD45<sup>+</sup> and Ter119<sup>+</sup> cells before FACS analysis. Representative plots show sequential gating for intact cells, singlets, live cells (7AAD<sup>−</sup>), and CD45<sup>−</sup>CD31<sup>−</sup>Ter119<sup>−</sup> populations used for downstream analyses. This strategy applies to the FACS-based datasets shown in the main and supplementary figures.
- g:** Unsupervised clustering based on canonical marker gene expression identifies osteoblasts, chondrocytes, bone marrow stromal cells, and hematopoietic cells. Osteoblast and bone marrow stromal cell clusters were selected for further analyses.
- h:** Upper: UMAP visualization of scRNA-seq data from biological replicates. Bottom: Expression of canonical marker genes for metaphyseal osteoblasts and bone marrow stromal cells.
- i:** EdU-incorporated metaphyseal cells express OSX, an osteoblast marker.

Representative images are from at least three biologically independent mice. Scale bars: c and d (left), 500  $\mu$ m; d (middle and right), e, and i, 50  $\mu$ m; e (inset), 20  $\mu$ m.

a

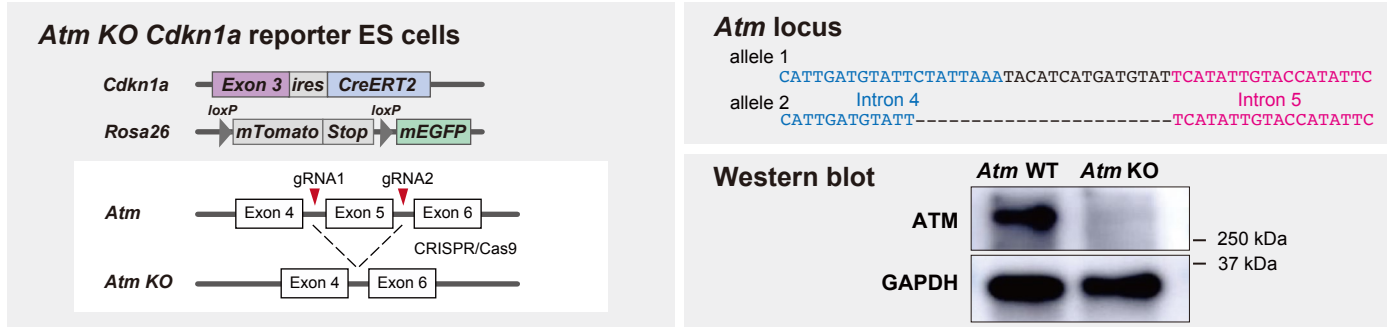

b

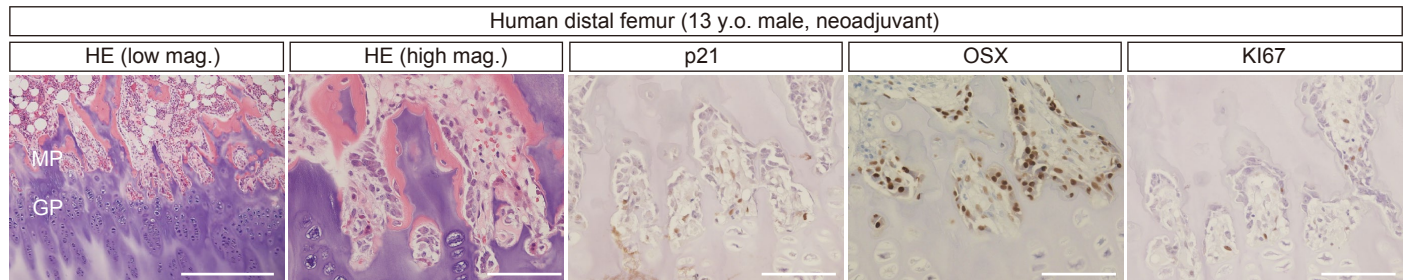

c

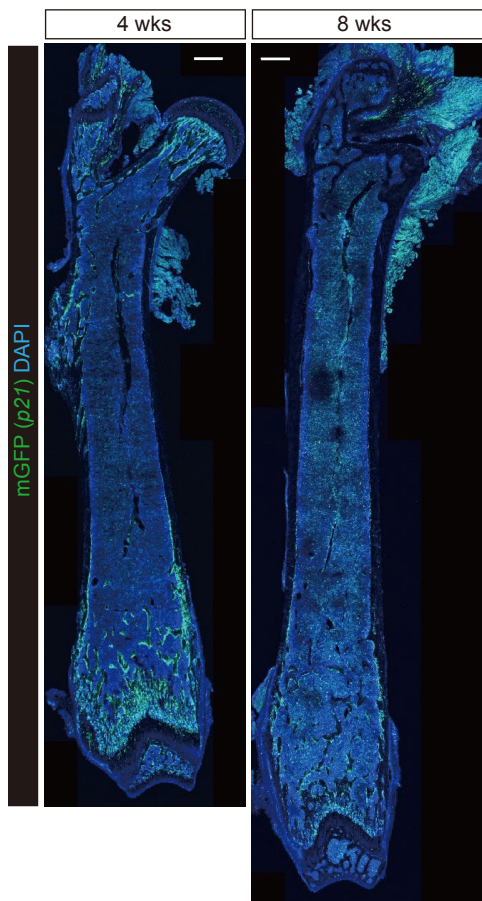

d

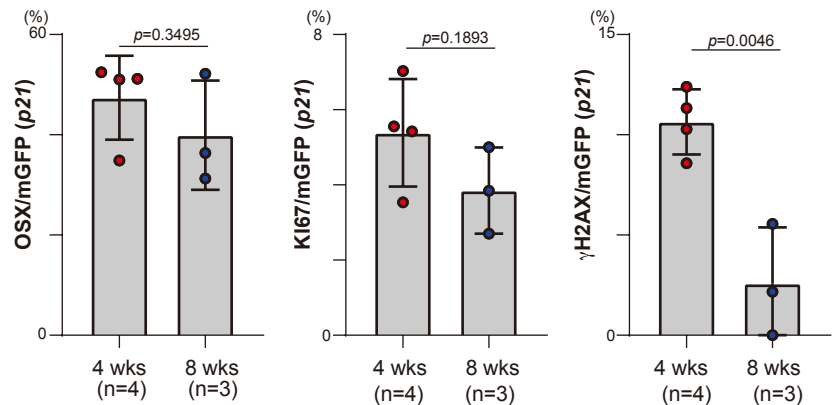

e

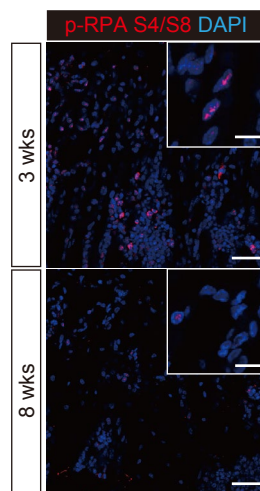

f

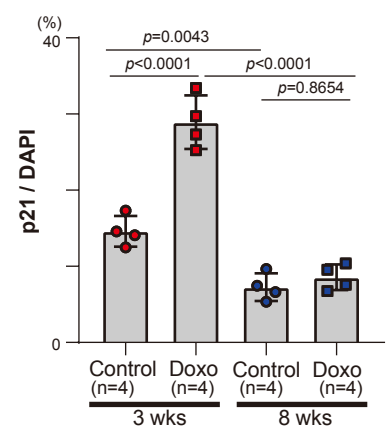

g

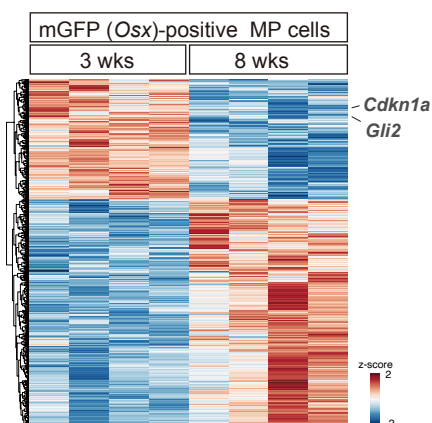

h

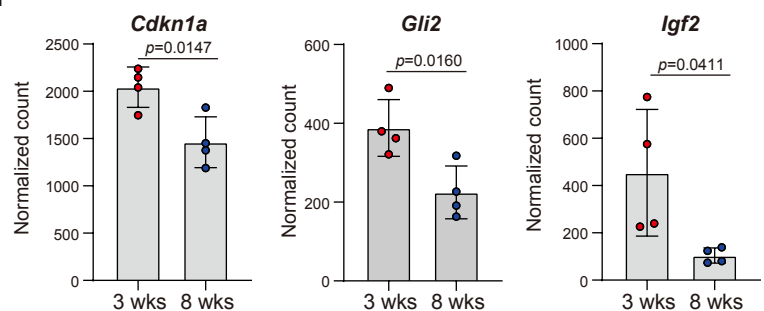

## Supplementary Figure 4

### Unique features of juvenile metaphyseal cells

**a:** Left: Schematic representation of genetic ablation of *Atm* in *p21*-reporter embryonic stem cells (*Atm* KO *p21*-reporter ESCs). Right: *Atm* disruption was confirmed by Sanger sequencing and western blot analysis. The western blot was performed once to confirm *Atm* disruption in the established *Atm* KO ESC clone used for chimera generation. Chimeric mice were generated using *Atm* KO ESCs.

**b:** Immunohistochemical analysis of human juvenile metaphysis. Juvenile metaphyseal cells frequently express OSX, p21, and KI67.

**c:** The number of *p21*-mGFP<sup>+</sup> cells is markedly reduced in the metaphysis of adult mice. Tamoxifen was administered at 100 mg/kg in 3-week-old mice and 200 mg/kg in 8-week-old mice.

**d:** The proportion of KI67<sup>+</sup> and  $\gamma$ H2AX<sup>+</sup> cells among *p21*-mGFP<sup>+</sup> cells is significantly reduced in adult metaphysis.

**e:** Representative immunofluorescence images of p-RPA in juvenile and adult metaphysis.

**f:** Quantification of p21<sup>+</sup> cells among metaphyseal cells following doxorubicin treatment in juvenile and adult mice. Doxorubicin markedly increases the frequency of p21<sup>+</sup> metaphyseal osteoblasts in juvenile mice, whereas only modest effects are observed in adults.

**g:** Heatmap of RNA-seq analysis of osteoblasts from juvenile and adult mice. Gene expression levels are shown as z-scores.

**h:** Normalized RNA-seq counts of *Cdkn1a*, *Gli2*, and *Igf2*. Each dot represents an RNA-seq sample generated from pooled *Osx*<sup>+</sup> osteoblasts. Each cohort consisted of three biological replicates.

Source data are provided as a Source Data file. Data are shown as mean  $\pm$  SD. For all relevant panels, n indicates the number of mice analyzed. Representative images are from at least three biologically independent mice. For comparisons between two groups, statistical significance was determined by two-sided unpaired Student's t-test. For multiple pairwise comparisons among more than two groups, statistical significance was determined by two-sided one-way ANOVA with Tukey's adjustment for multiple comparisons. Exact P values are indicated in the figure. Scale bars: b, HE left, 500  $\mu$ m, HE right and immunohistochemistry, 100  $\mu$ m; c, 500  $\mu$ m; e, 50  $\mu$ m; inset, 12.5  $\mu$ m.

a

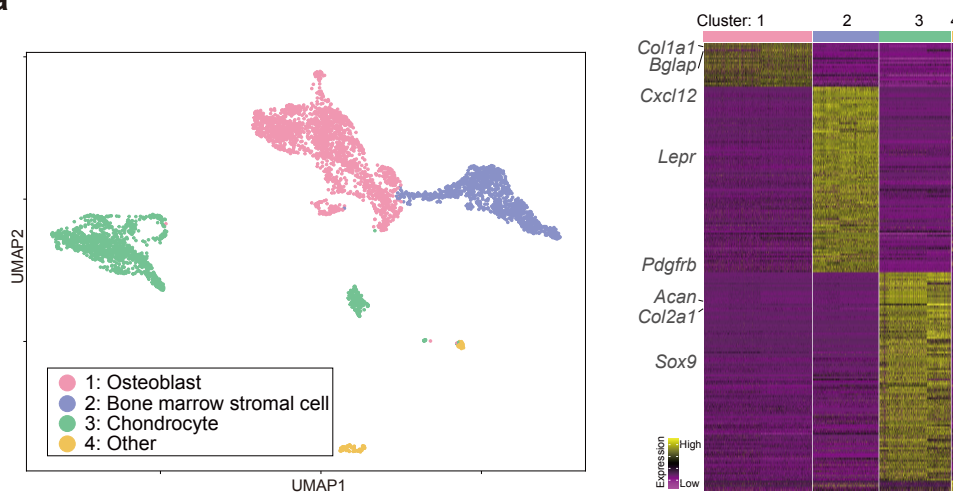

b

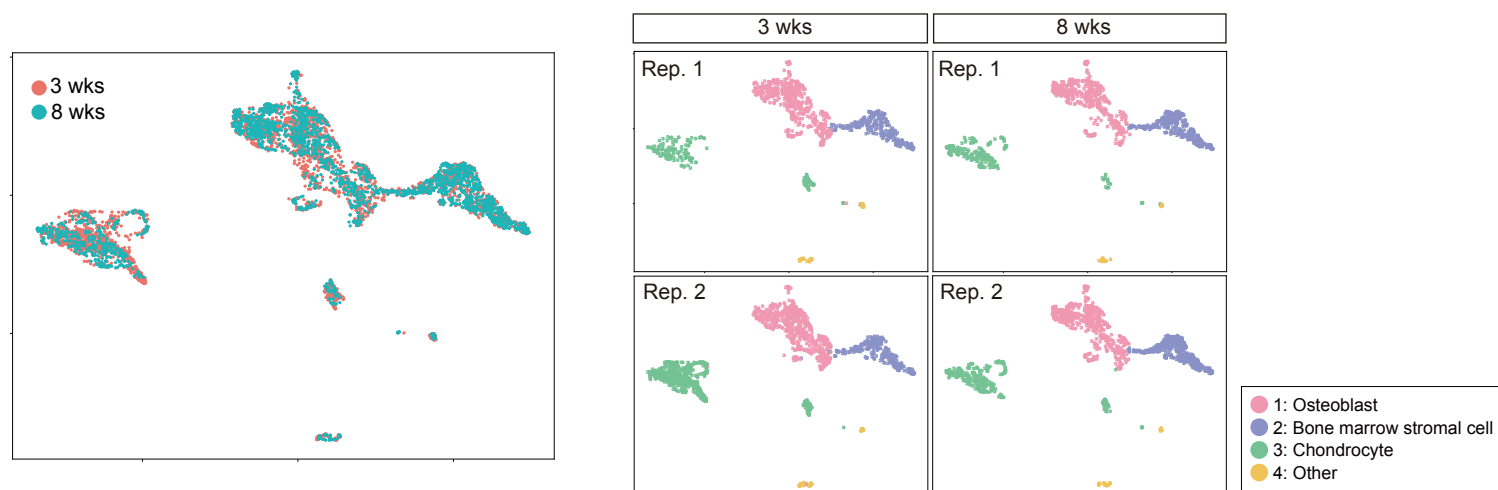

c

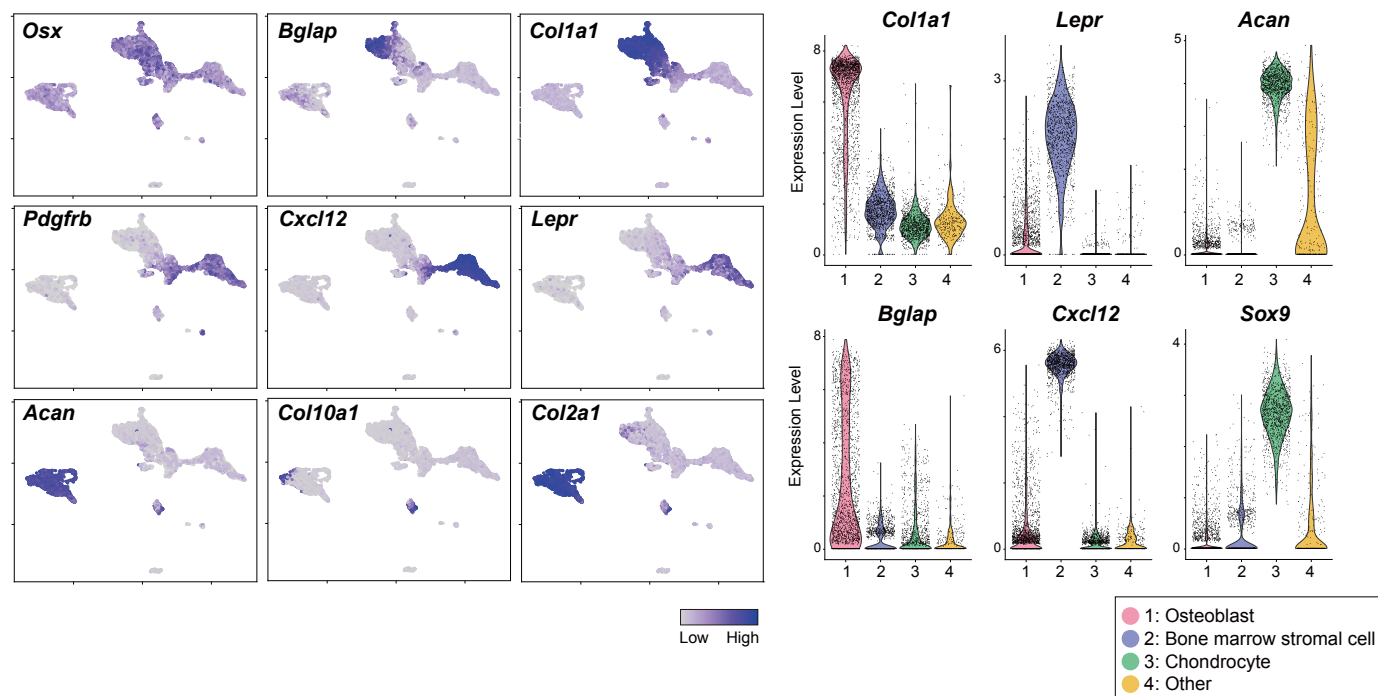

d

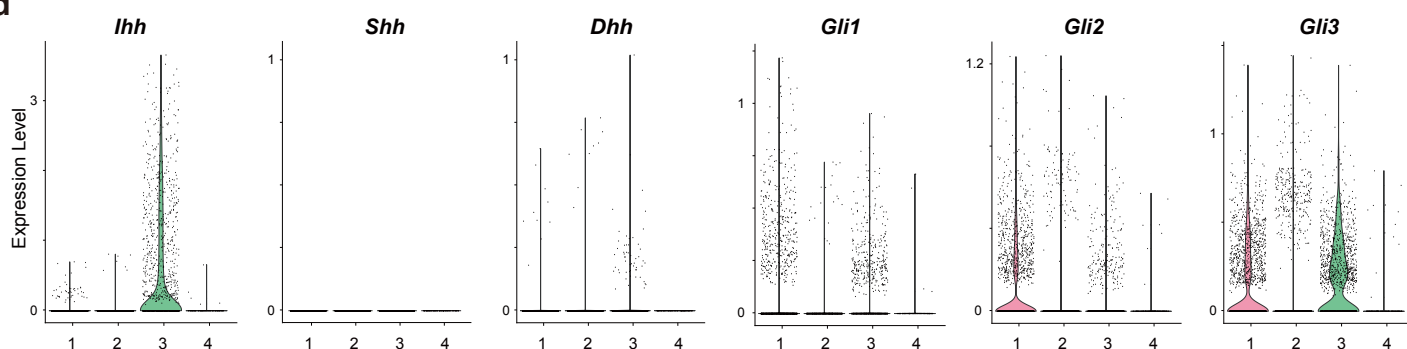

## **Supplementary Figure 5**

### **scRNA-seq analysis of juvenile and adult metaphyseal cells**

**a:** Unsupervised clustering based on canonical marker gene expression identifies osteoblasts, chondrocytes, and bone marrow stromal cells.

**b:** Left: UMAP visualization of scRNA-seq data from juvenile and adult metaphyseal cells. Right: UMAP plots for individual biological samples.

**c:** Expression patterns of lineage marker genes shown in UMAP plots (left) and corresponding cluster-wise expression levels (right).

**d:** Expression of Hedgehog ligands and downstream transcription factors.

**a**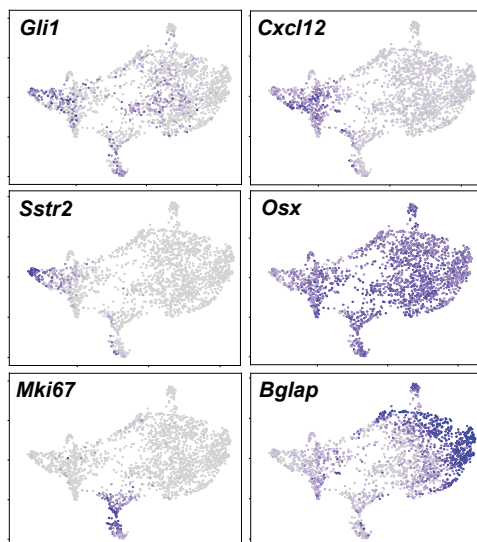**b**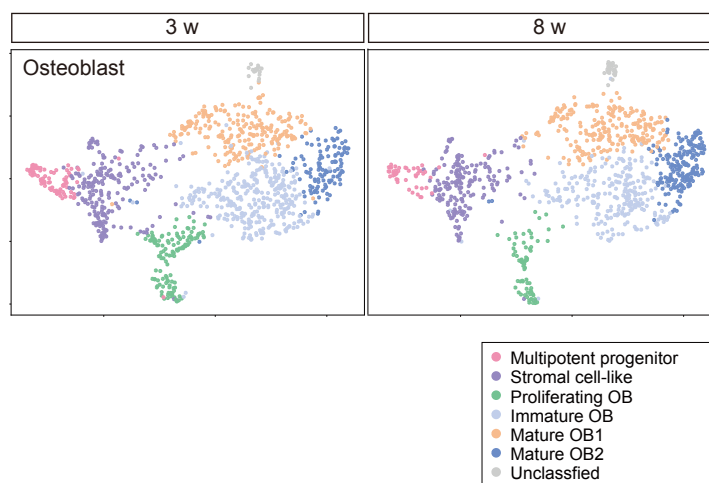**c**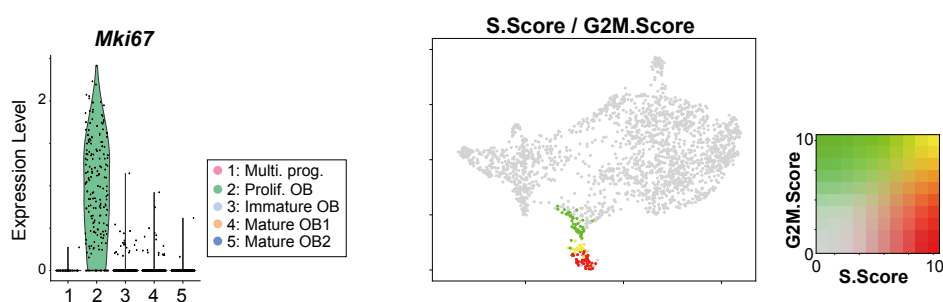**d**

Uniquely UP regulated genes in Proliferating OB cluster (3 wks)

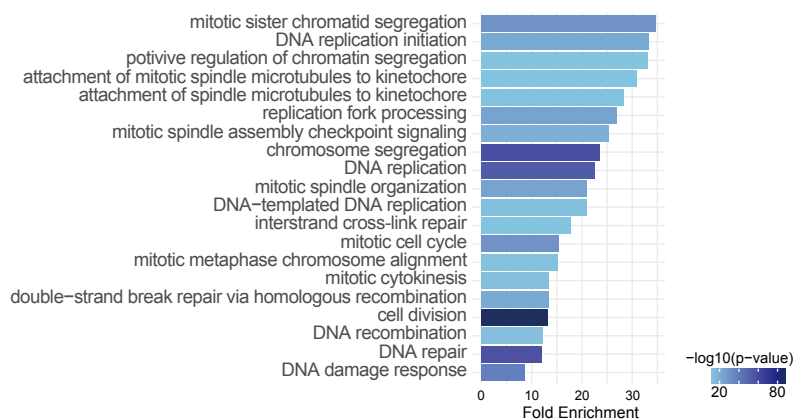**e**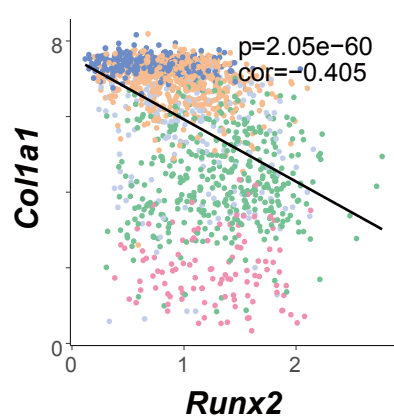**f**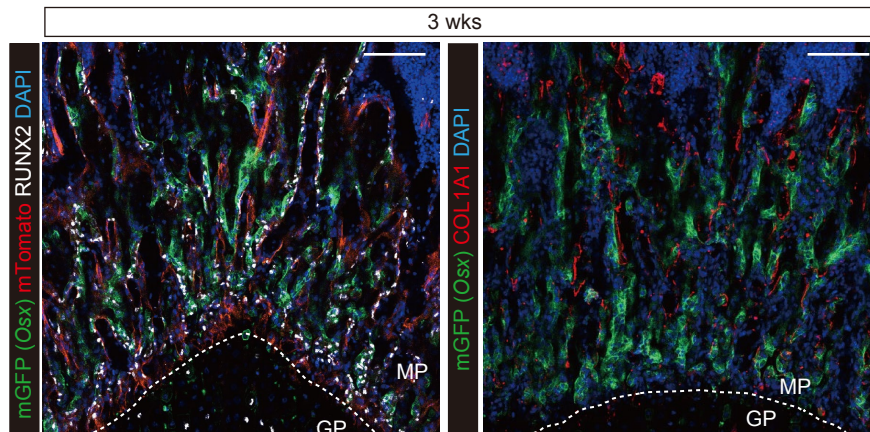

## Supplementary Figure 6

### scRNA-seq analysis of juvenile and adult osteoblast-lineage cells

- a:** UMAP plots showing expression patterns of marker genes in osteoblast-lineage cells.
- b:** Subclustering of juvenile and adult osteoblast-lineage cells. Clusters were annotated based on lineage marker gene expression profiles.
- c:** Left: Expression levels of *Mki67* in each cluster. Right: Cell cycle scores visualized in UMAP plots. Active proliferation is restricted to the proliferating osteoblast (Proliferating OB) cluster.
- d:** Gene Ontology analysis of genes uniquely upregulated in the juvenile Proliferating OB cluster (adjusted  $p < 0.05$ ,  $\log_2$  fold change  $> 1$ ), showing enrichment of pathways related to DNA replication and DDR.
- e:** Single-cell analysis showing negative correlation between *Runx2* and *Col1a1* expression. Pearson's correlation coefficients and P values were calculated using the `cor.test` function in R (version 4.3.2). All tests were two-sided with the null hypothesis of no correlation ( $\rho = 0$ ).
- f:** Immunofluorescence analysis of RUNX2 and COL1A1 in the metaphysis of *Osx*-reporter mice. RUNX2 expression decreases, whereas COL1A1 expression increases with increasing distance from the growth plate. MP, metaphysis; GP, growth plate. Scale bar: f, 50  $\mu\text{m}$ .

Representative images are from at least three biologically independent mice.

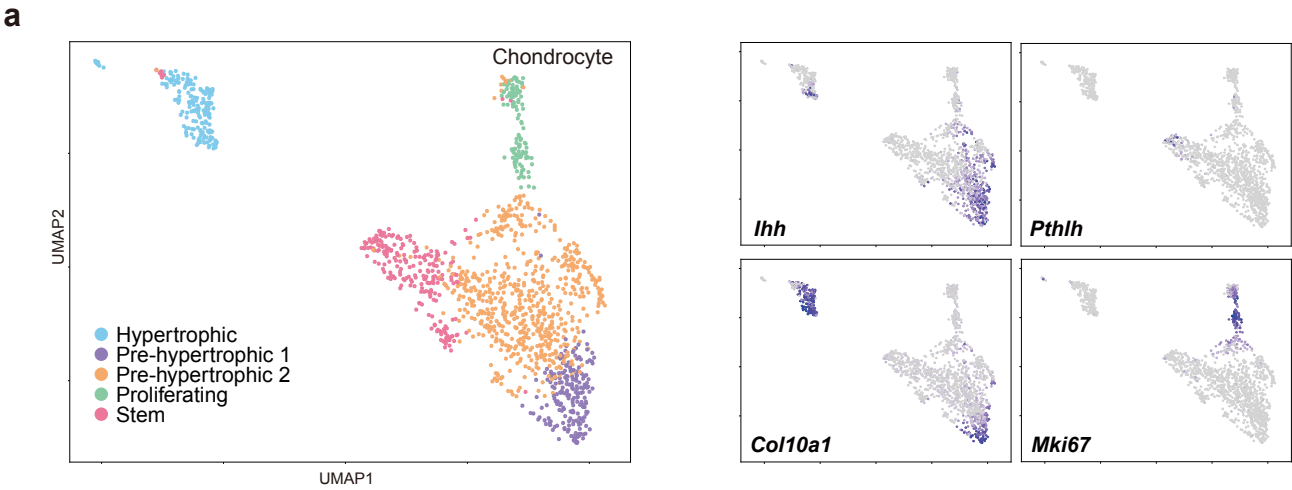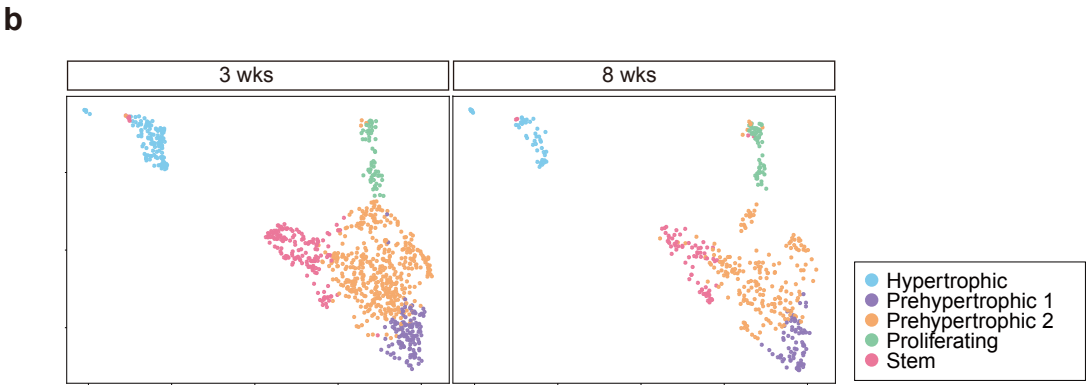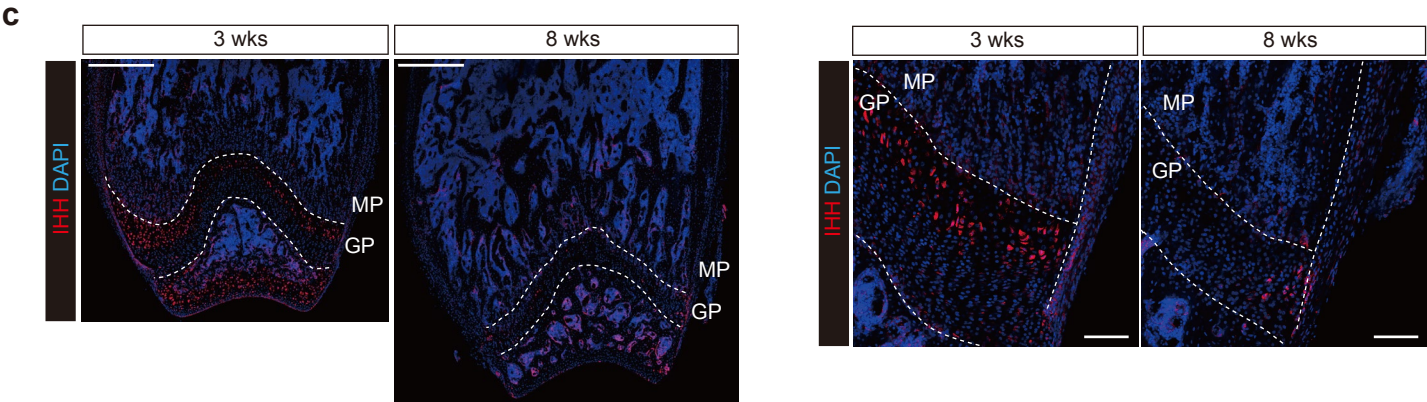

## **Supplementary Figure 7**

### **scRNA-seq analysis of juvenile and adult chondrocyte-lineage cells**

**a:** Left: Subclustering of chondrocyte-lineage cells. Right: UMAP plots showing expression patterns of marker genes in chondrocyte-lineage cells.

**b:** Subclustering of juvenile and adult chondrocyte-lineage cells.

**c:** Immunofluorescence analysis of IHH expression in juvenile and adult metaphysis. In juvenile mice, IHH is predominantly expressed in prehypertrophic chondrocytes within the growth plate, whereas in adult mice its expression is largely restricted to the perichondrium. MP, metaphysis; GP, growth plate.

Representative images are from at least three biologically independent mice. Scale bars: c, left, 500  $\mu\text{m}$ ; right, 50  $\mu\text{m}$ .

**a**

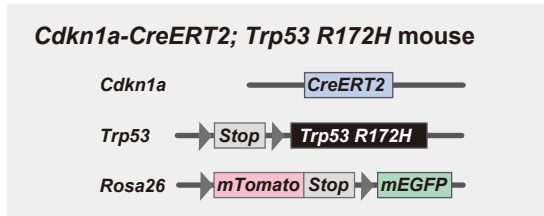

**b**

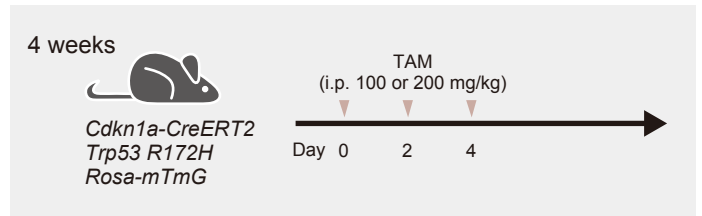

**c**

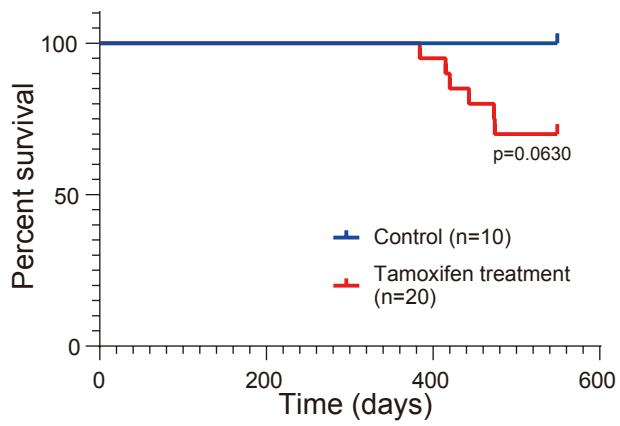

**d**

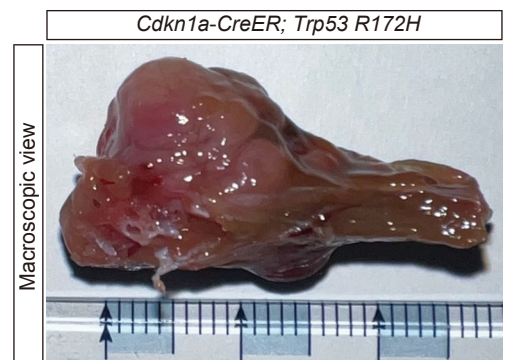

**e**

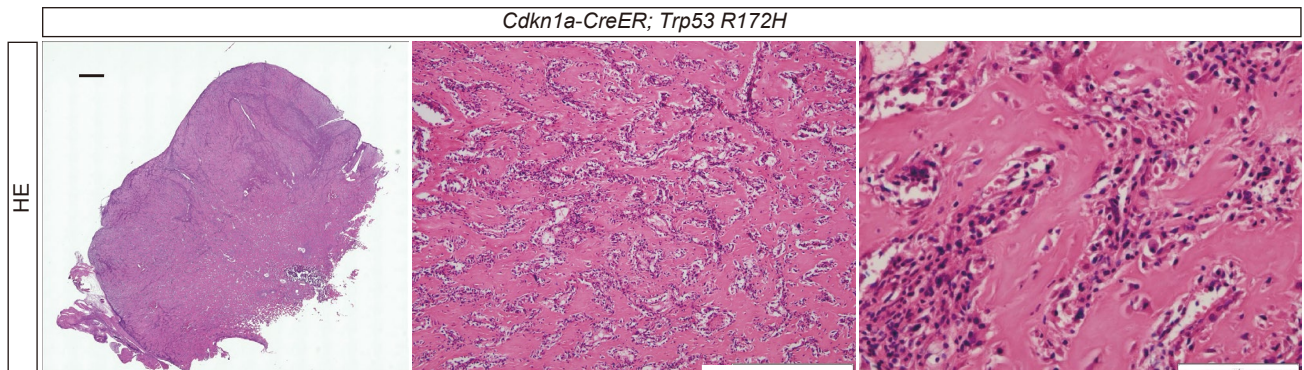

## **Supplementary Figure 8**

### **p53 inactivation in *p21*<sup>+</sup> cells induces osteosarcoma development**

- a:** Schematic representation of the genetic construct used to induce p53 inactivation in *p21*<sup>+</sup> cells *in vivo*.
- b:** Experimental protocol for induction of p53 inactivation in juvenile mice.
- c:** Survival curve of mice with p53 inactivation in *p21*<sup>+</sup> cells. Statistical significance was assessed using the log-rank (Mantel–Cox) test. n indicates the number of mice analyzed.
- d:** Macroscopic image showing spinal tumors in *p53*-mutant mice.
- e:** Histological analysis of a representative tumor from *p53*-mutant mice. The tumor exhibits features of osteogenic osteosarcoma, including extracellular osteoid formation. Similar histological features were confirmed in two independent tumors.

Scale bars: e, left, 1,000  $\mu\text{m}$ ; middle, 500  $\mu\text{m}$ ; right, 100  $\mu\text{m}$ .

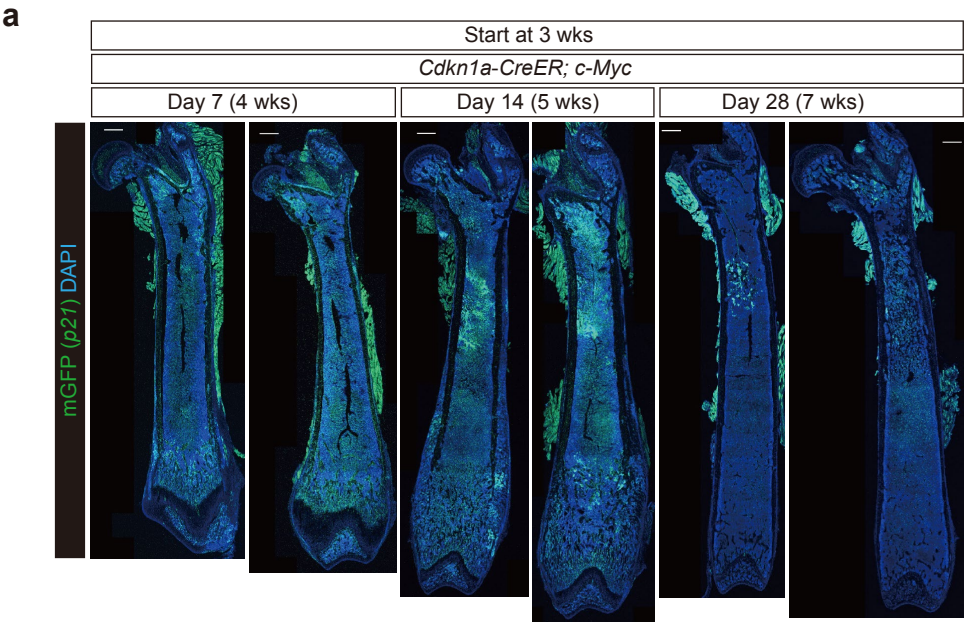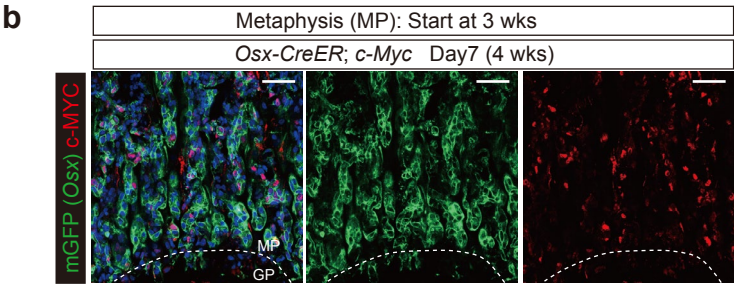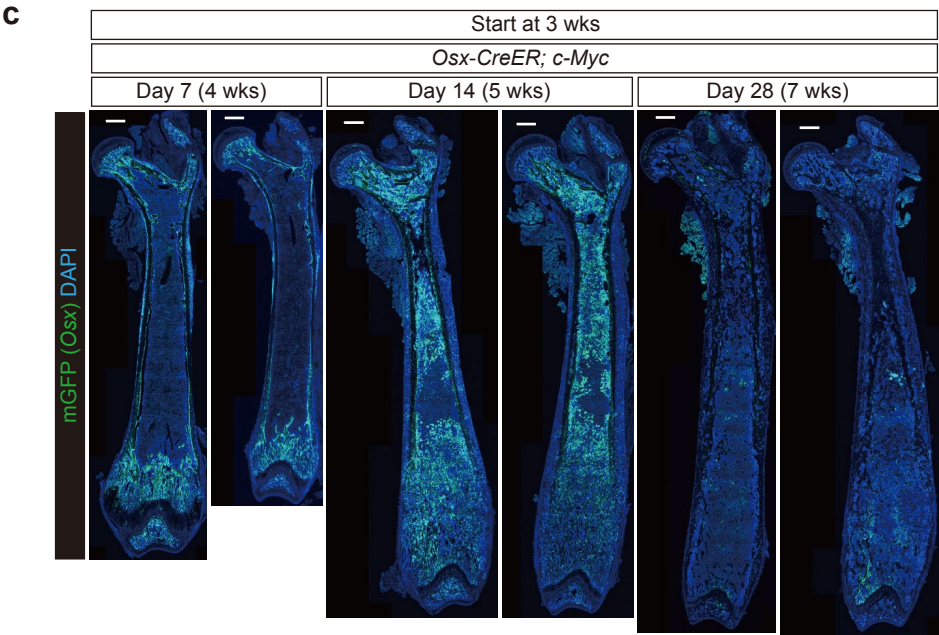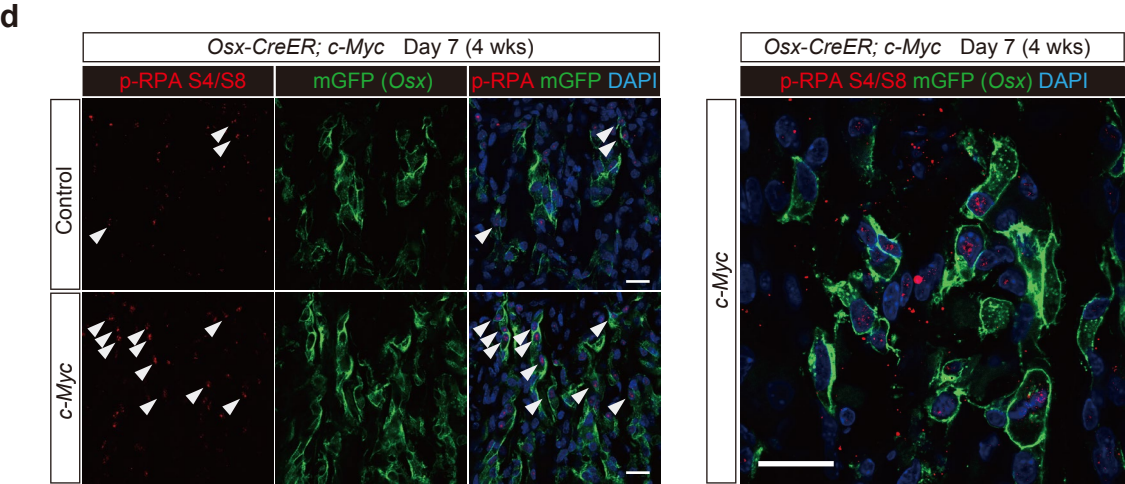

## Supplementary Figure 9

### Forced expression of *c-Myc* induces transient proliferation of juvenile osteoblasts

**a:** Transient expansion of mGFP<sup>+</sup> cells following *c-Myc* transduction in the *Cdkn1a-CreERT2* model. Expanded *p21*-mGFP<sup>+</sup> cells decline by day 28 (7 weeks of age). The day 14 and day 28 femurs shown are identical to those shown in Fig. 5i.

**b:** Immunofluorescence analysis of c-MYC expression in the metaphysis of *c-Myc*-induced mice. c-MYC is detected in *Osx*-mGFP<sup>+</sup> osteoblasts.

**c:** Transient expansion of osteoblasts following *c-Myc* transduction in the *Osx-CreERT2* model. Expanded mGFP<sup>+</sup> osteoblasts decline by day 28 (7 weeks of age). The day 7 femur shown in the left panel is identical to that shown in Fig. 5h.

**d:** Representative images of p-RPA staining in the femoral metaphysis following *c-Myc* induction in the *Osx-CreERT2* model.

Representative images are from at least three biologically independent mice. Scale bars: a and c, 500  $\mu$ m; b, 50  $\mu$ m; d, 20  $\mu$ m.

a

UP regulated genes in *c-Myc* osteoblasts

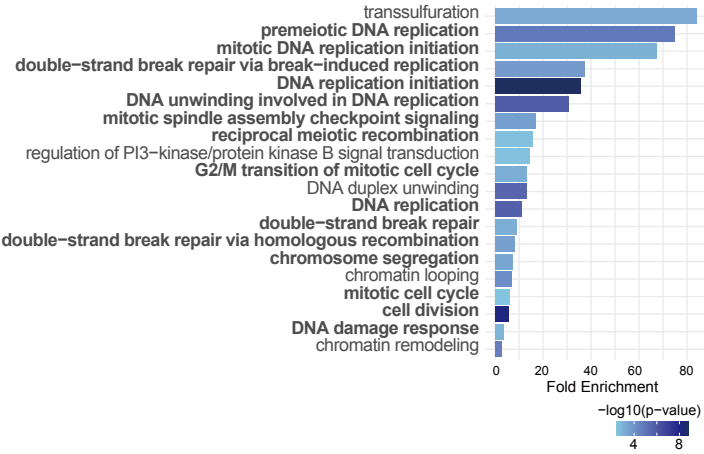

DOWN regulated genes in *c-Myc* osteoblasts

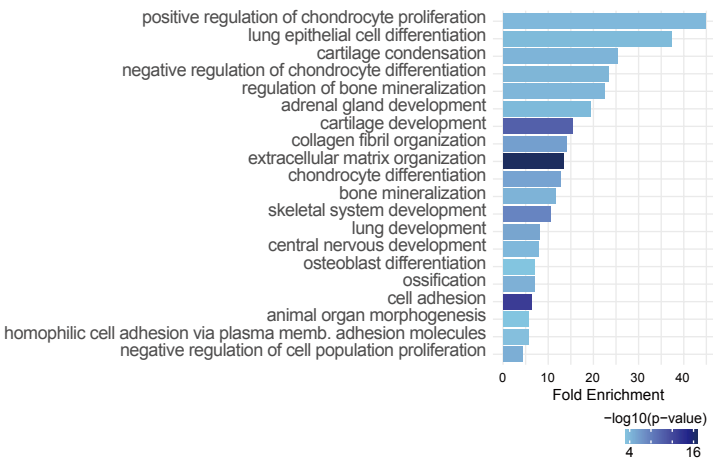

b

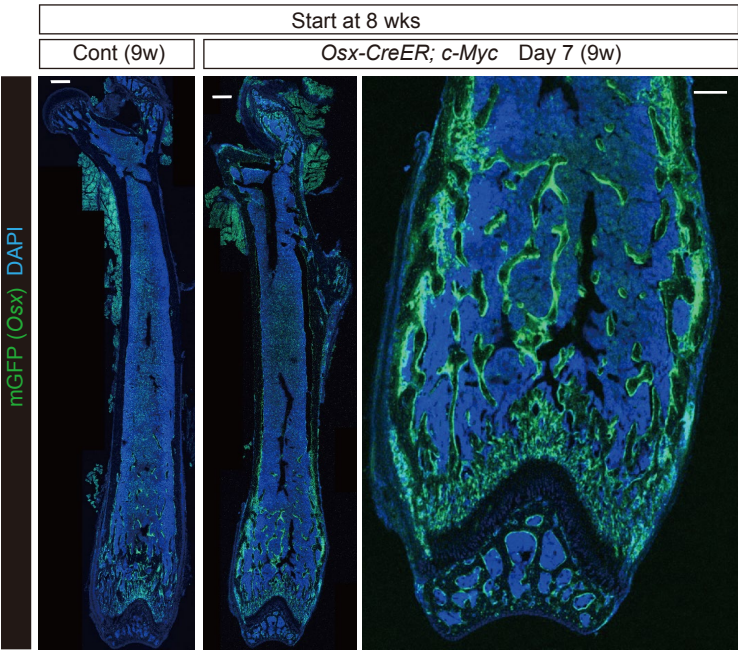

c

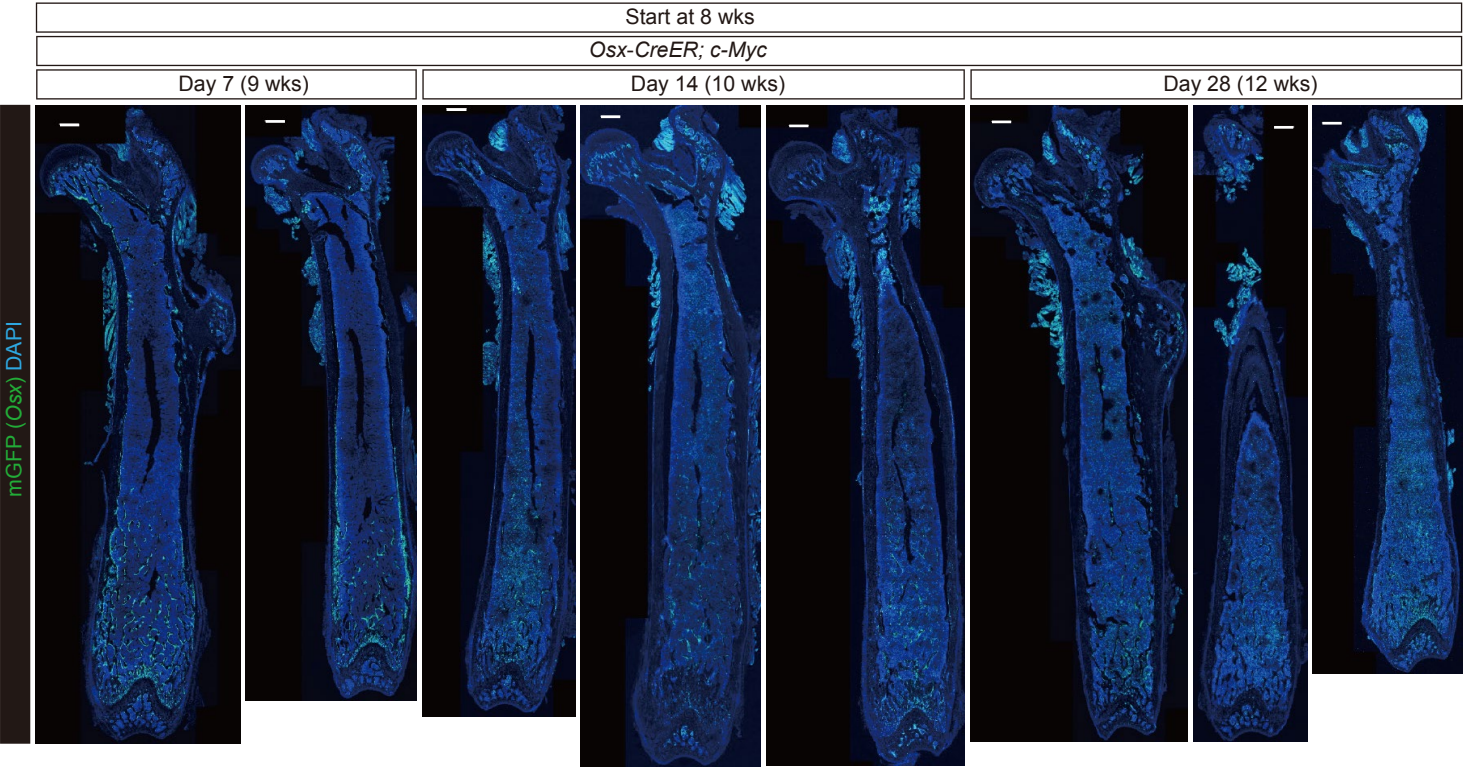

## Supplementary Figure 10

### Forced expression of *c-Myc* induces proliferation of juvenile but not adult osteoblasts

**a:** Gene Ontology analysis of genes upregulated following *c-Myc* transduction reveals enrichment of pathways related to DNA replication and DDR. Bold terms indicate gene ontology terms related to DNA replication or DDR. Differentially expressed genes were identified based on TPM values, with upregulated genes defined as adjusted  $p < 0.05$  and  $\log_2$  fold change  $> 3$ , and downregulated genes as adjusted  $p < 0.05$  and  $\log_2$  fold change  $< -3$ .

**b:** Effects of *c-Myc* transduction in adult osteoblasts. In contrast to juvenile mice, *c-Myc* expression does not induce robust osteoblast expansion in adult mice.

**c:** Time-course analysis of femurs following *c-Myc* transduction in adult *Osx*<sup>+</sup> osteoblasts. *c-Myc* expression does not induce expansion of adult *Osx*<sup>+</sup> osteoblasts.

Representative images are from at least three biologically independent mice. Scale bars: b, left and middle, 500  $\mu\text{m}$ , right, 200  $\mu\text{m}$ ; c, 500  $\mu\text{m}$ .

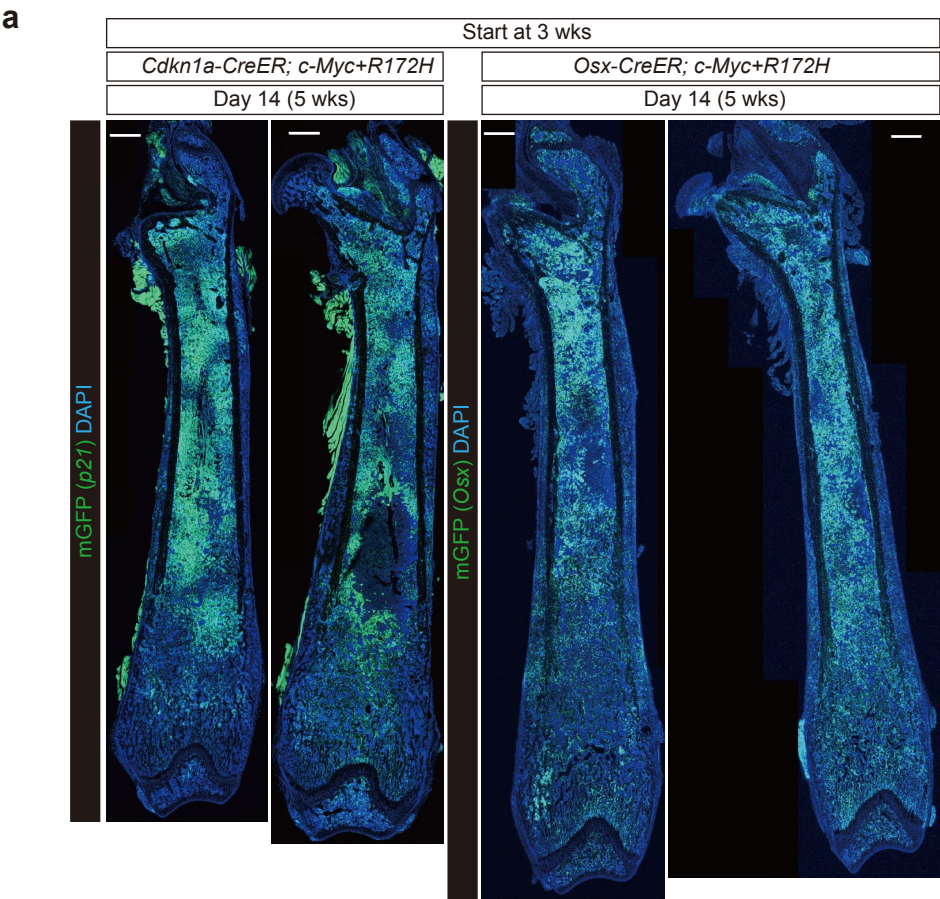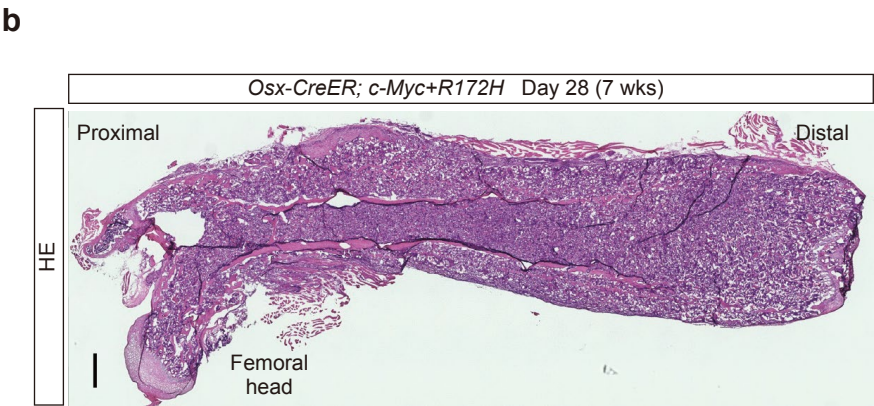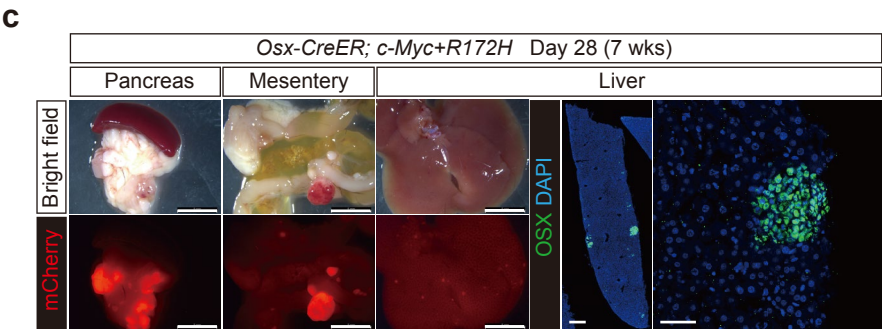

## Supplementary Figure 11

### **p53 inactivation enables continuous expansion of *c-Myc*-induced juvenile osteoblasts**

**a:** Expansion of mGFP<sup>+</sup> cells following combined induction of *c-Myc* and *Trp53R172H* in the *Cdkn1a-CreERT2* and *Osx-CreERT2* models. mGFP<sup>+</sup> cells expand with similar kinetics in both models.

**b:** HE staining of femurs from *c-Myc*; *Trp53R172H* mice in the *Osx-CreERT2* model. Mice were analyzed at 7 weeks of age, 28 days after the initial tamoxifen treatment. The entire femur is replaced by cancerous tissue exhibiting histological features characteristic of osteogenic osteosarcoma.

**c:** Multiple metastases derived from *Osx*<sup>+</sup> osteoblasts. OSX<sup>+</sup> cells are disseminated in the pancreas, mesentery, and liver 28 days after the combined induction of p53 inactivation and *c-Myc* expression.

Representative images are from at least three biologically independent mice. Scale bars: a and b, 500  $\mu$ m; c, stereomicroscopic images, 5 mm, immunofluorescence images, left, 200  $\mu$ m, right, 50  $\mu$ m.

**a**

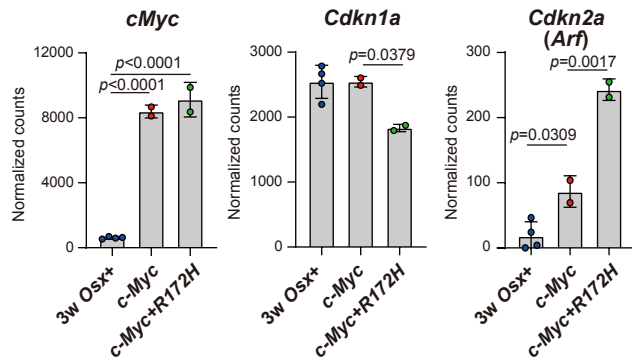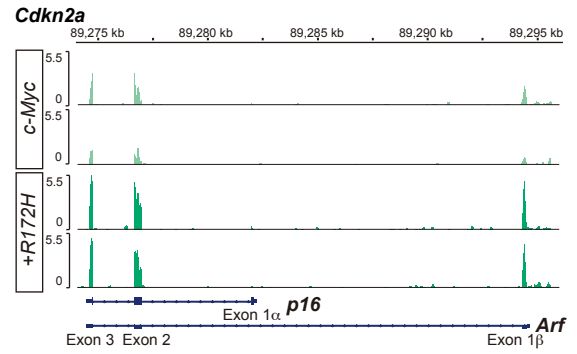

**b**

UP regulated genes in *c-Myc+R172H* osteoblasts

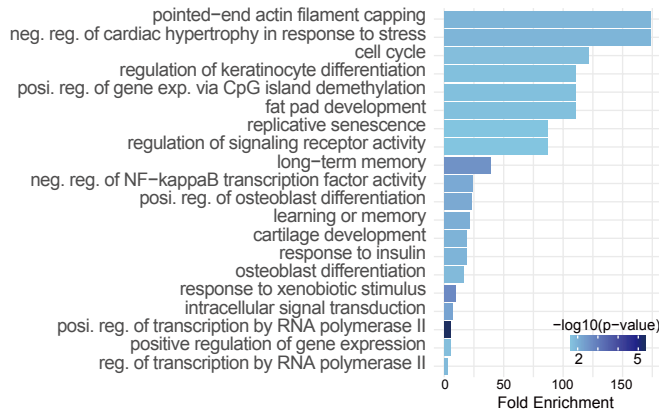

DOWN regulated genes in *c-Myc+R172H* osteoblasts

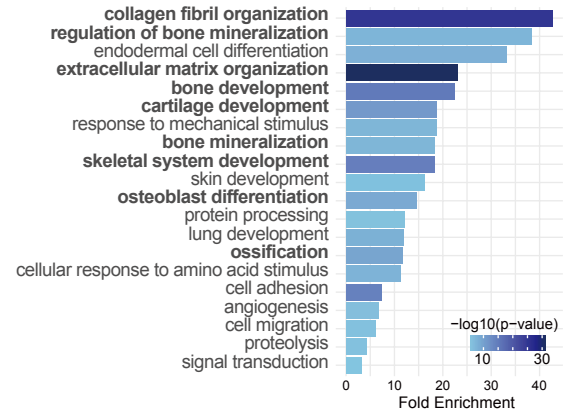

**c**

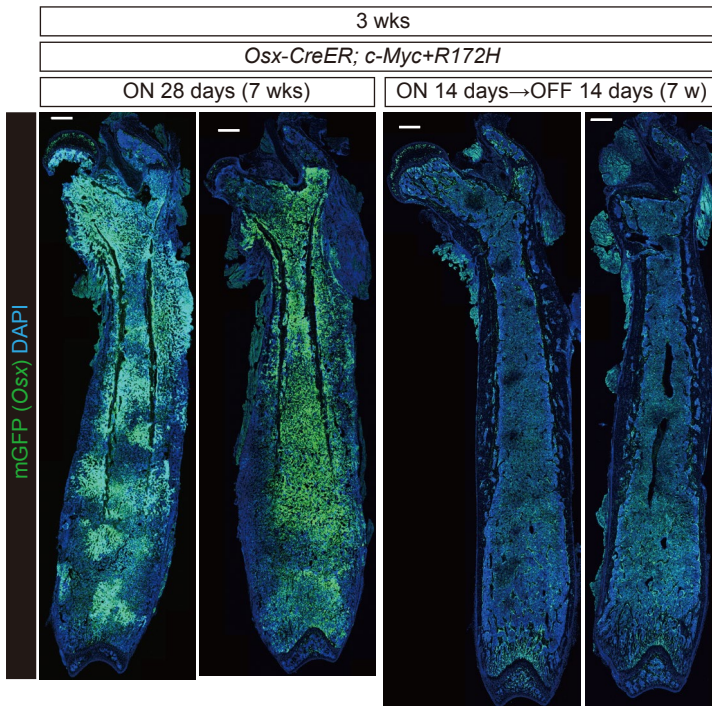

**d**

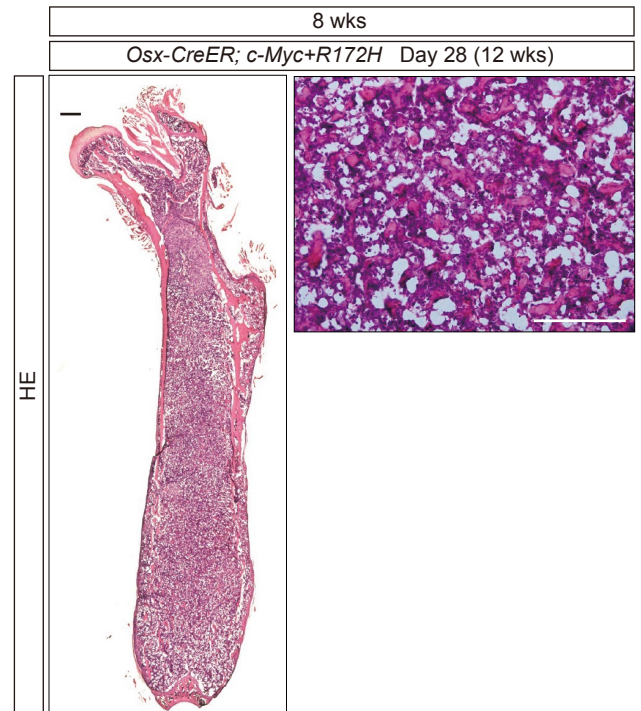

**e**

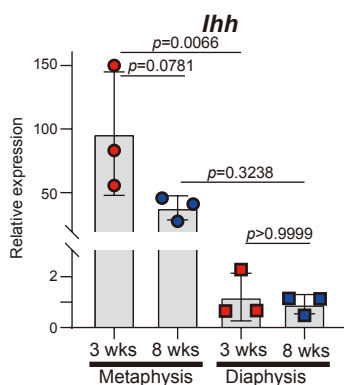

## Supplementary Figure 12

### p53 inactivation enables expansion of *c-Myc*-induced osteoblasts even in adult mice

**a:** Normalized RNA-seq counts of *c-Myc*, *Cdkn1a*, and *Cdkn2a* in *Osx*<sup>+</sup> osteoblasts. Each dot represents an RNA-seq sample generated from pooled *Osx*<sup>+</sup> osteoblasts. Sample sizes were n = 4 for 3w *Osx*<sup>+</sup> and n = 2 for *c-Myc* and *c-Myc*+*R172H*. Right, Integrative Genomics Viewer (IGV) tracks showing that *Arf* expression, elevated in *c-Myc*-induced osteoblasts, is further increased upon p53 inactivation, whereas *p16* expression is undetectable.

**b:** Gene Ontology analysis of genes downregulated following p53 inactivation reveals suppression of osteoblast differentiation. Bold terms indicate gene ontology terms related to osteoblast differentiation, skeletal development, or extracellular matrix organization. Differentially expressed genes were identified based on TPM values with adjusted p < 0.05.

**c:** Withdrawal of *c-Myc* expression suppresses abnormal growth of *c-Myc*+*Trp53R172H* osteoblasts. *c-Myc* was induced in p53-inactivated osteoblasts for 2 weeks starting at 3 weeks of age, followed by a 2-week withdrawal period with tetracycline administration in drinking water. Expansion of mGFP<sup>+</sup> osteoblasts is no longer observed, indicating that sustained *c-Myc* expression is required for abnormal growth.

**d:** Combined induction of *c-Myc* and p53 inactivation in adult osteoblasts (8 weeks of age) results in osteosarcoma formation. HE staining shows extensive replacement of femoral tissue by osteogenic osteosarcoma.

**e:** RT-qPCR analysis of *Ihh* expression in metaphyseal and diaphyseal regions isolated from juvenile and adult mice. Each dot represents one biologically independent mouse. Each cohort consisted of three biological replicates.

Source data are provided as a Source Data file. Data are shown as mean ± SD. Representative images are from at least three biologically independent mice. Statistical significance was determined by two-sided one-way ANOVA with Tukey's adjustment for multiple comparisons. Exact P values are indicated in the figure. Scale bars: c, 500 μm; d, left, 500 μm, right, 200 μm.

Table S1: Gene sets significantly enriched in c-Myc+Trp53 R172H osteoblasts compared to c-Myc osteoblasts

| ID                                         | setSize | enrichmentScore | NES        | pvalue      | p.adjust    | qvalue      |
|--------------------------------------------|---------|-----------------|------------|-------------|-------------|-------------|
| HALLMARK_EPITHELIAL_MESENCHYMAL_TRANSITION | 117     | -0.752833723    | -2.9232197 | 1.00E-10    | 2.45E-09    | 1.37E-09    |
| HALLMARK_MYOGENESIS                        | 83      | -0.688715142    | -2.5250784 | 1.00E-10    | 2.45E-09    | 1.37E-09    |
| HALLMARK_ANGIOGENESIS                      | 21      | -0.823266463    | -2.2828876 | 1.30E-07    | 2.13E-06    | 1.19E-06    |
| HALLMARK_COAGULATION                       | 46      | -0.680676648    | -2.2436315 | 2.39E-07    | 2.93E-06    | 1.64E-06    |
| HALLMARK_E2F_TARGETS                       | 184     | 0.400193533     | 1.92666344 | 3.51E-07    | 3.44E-06    | 1.92E-06    |
| HALLMARK_MTORC1_SIGNALING                  | 172     | -0.463569883    | -1.8893604 | 3.86E-06    | 3.15E-05    | 1.76E-05    |
| HALLMARK_P53_PATHWAY                       | 137     | -0.467815761    | -1.8484099 | 2.10E-05    | 1.47E-04    | 8.23E-05    |
| HALLMARK_GLYCOLYSIS                        | 132     | -0.475046387    | -1.8698716 | 5.10E-05    | 3.12E-04    | 1.74E-04    |
| HALLMARK_HYPOXIA                           | 122     | -0.457379539    | -1.7813316 | 8.67E-05    | 4.25E-04    | 2.37E-04    |
| HALLMARK_OXIDATIVE_PHOSPHORYLATION         | 184     | 0.348926078     | 1.67984503 | 8.41E-05    | 4.25E-04    | 2.37E-04    |
| HALLMARK_APOPTOSIS                         | 98      | -0.467889979    | -1.7639665 | 3.92E-04    | 0.001599086 | 8.93E-04    |
| HALLMARK_G2M_CHECKPOINT                    | 179     | 0.333565561     | 1.59846451 | 3.67E-04    | 0.001599086 | 8.93E-04    |
| HALLMARK_APICAL_JUNCTION                   | 92      | -0.478646978    | -1.7863759 | 4.67E-04    | 0.001760041 | 9.83E-04    |
| HALLMARK_KRAS_SIGNALING_UP                 | 65      | -0.512462535    | -1.814398  | 9.73E-04    | 0.003233225 | 0.001805883 |
| HALLMARK_TNFA_SIGNALING_VIA_NFKB           | 105     | 0.374399174     | 1.64525856 | 9.90E-04    | 0.003233225 | 0.001805883 |
| HALLMARK_INTERFERON_GAMMA_RESPONSE         | 77      | -0.467304788    | -1.6863765 | 0.002622559 | 0.008031585 | 0.004485955 |
| HALLMARK_UV_RESPONSE_DN                    | 94      | -0.429517685    | -1.6077497 | 0.004564916 | 0.0131577   | 0.007349091 |
| HALLMARK_UNFOLDED_PROTEIN_RESPONSE         | 104     | -0.415853924    | -1.5843632 | 0.005729795 | 0.015597774 | 0.008711968 |
| HALLMARK_INFLAMMATORY_RESPONSE             | 53      | -0.491349575    | -1.6845264 | 0.008127451 | 0.019912255 | 0.011121775 |
| HALLMARK_COMPLEMENT                        | 84      | -0.428239188    | -1.5741866 | 0.007865954 | 0.019912255 | 0.011121775 |
| HALLMARK_PROTEIN_SECRETION                 | 74      | -0.432706995    | -1.5564727 | 0.009248462 | 0.021579745 | 0.012053134 |
| HALLMARK_IL2_STAT5_SIGNALING               | 101     | -0.389774093    | -1.4746551 | 0.016198877 | 0.036079317 | 0.020151713 |
| HALLMARK_ANDROGEN_RESPONSE                 | 72      | -0.409976972    | -1.4668871 | 0.019970198 | 0.042545205 | 0.023763165 |

## **Supplementary Table S1**

### **Gene sets significantly enriched in *c-Myc+Trp53 R172H* osteoblasts compared with *c-Myc* osteoblasts**

Gene set enrichment analysis was performed using MSigDB Hallmark gene sets. 

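The normalized enrichment score of GSEA describes where the genes of a set lie in the list of all genes ranked by fold change, scaled by the scores of random sets of the same size. A positive score places the set among the genes that are higher in *c-Myc* + *R172H* osteoblasts. The permutations behind these scores rearrange genes and not libraries, so the p-values do not include the spread between replicates, of which there were 2 in each group. The ranking by log2 fold change gives genes with few counts the same standing as genes with many.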

Genes were ranked by log2 fold change between *c-Myc+Trp53 R172H* and *c-Myc* osteoblasts. Nominal P values were calculated by permutation-based GSEA, and P values were adjusted for multiple comparisons using the Benjamini–Hochberg method. Positive and negative normalized enrichment scores indicate enrichment in *c-Myc+Trp53 R172H* and *c-Myc* osteoblasts, respectively.

Table S2: Primers

| Name                                | Sequence                   |
|-------------------------------------|----------------------------|
| Genotyping                          |                            |
| Osx_CreERT2_Fw                      | CTTGAGAGGAGACGGGACAG       |
| Osx_CreERT2_Rv                      | TCTTGCGAACCTCATCACTC       |
| Osx_CreERT2_Rv for WT               | TCTGACCCCTGGCTATGTTC       |
| p21_ires_CreERT2_Fw                 | TAGAGCCCTGTCCCTCTGAC       |
| p21_ires_CreERT2_Rv                 | AGACCCCTAGGAATGCTCGT       |
| p21_ires_CreERT2_Rv for WT          | GTTTGGAGACTGGGAGAGGG       |
| Rosa26_mTmG_Fw                      | GTAAGGGAGCTGCAGTGGAG       |
| Rosa26_mTmG_Rv                      | GGGGCGTACTTGGCATATGA       |
| Rosa26_mTmG_Rv for WT               | ACCTGTTCAATTCCCCTGCA       |
| Rosa26_LSL_tTA_Fw                   | AAAGTCGCTCTGAGTTGTTAT      |
| Rosa26_LSL_tTA_Rv                   | GCGAAGAGTTTGTCCCTCAACC     |
| Rosa26_LSL_tTA_Rv for WT            | GGAGCGGGAGAAATGGATATG      |
| Trp53_LSL_R172H_Fw                  | AGGTGTGGCTTCTGGCTTC        |
| Trp53_LSL_R172H_Rv                  | CCAGCTCATTCTCCCACTC        |
| Trp53_LSL_R172H_Rv for WT           | GAACTTTTCAACAAGAACCAGATCA  |
| Col1a1_TetO_cMyc_mCherry_Fw         | TTCACCAGTTCAATCATCCCAGGTGC |
| Col1a1::TetO-cMyc_mCherry_RV        | GCAGAAGCGCGGCCGTCTGG       |
| Col1a1::TetO-cMyc_mCherry_RV for WT | CAGCTACCCCTCCATGTGTGAC     |
| RT-qPCR                             |                            |
| Ihh-Fw                              | CCCAACTACAATCCCGACAT       |
| Ihh-Rv                              | AGTTCAGACGGTCCTTGACAG      |
| Gapdh-Fw                            | AGGTCGGTGTGAACGGATTTG      |
| Gapdh-Rv                            | TGTAGACCATGTAGTTGAGGTCA    |

**Supplementary Table S2**  
**Primers used in this study**

# Supplementary material for: Inherent tissue homeostasis of the juvenile metaphysis provides a foundation for osteosarcoma development
**Source:** Nat Commun. 2026 Jun 26;17:6241. doi: 10.1038/s41467-026-74929-6
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

Imaging: IX71 (OLYMPUS ), LSM900 (Zeiss), BZ-X710 (KEYENCE)  
FACS: FACS Melody (BD)

## Data analysis

Microsoft Excel for Mac (16.97.2)  
 GraphPad Prism 8 (v8.4.3)  
 Flowjo (v10.10.0)  
 Image J 64bit (v1.54)  
 Fiji (v1.54)  
 Cell Ranger pipelines (v7.2.0)  
 Seurat package (v5.0.1)  
 Doublet Finder (v2.0.4)  
 Python package scVelo (v0.3.0. 2)  
 Velocyto (v0.17.17)  
 cutadapt (v4.6)  
 STAR (v2.7.11a)  
 HTSeq-count (v2.0.5)  
 DESeq2 (v1.42.0)  
 HOMER (v4.11)  
 DAVID (v6.8)  
 R (v4.3.2)  
 Adobe Illustrator (v30.5.1)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNA-seq and scRNA-seq data have been deposited in the Gene Expression Omnibus under accession codes GSE297565 and GSE333438.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

Sex was reported for both animal experiments and human samples where available. Male mice were used for RNA-seq and scRNA-seq experiments, whereas both male and female mice were used for other experiments. Sex was not considered as a biological variable in the study design or statistical analyses because the study focused on age- and tissue context-dependent osteoblast responses. For human samples, sex was determined from clinical records, and sex/gender-based comparisons were not performed because the samples were used only to confirm p21 expression in juvenile metaphyseal osteoblasts by immunohistochemistry.

### Reporting on race, ethnicity, or other socially relevant groupings

Not applicable. Human tissue samples were used only to confirm p21 expression in juvenile metaphyseal osteoblasts by immunohistochemistry, and no race-, ethnicity- or socially relevant grouping-based analyses were performed.

### Population characteristics

The samples were selected based on the availability of juvenile metaphyseal tissue suitable for immunohistochemical analysis. Sex was determined from clinical records. No race, ethnicity or other socially relevant grouping-based analyses were performed because the samples were used only to confirm p21 expression in juvenile metaphyseal osteoblasts by immunohistochemistry.

### Recruitment

No participants were recruited specifically for this study. Archival paraffin-embedded human distal femur tissue samples were selected retrospectively based on the availability of juvenile metaphyseal tissue suitable for immunohistochemical analysis. Informed consent was obtained from each participant or their legal guardian, and participants received no compensation.

### Ethics oversight

The use of human tissue samples was approved by the Research Ethics Committee of the Graduate School of Medicine and Faculty of Medicine, The University of Tokyo. Informed consent was obtained from each participant or their legal guardian.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Biological replicates were at least n=3 unless otherwise noted. The sample size are indicated in the figure legends.<br>No statistical method was used to predetermine sample sizes, but our sample sizes are similar to those reported in previous publications, such as Hoare et al., Nat Cell Biol. 2016; Bird et al., Science translational medicine 2018 and Amor et al., Nature 2020. |
| Data exclusions | We excluded a few mice which unexpectedly died after tamoxifen treatment. In scRNA-seq analysis, cells with 1,500 < nFeature , 5,000 < nCount < 75,000, and low mitochondrial gene expression (< 20%) were further analyzed.                                                                                                                                                                |
| Replication     | All experiments (except for bulk RNA-seq and scRNA-seq) were performed at least 3 times and we were able to confirm the reproducibility of our results.                                                                                                                                                                                                                                     |
| Randomization   | Experimental groups were based on their genotypes.                                                                                                                                                                                                                                                                                                                                          |
| Blinding        | The investigators were not blinded to allocation during experiments or analysis, as group allocation was clearly visible in the sample due to phenotypic changes.                                                                                                                                                                                                                           |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Clinical data               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>Primary antibodies for immunostaining and immunofluorescence:</p> <p>rat anti-EMCN (1:200; SC-65495, Santa Cruz)</p> <p>rabbit anti-OSX (1:500–1:750; ab209484, Abcam)</p> <p>rabbit anti-p21 (1:500–1:750; ab188224, Abcam)</p> <p>rabbit anti-Ki67 (1:200; ab16667, Abcam)</p> <p>rabbit anti-c-MYC (1:200; ab32072, Abcam)</p> <p>rabbit anti-RUNX2 (1:500–1:750; ab192256, Abcam)</p> <p>rabbit anti-IHH (1:500–1:1000; ab39634, Abcam)</p> <p>rabbit anti-phospho-Histone H2A.X (Ser139) (1:500–1:750; 9718, Cell Signaling)</p> <p>rabbit anti-cleaved caspase-3 (Asp175) (1:200; 9661, Cell Signaling)</p> <p>rabbit anti-phospho-p53 (Ser15) (1:200–1:500; 9284, Cell Signaling)</p> <p>rabbit anti-integrin <math>\beta</math>3 (1:200; 4702, Cell Signaling)</p> <p>rabbit anti-COL1A1 (1:200; CL50151AP, Cedarlane)</p> <p>rabbit anti-p-RPA (pS4/S8) (1:400; ab87277, Abcam)</p> <p>HRP-conjugated secondary antibodies:</p> <p>Histofine (Nichirei)</p> <p>Fluorescent secondary antibodies:</p> <p>Alexa Fluor 647-conjugated donkey anti-rabbit IgG (A31573, Invitrogen)</p> <p>Alexa Fluor 488-conjugated goat anti-rabbit IgG (A11034, Invitrogen)</p> <p>Alexa Fluor 647-conjugated goat anti-rat IgG (A21247, Invitrogen)</p> <p>Antibodies for MACS and fluorescence-activated cell sorting (FACS):</p> <p>eFluor450-conjugated anti-CD31 (clone 390; Cat. No. 48-0311-82)</p> <p>eFluor450-conjugated anti-CD45 (clone 30F-11; Cat. No. 48-0451-82)</p> <p>eFluor450-conjugated anti-TER119 (clone TER119; Cat. No. 48-5921-82)</p> |
| Validation      | The primary antibodies used in this study are commercially available and have been validated by the manufacturers for the indicated                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |

## Validation

applications and species. Antibody specificity was further supported by the expected tissue, cellular or subcellular staining patterns observed in this study, and, where applicable, by genetic or reporter-based validation, including p21 reporter overlap.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Cell line source(s)

V6.5 mouse embryonic stem cells (ESCs) were used for the generation of genetically modified mouse lines. V6.5 ESCs were originally derived from F1 hybrid embryos of C57BL/6 and 129/Sv mice and have been described previously.

## Authentication

The targeted ESC clones were validated by PCR-based genotyping and sequencing of the targeted genomic loci before blastocyst injection.

## Mycoplasma contamination

ESC cultures were confirmed to be negative for mycoplasma contamination.

Commonly misidentified lines  
(See [ICLAC](#) register)

The V6.5 ESC line is not listed in the database of commonly misidentified cell lines maintained by ICLAC.

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

All mice were housed in a specific pathogen-free animal facility under a 12 h light/12 h dark cycle with a temperature of 20–24 °C and a humidity of 45–65%, with food and water provided ad libitum.  
Pseudopregnant ICR and male/female ICR (8–10 week old) mice were obtained from Japan SLC to make chimeric mice.  
C57BL/6 mice were also obtained from Japan SLC.  
Cdkn1a reporter, Osx reporter, Control, and c-Myc-inducible mice were developed in this laboratory.  
Rosa LSL-tTA mice were described previously (Taguchi et al., 2025).  
Col1a1::TetO-cMyc-IRES-mCherry mice were described previously (Hirano et al., 2022).  
Rosa26-mTmG and Trp53-LSL-R172H mice were obtained from Jackson Laboratories.

Strain genotype/Source /Genetic background / substrain Age used.

p21-IRES-CreERT2 knock-in/Generated in this study using V6.5 ESCs/mixed C57BL/6–129x1/Sv/3–8 weeks, E16.5 where indicated  
Osx-CreERT2 knock-in/Generated in this study using V6.5 ESCs/mixed C57BL/6–129x1/Sv 3–8 weeks, as indicated  
Rosa26-mTmG reporter/The Jackson Laboratory/mixed after breeding; original strain from JAX/3–8 weeks, E16.5 where indicated  
Rosa26-LSL-tTA knock-in/Previously described; maintained in-house/mixed C57BL/6–129x1/Sv/3 or 8 weeks for induction experiments  
Col1a1::TetO-cMyc-IRES-mCherry knock-in/Previously described; maintained in-house/mixed C57BL/6–129x1/Sv/3 or 8 weeks for induction experiments  
Trp53-LSL-R172H knock-in/The Jackson Laboratory/mixed after breeding; original strain from JAX/mixed C57BL/6–129x1/Sv 3–8 weeks, as indicated  
p21-IRES-CreERT2; Rosa26-mTmG; Atm KO chimeric mice/Generated in this study by CRISPR/Cas9-mediated editing of ESCs followed by blastocyst injection/mixed/chimeric background age indicated in figures  
C57BL/6J wild-type mice/Japan SLC C57BL/6J/3, 6 or 8 weeks, as indicated  
ICR mice/Japan SLC/ICR/8-week-old females for blastocyst preparation/transfer

## Wild animals

N/A

## Reporting on sex

We used both male and female mice.  
For transcriptomic analysis (RNA-seq and scRNA-seq), only males were used.

## Field-collected samples

N/A

## Ethics oversight

All animal experiments were approved by the Animal Experiment Committees of the Institute of Medical Science (IMSUT) and the Graduate School of Medicine, The University of Tokyo. All animal care and procedures were conducted in accordance with institutional guidelines.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

## Clinical trial registration

Not applicable. This study did not involve a clinical trial; human tissue samples were used only for immunohistochemical analysis.

## Study protocol

N/A

|                 |     |
|-----------------|-----|
| Data collection | N/A |
| Outcomes        | N/A |

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | N/A |
| Novel plant genotypes | N/A |
| Authentication        | N/A |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

mGFP+ osteoblasts were isolated from 3- and 8-week-old *Osx-CreERT2*; *mTmG* mice for RNA-seq analysis. Two femurs and two tibias were dissected from each mouse, and surrounding soft tissues were carefully removed. For control samples, femurs and tibias from two male mice were pooled per replicate. For c-Myc-induced and c-Myc + Trp53-R172H osteoblasts, mGFP+ cells were isolated from *Osx-CreERT2*; *mTmG*; *LSL-tTA*; *Col1a1::TetO-c-Myc* and *Osx-CreERT2*; *mTmG*; *LSL-tTA*; *Col1a1::TetO-c-Myc*; *Trp53-LSL-R172H* mice, respectively (both male and female), 7 days after tamoxifen administration. To isolate cells specifically from the metaphyseal region, the epiphysis was carefully removed at the midpoint of the growth plate using forceps. Residual chondrocytes from the growth plate were thoroughly removed under a stereomicroscope. The diaphysis was then trimmed approximately 2 mm (for 3- and 8-week-old *Osx-CreERT2*; *mTmG* mice) or 5 mm (for 5-week-old *Osx-CreERT2*; *mTmG*; *LSL-tTA*; *Col1a1::TetO-c-Myc* and *Osx-CreERT2*; *mTmG*; *LSL-tTA*; *Col1a1::TetO-c-Myc*; *Trp53-LSL-R172H* mice) distal to the growth plate.

The harvested metaphyseal regions from distal femurs and proximal tibias were transferred to digestion buffer comprising M199 with Hanks' salts (Gibco) containing 250 U/mL type I collagenase (Worthington), 250 U/mL type II collagenase (Worthington), 100 U/mL DNase I (1 mg/mL; Roche), 1 mg/mL poloxamer 188 (Sigma), 1 mg/mL BSA (Fujifilm), and 20 mM HEPES (Nacalai Tesque). The bones were placed in a mortar with 1 mL of digestion buffer and crushed using a pestle for at least 1 minute. The supernatant was collected in a 15 mL conical tube. This process was repeated until the bones appeared completely white (typically three times or more).

The remaining bone fragments were pooled into the same tube and supplemented with digestion buffer to a final volume of 5mL per sample. Samples were incubated at 37°C for 30 minutes at 210rpm. Following digestion, the supernatant was filtered through a 70µm cell strainer into a 50mL tube containing 5–10mL of ice-cold cell suspension buffer [ $\text{Ca}^{2+}$ / $\text{Mg}^{2+}$ -free PBS (Nacalai Tesque) containing 2% fetal bovine serum, 1mg/mL poloxamer 188, and 100U/mL penicillin/streptomycin (Gibco)].

Bone fragments were further digested with 3–5mL of prewarmed digestion buffer, and the crushing–filtration process was repeated 4–5 times. Red blood cells were lysed using ACK lysis buffer (Gibco). Bone chips were removed, and single-cell suspensions were obtained by filtering through a 40µm strainer for subsequent magnetic-activated cell sorting (MACS) preparation.

|                           |                                                                                                         |
|---------------------------|---------------------------------------------------------------------------------------------------------|
| Instrument                | FACS Melody (BD Biosciences) were used to collect data.                                                 |
| Software                  | FACSChorus v3.0 were used to collect data. FlowJo v10.10.0 was used for analyzing the cell frequencies. |
| Cell population abundance | Around 15–25% of the single cells were mGFP+ cells.                                                     |

#### Gating strategy

Single cells were gated by using FSC-A vs SSC-A, SSC-H vs SSC-W and FSC-H vs FSC-W parameters. mGFP+ were sorted for negative gates by eFluor450-labeled CD31, CD45, and TER119 after dead cell removal by 7AAD. For mGFP+ populations were identified by comparing to the control samples from control mice.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

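Expression was measured by bulk RNA-seq in sorted mGFP+ metaphyseal cells of 4 groups: juvenile *Osx*+ osteoblasts (4 libraries), adult *Osx*+ osteoblasts (4), *c-Myc*-induced osteoblasts (2) and *c-Myc* + *R172H* osteoblasts (2). The authors trimmed the reads with cutadapt, aligned them to mm10 with STAR and counted uniquely mapped reads per gene with HTSeq-count, and they deposited the raw counts of 32288 genes and transgenes in the 12 libraries without normalization. The methods name different GENCODE releases for the alignment and for the counting, and do not state the strand setting of the counting, so genes that overlap on opposite strands are uncertain. The deposited counts include entries for CreERT2, EGFP and tdTomato. The paper tested genes with DESeq2.

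Libraries were grouped by their titles and the paper's methods. The replicate numbers are those of the titles; for adult libraries the library names carry other numbers. The pairing tested as a replicate block comes from these title numbers alone. Replicates were compared before averaging, and the counts of every pair within a group differed by more than sampling noise, with a chi-square per degree of freedom from 5.45 to 136. Coordinates are from the GENCODE annotation of GRCm38, the build called mm10.

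Tests were run in R 4.3.3 with edgeR 4.0.16: TMM normalization, the default expression filter, a robust quasi-likelihood fit, the F test and Benjamini-Hochberg adjustment at 0.05. The age comparison used the 8 juvenile and adult libraries. The *c-Myc* and *c-Myc* + *R172H* comparisons shared a fit of the juvenile, *c-Myc* and *c-Myc* + *R172H* libraries, and an absolute log2 fold change of at least 1 was required only for *c-Myc*. The SE of a log2 fold change was taken as its size divided by the square root of the F statistic, which is an approximation. CPM are counts scaled by library size and TMM factor. Gene lists were written by hand and tested with camera in limma 3.58.1 with an inter-gene correlation of 0.01. Each list's median was also set against 10000 random lists matched on size and mean expression, before and after trends of the fold change on GC content, transcript length and expression level were removed. Unless stated otherwise, the gene lists, the tests, the alternatives and the genes to be named were chosen before the data were examined. The removal of these trends was chosen after seeing the data. So was the naming of *Sp7*, and that of *Igf2* and *Gli1* in the *c-Myc* comparison. Genes named are those in the paper's text and panels, and, in each comparison, up to 3 genes with the largest increase and 3 with the largest decrease among called genes whose groups did not overlap and whose mean was at least 10 normalized counts. Genes of the cell type and sex lists were named where a technical explanation was tested.

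The alternatives were RLE and upper-quartile normalization, no filter on low counts, at least 10 counts in every library, other sets of libraries in the fit, a replicate block, DESeq2 1.42.0, an estimated inter-gene correlation, preranked GSEA with fgsea 1.28.0, and each library left out in turn. Further settings were added after seeing the data: library totals, leaving out *Col1a1*, *Col1a2* and *Gm26917*, a cartilage marker score as a covariate, DESeq2 with other sets of libraries, a replicate block in a fit of *c-Myc* and *c-Myc* + *R172H* libraries alone, Reactome sets and edgeR's small-count adjustment. In ranges of adjusted p over alternatives, fits whose prior df was over 10 times the residual df were counted apart, a rule that was also set after seeing the data.

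The procedure was tested on simulated data with the means and library sizes of the real libraries. With a log2 fold change of 1 in either direction, 49.0% of 196 changed genes were called in the age design, 50.5% of 196 in the *c-Myc* design and 42.1% of 195 in the *c-Myc* + *R172H* design, with 4, 7 and 4 of the 10875, 12020 and 12022 unchanged genes called. In a second simulation, drawn over all genes with a count, 73 of 193 changed genes were called in the age design, 77 of 193 in the *c-Myc* design and 64 of 195 in the *c-Myc* + *R172H* design, with 3, 4 and 1 of the 11054, 12260 and 12337 unchanged genes called. In this second simulation the fits without a filter kept a finite prior df of 9.12, 7.78 and 8.01, so they do not test the behaviour of the real fits without a filter. With the replicate block, 49 of 193 changed genes were called in its age data, 0 of 193 in its *c-Myc* data and 0 of 195 in its *c-Myc* + *R172H* data. Fits of its *c-Myc* and *c-Myc* + *R172H* libraries alone called 0 of 191 changed genes, both without and with the block. The prior df of these R172H fits was 4.08 for the block, 3.85 for the fit of these libraries alone and 4.28 for both together. Total counts per library were between 9066154 and 15684412, and a gene was taken as detected above 3 counts. These limits cover counting error only, since the reads carry no molecular identifiers. Folds against groups in which every library had 3 counts or fewer are lower bounds.

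The motif of upregulated DEGs was not analysed here, since a genome sequence was not used, and the paper's MSigDB gene sets were not used here. Single-cell data were not analysed here. Gene-level counts do not separate *Arf* from *p16*.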

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

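The tests of tdTomato-positive cells and of sex as the source of most of the *c-Myc* changes were chosen only after the results were seen; the test of *Xist* between the groups was not.

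*Atr* was at 6.90 CPM in juvenile library 4, far below the other juvenile libraries, which lay between 10.3 and 10.7 CPM, and *Gask1b* was at 19.9 CPM in juvenile library 3, above the others at 13.0 to 13.7 CPM. These are 2 of 43 groups of 4 libraries examined in this way, about as many as chance gives. The *Atr* value rests on 53 counts and the *Gask1b* value on 137 counts. No technical or biological explanation was tested for either, and leaving out single libraries kept the log2 fold change of *Atr* with *c-Myc* between 1.90 and 2.14 and that of *Gask1b* with *c-Myc* + *R172H* between -2.43 and -2.03.

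Counts on tdTomato, the protein that unrecombined *mTmG* cells express, averaged 35.0 CPM in *c-Myc* libraries and 32.8 CPM in *c-Myc* + *R172H* libraries, while the 4 juvenile libraries had 0.727 to 9.26 CPM. The paper does not report this signal. A candidate explanation is that unrecombined tdTomato-positive cells were left among the sorted cells. The leukocyte marker list, with 4 tested genes, did not pass with *c-Myc* (camera adjusted p = 0.0955), and neither did the endothelial list, with 2 tested genes (camera adjusted p = 0.144). Of single genes, however, 2 of the 4 leukocyte genes and both endothelial genes were called higher with *c-Myc*, so the signal cannot be told apart from this explanation. The *c-Myc* transgene also carries mCherry, and whether reads of mCherry were counted as tdTomato was not tested. EGFP was at 408 ± 15.2 CPM (SD, n = 2) with *c-Myc* and at 465 ± 122 CPM (SD, n = 4) in juvenile libraries. The condition differs between these groups together with the trim of the bone and the days after tamoxifen, so a biological explanation was not tested.

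*Xist* was at 243 CPM in *c-Myc* replicate 2 and at 226 CPM in *c-Myc* + *R172H* replicate 2, against at most 0.782 CPM in the juvenile libraries and 0.0472 and 0.192 CPM in replicate 1 of each induced group. The Y-linked gene *Ddx3y* was at 0.0591 and 0.053 CPM in the libraries with *Xist* and at 19.4 and 18.0 CPM in those without it. The paper states that only males were used for RNA-seq and elsewhere that the induced mice were of both sexes, and the values are consistent with female mice in replicate 2 of both groups. No library was regrouped by these values. The sex of the mice could contribute to the difference between *c-Myc* and juvenile libraries. Between these groups *Xist* had a log2 fold change of 9.35 (edgeR adjusted p = 0.0999, higher in 1 of 2 libraries). With *c-Myc* libraries this far apart the test could hardly pass, so it does not decide whether sex contributes. As the source of most of the changes it was not borne out: across 12588 genes, which are not independent replicates, the changes of *c-Myc* replicate 1 and replicate 2, each against separate juvenile libraries, had a Pearson r of 0.8291, and 133 of the 4330 called genes lie on the X or Y chromosome. Between *c-Myc* and *c-Myc* + *R172H* each group held 1 library with *Xist*.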

How the results depend on the processing

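The settings called added here (library totals, a cartilage score as a covariate, DESeq2 with other sets of libraries, a block in a fit of *c-Myc* and *c-Myc* + *R172H* alone, and edgeR's small-count adjustment) were chosen after seeing the data, as was the test of the prior. Unless stated, the cause of a change was not tested.

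In the age comparison, 214 genes were higher and 367 lower at 3 weeks. Without a filter these were 399 and 578, with all 12 libraries in the fit 461 and 633, and with DESeq2 311 and 612. In added settings they were 53 and 793 (library totals, which moved the median of all genes by -0.24), 17 and 58 (cartilage covariate) and 599 and 919 (DESeq2 with all 12 libraries). Across 8 fits that each left out a library they were 85 to 344 and 199 to 541. Same-numbered juvenile and adult libraries had a correlation of deviations of -0.0159, and with the replicate block 166 genes were higher and 268 lower. Of the named genes' alternatives 175 kept direction and side of the threshold, 29 were weaker, and *Gli3* moved from 0.15 to -0.11 with library totals, about the shift of all genes in that setting. *Cdkn1a*, *Gli2* and *Igf2* kept their direction in all alternatives run, with adjusted p on both sides of the threshold.

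The median of the DDR list (0.014) was -0.20 with library totals, its GSEA score was -0.66, and leaving out libraries gave -0.12 to 0.074; with the cartilage covariate it was 0.37 (camera adjusted p = 0.02). The p53 targets (-0.015) were at 0.032 with all 12 libraries, 0.00523 with the small-count adjustment, 0.00698 with it and no filter, 0.0957 with the cartilage covariate and -0.062 to 0.053 with libraries left out, and their GSEA score was 1.30. The Hedgehog targets (0.021) were at -0.11 without a filter, -0.10 without a filter but with the small-count adjustment, -0.22 with library totals and -0.053 to 0.10 with libraries left out, and at 0.40 (camera adjusted p = 0.00458) with the cartilage covariate. The camera adjusted p of these lists was above 0.05 in all other alternatives.

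In the *c-Myc* comparison, 2320 genes were higher and 2010 lower. Library totals gave 5234 and 700, and moved the median of all genes by 0.87; the other settings kept both counts within 1.5 times. The correlation of same-numbered juvenile and *c-Myc* libraries was 0.0016, and with the replicate block 2400 genes were higher and 2133 lower. *Cdkn1a* (0.010) was at -0.000701 with RLE factors, -0.065 with upper-quartile normalization, -0.0061 with only these groups in the fit, and -0.055 to 0.048 with libraries left out. The DDR median stayed at 1.39 with an estimated inter-gene correlation but did not pass (camera adjusted p = 0.0601), and ranged from 1.36 to 1.56 with libraries left out. The p53 targets did not pass with that correlation (0.79, camera adjusted p = 0.0601), with at least 10 counts in every library (0.56, 0.0685) or in GSEA (score 1.44, adjusted p = 0.0757). The osteoblast matrix list ranged from -2.24 to -2.09 with libraries left out. Of the named genes' alternatives, 440 of 452 did not change.

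In the *c-Myc* + *R172H* comparison, with 1 gene higher and 58 lower, the settings gave 14 and 208 (no filter), 189 and 440 (only these groups in the fit), 30 and 296 (replicate block) and 6 and 176 (DESeq2). In added settings they were 1 and 11 (library totals), 2 and 75 (small-count adjustment), 6 and 90 (that adjustment and no filter), 51 and 226 (DESeq2 with only these groups) and 360 and 612 (block in a fit of these groups alone). Leaving out each juvenile library gave 1 to 3 and 27 to 84; fits without a *c-Myc* or *c-Myc* + *R172H* library leave 1 library in a group and give no test. The DNA replication list (0.053) passed with only these groups in the fit (0.061, camera adjusted p = 0.0428), with the replicate block (0.053, camera adjusted p = 0.0418) and without juvenile replicate 4 (camera adjusted p = 0.0492), and not otherwise (up to 0.744). The p53 targets (-0.19) were at 0.023 with library totals and still passed as lower than other genes (camera adjusted p = 0.000988), and their GSEA score of -1.47 did not pass (adjusted p = 0.112). The apoptosis effectors (-0.092) were at 0.11 with library totals. Both medians lay below that of all genes in this setting (0.21). With libraries left out, the medians ranged from -0.037 to 0.090 (DNA replication), -0.066 to 0.13 (mitosis), -0.16 to -0.064 (apoptosis effectors), -0.019 to 0.14 (DDR) and -0.82 to -0.64 (osteoblast matrix). The DDR list (0.12) did not pass with an estimated inter-gene correlation (camera adjusted p = 0.742) or library totals (0.084). Of the named genes' alternatives, 309 did not change, 20 were weaker, 29 stronger and 17 moved.

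Without a filter, edgeR's prior df was 604.6 in the age fit, against 6 residual df, and infinite in the other fit. Those p-values set aside each gene's own spread and are no measure of stability. The prior of 32.6 against 2 residual df, with only *c-Myc* and *c-Myc* + *R172H* libraries in the fit, and of 127 against 1, for the block in that fit, calls for the same caution. In simulated data the replicate block in the *c-Myc* and *c-Myc* + *R172H* comparisons, and the fits of *c-Myc* and *c-Myc* + *R172H* libraries alone, with and without the block, called 0 of the changed genes, against 77 of 193 and 64 of 195 in fits of the 3 groups without a block. The fit of only *c-Myc* and juvenile libraries called 59 of 191. For the fits with 0, the calls in the real data were not matched by the simulation. Its prior df was also lower, for example 4.08 against 12.0 for the block in the *c-Myc* + *R172H* comparison. The simulated detection rates therefore do not describe these real fits, and the cause of the mismatch was not tested. With 2 libraries in a group, a spread between mice cannot be estimated well, which limits every *c-Myc* and *c-Myc* + *R172H* result. The share of promoters with the consensus of the Fig. 3g logo was not run, nor were its alternatives (exact match, the classical GLI site, a background matched on GC content).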

Differences from the paper's values

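No artifact test is used in this part; DESeq2 with all 12 libraries, DESeq2 with only the 2 groups compared and the block in a fit of *c-Myc* and *c-Myc* + *R172H* alone were chosen after seeing the values, as was the removal of trends on GC content, transcript length and expression level.

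The paper's number of genes higher in juvenile *Osx*+ osteoblasts is 433, compared with 214 from edgeR's quasi-likelihood test. Among the alternatives set before the data were examined, the value came within 1.5 times the paper's with no filter on low counts (399, a fit that set aside each gene's own spread), with all 12 libraries in the fit (461), with DESeq2's Wald test (311), which is the tool that the paper's methods name, and without adult replicate 2 (344). It did not with RLE factors, upper-quartile normalization, at least 10 counts in every library, the replicate block or any other library left out. The paper's number of lower genes is 814, compared with 367. No filter (578), all 12 libraries (633) and DESeq2 (612) came within 1.5 times the paper's value, and the other alternatives set before the data were examined did not. DESeq2 with all 12 libraries, chosen after seeing the values, gave 599 and 919, and library totals, also chosen after seeing the values, gave 793 lower genes but 53 higher. No setting gave the paper's numbers.

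The paper proposes from GSEA that the DDR was increased in juvenile osteoblasts, and sets this beside immunofluorescence of γH2AX, phosphorylated p53 and p-RPA. RNA counts do not measure these proteins or their phosphorylation, so only the GSEA part is compared here. With the hand-written DDR list the median log2 fold change was 0.014 (camera adjusted p = 0.871) and the GSEA score was -0.66 (adjusted p = 0.934 from fgsea). Among the settings tested with camera or GSEA, only the cartilage marker score as a covariate, chosen after seeing the values, passed the threshold (median 0.37, camera adjusted p = 0.02, against up to 0.997 over the alternatives). With the trends removed, the median was 0.117, above 77.3% of random lists treated in the same way and within their central range (-0.10 to 0.22). The paper's own gene sets were not used here.

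In *c-Myc* + *R172H* osteoblasts the paper lists *Cdkn1a*, *Cdkn2a*, *Bglap*, *Bglap2*, *Col15a1* and *Col2a1* among DEGs, and edgeR's test called none of them, with adjusted p from 0.0711 (*Bglap2*) to 1 (*Cdkn2a*). Several settings set before the data were examined called some of them. DESeq2's Wald test called *Cdkn1a* (adjusted p = 0.0132), *Bglap* (0.00119), *Bglap2* (0.0161) and *Col15a1* (0.00077). The replicate block in edgeR called *Cdkn1a* (0.00442), *Bglap2* (0.000252) and *Col15a1* (4.8e-05). A fit of only these groups in edgeR called *Cdkn1a* (8.57e-05), *Cdkn2a* (1.3e-07) and *Col15a1* (3.62e-05). No filter, in which each gene's own spread was set aside, called *Cdkn2a* (0.0027), *Bglap*, *Bglap2*, *Col15a1* and *Col2a1*. Without juvenile replicate 1, edgeR called *Bglap* (0.0248) and *Bglap2* (0.039). Without juvenile replicate 3 it called *Col15a1* (0.046), and without juvenile replicate 4 *Col2a1* (0.00723). DESeq2 with only these groups, chosen after seeing the values, called all 6, with *Bglap* at an adjusted p of 0.0146 and *Col2a1* at 0.00347. The block in a fit of these groups alone in edgeR, also chosen after seeing the values, called *Cdkn1a* (3.64e-08), *Cdkn2a* (8.7e-16), *Bglap2* (9.73e-13) and *Col15a1* (2.42e-08). Over the alternatives not counted apart for their prior, the adjusted p ranged from 1.97e-05 to 0.895 for *Cdkn1a*, from 2.7e-08 to 1 for *Cdkn2a*, from 0.00119 to 0.591 for *Bglap*, from 3.34e-07 to 0.744 for *Bglap2*, from 4.8e-05 to 1 for *Col15a1* and from 0.00347 to 1 for *Col2a1*.

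The paper proposes from GO analysis and GSEA that cell cycle progression was increased and apoptosis suppressed in *c-Myc* + *R172H* osteoblasts. With the hand-written lists, mitosis genes had a median log2 fold change of 0.068 (camera adjusted p = 0.175), DNA replication genes of 0.053 (0.072) and apoptosis effectors of -0.092 (0.505). The DNA replication list passed with the replicate block (camera adjusted p = 0.0418), with only these groups in the fit (0.0428) and without juvenile replicate 4 (0.0492), within a range up to 0.744. The other lists passed in none of the alternatives, with adjusted p from 0.0541 to 0.744 for mitosis and from 0.351 to 0.817 for apoptosis effectors. With the trends removed, the median of the mitosis list was 0.096, above 97.9% of random lists treated in the same way and just past the upper end of their central range (0.094). The DNA replication list (0.083) was above 96.6% of them and the apoptosis effectors (-0.015) above 19.5%, both within that range.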

Other observations

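The tests of cartilage RNA in the age comparison, of GC content, length and expression level, and of the prior were chosen only after the results were seen.

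The real split of the 8 juvenile and adult libraries called 581 genes. Of the 8 splits that part all 4 same-numbered pairs, 1 gave as many, the real one itself, and 8 splits are too few to give a share below 0.05. Over all 35 splits into 4 and 4 it was also 1, and the largest other split called 1 gene. The other splits mix the ages.

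A list of 16 chondrocyte genes was lower in juvenile than in adult libraries, by a median log2 fold change of -1.91 (camera adjusted p = 1.05e-10, 15 of 16 genes lower), although the paper describes the removal of residual chondrocytes. A candidate explanation for part of the age DEGs is that adult libraries held more cartilage RNA. Within the ages, 21.6% of the called genes followed the chondrocyte score, against 10.1% of genes not called, and with this score as a covariate 17 genes were called higher and 58 lower, 52 of them among the original 581. The score ranged from 5.73 to 7.63 in juvenile and from 7.49 to 9.40 in adult libraries, so that covariate takes up much of the difference between the ages whatever its source, and the loss of calls does not bear on this explanation. RNA of leukocytes was tested in the same way. The leukocyte list was lower in juvenile libraries (median -3.36, camera adjusted p = 7.74e-05, with 2 tested genes), but 3.62% of called genes followed its score, against 7.67% of genes not called. A difference of the sorted cells with age and a difference in dissection cannot be told apart here.

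In the same comparison a list of 22 immediate early genes was higher in juvenile libraries, with a median log2 fold change of 0.43 (camera adjusted p = 0.0039, 17 of 22 genes higher). Over its alternatives the adjusted p ranged from 3.26e-17 with the cartilage covariate to 0.939 with an estimated inter-gene correlation, and it was also above 0.05 without adult replicate 2 (0.257). The paper does not report this list. Its median was above 100% of 10000 random lists of the same size and expression. After trends on GC content, transcript length and expression level were removed it was 0.39, again above 100% of random lists treated in the same way. No other explanation was tested.

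The chondrocyte list fell further than the osteoblast matrix list in *c-Myc* libraries, with a median log2 fold change of -5.70 against -2.12. Less RNA of growth plate chondrocytes in those libraries would give this pattern, and the fall of cartilage collagens such as *Col2a1* cannot be told apart from it. The *c-Myc* libraries differed from the juvenile ones in the trim of the diaphysis, the days after tamoxifen and the condition. Which of these, if any, changed the share of chondrocyte RNA was not tested. The chondrocyte list also fell in *c-Myc* + *R172H* against *c-Myc* libraries (median -1.29, camera adjusted p = 1.65e-05, 14 of 17 genes lower), further than the osteoblast matrix list (-0.68). The methods give the same trim for both groups, so the stated trim does not account for that fall, and its cause was not tested. The osteoblast matrix list could also have fallen through GC content, transcript length or expression level. After trends on these were removed its median was -1.65 in the *c-Myc* comparison and -0.37 in the *c-Myc* + *R172H* comparison, below the central range of random lists of values treated in the same way, whose lower ends were -0.34 and 0.0058, so they do not account for the whole fall. Loss of differentiation remains a hypothesis for this list, and a different mix of cells was not excluded.

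In *c-Myc* + *R172H* libraries the median of the p53 targets (-0.19) was above only 0.01% of 10000 random lists of the same size and expression, the smallest share above 0 that they can give. Chance choice of such a list is therefore an unlikely source of the shift. With library totals the median was 0.023 (camera adjusted p = 0.000988, in a range from 1.02e-06 to 0.112 over the alternatives), while that of all genes was 0.21.

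*Igf2*, higher in juvenile than in adult osteoblasts, was lower in *c-Myc* than in juvenile osteoblasts, with a log2 fold change of -4.91 (SE 0.65, edgeR adjusted p = 0.000127), whereas *Gli1* was higher (0.90, SE 0.27, edgeR adjusted p = 0.0131). These genes, and *Sp7*, were singled out after their values were seen. A list of 29 MYC targets in ribosome biogenesis was higher with *c-Myc* in all 29 genes, with a median of 2.22 (camera adjusted p = 1.48e-33). *Sp7*, which encodes OSX, was at 142 ± 22.3 CPM (SD, n = 2) with *c-Myc* and at 250.04 ± 6.17 CPM (SD, n = 4) in juvenile libraries.

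With Reactome sets, added after seeing the data, 276 of 660 sets were higher and 116 lower in the *c-Myc* comparison at a camera adjusted p below 0.05. In the *c-Myc* + *R172H* comparison 15 were higher and 34 lower, and in the age comparison 1 of 638 was higher and 26 lower.

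The fit of the age comparison without a filter had a prior df of 604.6, against 11.1 with the filter. A prior that sets aside each gene's own spread is a candidate source of its very small adjusted p-values, and with edgeR's small-count adjustment the prior df was 44.1 and the calls fell from 399 and 578 to 295 and 491.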
